# Unravelling the molecular mechanism underlying drought stress response in chickpea *via* integrated multi-omics analysis

**DOI:** 10.3389/fpls.2023.1156606

**Published:** 2023-05-23

**Authors:** Vikram Singh, Khushboo Gupta, Shubhangi Singh, Mukesh Jain, Rohini Garg

**Keywords:** chickpea, drought, metabolome, proteome, transcriptome, co-expression, WGCNA

## Abstract

Drought stress affects growth and productivity significantly in chickpea. An integrated multi-omics analysis can provide a better molecular-level understanding of drought stress tolerance. In the present study, comparative transcriptome, proteome and metabolome analyses of two chickpea genotypes with contrasting responses to drought stress, ICC 4958 (drought-tolerant, DT) and ICC 1882 (drought-sensitive, DS), was performed to gain insights into the molecular mechanisms underlying drought stress response/tolerance. Pathway enrichment analysis of differentially abundant transcripts and proteins suggested the involvement of glycolysis/gluconeogenesis, galactose metabolism, and starch and sucrose metabolism in the DT genotype. An integrated multi-omics analysis of transcriptome, proteome and metabolome data revealed co-expressed genes, proteins and metabolites involved in phosphatidylinositol signaling, glutathione metabolism and glycolysis/gluconeogenesis pathways, specifically in the DT genotype under drought. These stress-responsive pathways were coordinately regulated by the differentially abundant transcripts, proteins and metabolites to circumvent the drought stress response/tolerance in the DT genotype. The *QTL-hotspot* associated genes, proteins and transcription factors may further contribute to improved drought tolerance in the DT genotype. Altogether, the multi-omics approach provided an in-depth understanding of stress-responsive pathways and candidate genes involved in drought tolerance in chickpea.

## 1 Introduction

Chickpea (*Cicer arietinum* L.) is the second most important grain legume cultivated worldwide, especially in developing countries. India ranks first in chickpea production accounting for approximately 75% of the total production (FAO, 2016). Chickpea has high nutritional value containing proteins (20–25%), carbohydrates (61.5%) and fatty acids (4.5%), along with a significant amount of essential amino acids and vitamin content (Jukanti et al., 2012). Chickpea is cultivated mainly in arid and semi-arid regions with limited water availability. Therefore, drought stress is a major constraint that causes significant loss in growth and productivity of chickpea. Chickpea employs an adaptive strategy to tolerate limited drought stress due to its well-established root system architecture. Significant phenotypic variations in root characteristics have been reported among various chickpea genotypes. Higher biomass, root length density and better root system architecture are the characteristics of drought-tolerant (DT) genotypes, whereas drought-sensitive (DS) genotypes exhibit reduced root characteristics (Gaur et al., 2008; Kashiwagi et al., 2015).

The implementation of different high-throughput “omics” techniques in silos, including transcriptomics, proteomics and metabolomics have enabled the understanding of drought stress responses in chickpea to some extent (Garg et al., 2016; Khan et al., 2019; Bhaskarla et al., 2020; Gupta et al., 2020). A few studies have been performed to elucidate the global transcriptional dynamics to identify the genes and regulatory networks under various abiotic stress conditions (Garg et al., 2015; Garg et al., 2016; Kudapa et al., 2018; Mashaki et al., 2018; Kumar et al., 2019). The transcriptome analysis of chickpea roots under drought stress for different DT and DS genotypes revealed the involvement of various transcription factors (TFs), metabolic pathways and biological processes in the drought stress responses (Garg et al., 2016; Bhaskarla et al., 2020). The proteomics approaches have also been employed to examine the complexity of drought stress response. The proteins localized in different cellular compartments and those involved in different metabolic processes were found to contribute to drought tolerance in chickpea (Barua et al., 2019; Cevik et al., 2019; Gupta et al., 2020; Vessal et al., 2020). However, limited progress has been made towards metabolome analysis in chickpea under stress conditions. The metabolite profiling of leaves of two chickpea genotypes, Noor‐2009 (drought-sensitive) and 93127 (drought-tolerant) revealed the changes in amino acids composition under drought stress (Khan et al., 2019).However, these studies employed a stand-alone omics approach to investigate the drought stress response in chickpea. The integration of transcriptome, proteome and/or metabolome data have provided an impressive understanding of biotic, abiotic and oxidative stress response, nitrogen metabolism, tiller production, alkaloids biosynthesis, iron homeostasis and fruit ripening in different plants (Amiour et al., 2012; Srivastava et al., 2013; Sudre et al., 2013; Zeng et al., 2013; Remmers et al., 2018; Li et al., 2019a; Wang et al., 2019; Yun et al., 2019; Chin et al., 2020; Moreno et al., 2021; Bittencourt et al., 2022; Leão et al., 2022; Shu et al., 2022). An integrated analysis of transcriptome, proteome and metabolome in different chickpea genotypes can provide a better understanding of molecular mechanisms and pathways underlying drought stress response/tolerance.

In this study, we used two chickpea genotypes with contrasting responses to drought stress, namely ICC 4958 (drought-tolerant, DT) and ICC 1882 (drought-sensitive, DS). These chickpea genotypes have been characterized extensively for their contrasting responses to drought stress and used for the generation of bi-parental populations for the QTL mapping (Jaganathan et al., 2015). These genotypes showed different root traits, phenotypic responses and yield under drought stress (Kashiwagi et al., 2005; Krishnamurthy et al., 2010; Kashiwagi et al., 2013; Garg et al., 2016; Purushothaman et al., 2017). ICC 4958 showed higher root and shoot dry weight, and larger roots in comparison to ICC 1882 (Garg et al., 2016). Moreover, higher shoot biomass, grain yield and harvest index were also observed for ICC 4958 under drought stress (Purushothaman et al., 2016). Here, we analyzed the transcriptome, proteome and metabolome of the roots of ICC 4958 and ICC 1882 genotypes under control and drought stress conditions to gain mechanistic insights into the drought stress tolerance in chickpea. The differential expression analyses identified the differentially abundant transcripts, proteins and metabolites under control and/or drought stress conditions in/between the chickpea genotypes. Weighted gene co-expression network analysis (WGCNA) was performed to explore the co-expressed genes, proteins and metabolites. The co-expressed genes/modules were further investigated for the identification of TF encoding genes, and those located within the known *QTL*-*hotspot* region for drought tolerance in chickpea. The integrated analysis of transcriptome, proteome and metabolome data revealed a crucial role of phosphatidylinositol (PI) signaling, glutathione metabolism and glycolysis/gluconeogenesis pathways in drought tolerance. These results provide new insights into the drought tolerance mechanism in chickpea and prioritization of candidate genes for functional analysis.

## 2 Materials and methods

### 2.1 Plant materials and drought stress treatment

The seeds of two chickpea genotypes with contrasting response to drought stress, ICC 4958 (drought-tolerant, DT) and ICC 1882 (drought-sensitive, DS) were procured from International Crops Research Institute for the Semi-arid Crops (ICRISAT), Hyderabad, India. The seeds of both genotypes were grown in pots containing soilrite saturated with reverse osmosis water. The pots were kept in a plant growth chamber with day (28°C in 400 µmol photons/m^2^/s of light intensity) and night (23°C in dark) cycle of 14 h and 10 h, respectively. Drought stress was imposed on 11 d old plants by withholding water for 15 d, while control seedlings were watered on alternate days until the end of the experiment. Water withholding for different days has been used for imposing drought stress in previous studies (Garg et al., 2016; Sinha et al., 2019). We observed significant difference in the root growth of DT and DS genotypes under drought stress after 15 d and collected the root samples from the control and drought-stressed plants of both genotypes to investigate the molecular changes. The samples were harvested in multiple technical replicates, snap frozen in liquid nitrogen and stored at -80 °C until further analysis. The root tissues were harvested in three independent biological replicates. The root tissues harvested from the same experiments were used for transcriptome, proteome and metabolome analyses.

### 2.2 RNA sequencing and data pre-processing

Total RNA from each sample was extracted using TRI reagent according to the manufacturer’s instructions (Sigma Life Sciences). RNA quality and quantity were assessed using Nanodrop Spectrophotometer and Agilent Bioanalyzer (Agilent technologies, Singapore) as described previously (Garg et al., 2010). Further, libraries from two biological replicates of each sample were prepared and sequencing was performed on the Illumina platform to generate 49-nt single-end reads. Quality control of raw reads was performed using NGS QC Toolkit (v2.3.3) (Patel and Jain, 2012) for removal of reads harboring adapter sequence and/or bases with poor quality. The filtered high-quality reads were used for downstream analysis.

#### 2.2.1 Read mapping and differential gene expression analysis

The filtered high-quality reads were mapped on the kabuli chickpea genome (v1.0; Varshney et al., 2013b) using Tophat (v2.1.1) (Trapnell et al., 2009) software. To analyze gene expression, a reference-guided assembly of the transcriptome data from all samples was generated using Cufflinks (v2.2.1) (Trapnell et al., 2012). Cuffmerge was used to create consensus assembly from the reference-guided assemblies generated for each sample. Differential expression analysis was performed for DT and DS genotypes under drought (D) relative to control (C), [DT(D/C)] and [DS(D/C)], respectively, and for DT genotype relative to DS genotype under control (C) conditions, [DT(C)/DS(C)]. The differential expression analysis between different samples was performed using Cuffdiff. The transcripts with *P*-value ≤ 0.05 and log_2_ fold change of ≥ 1 (up-regulated) and ≤ -1 (down-regulated) were considered to be differentially abundant.

### 2.3 Total protein extraction

Grounded root tissue (~1 g) for each sample (in three biological replicates) was suspended into 3 ml of extraction buffer (pH, 8.0) [Tris-HCl (500 mM), EDTA (50 mM), sucrose (700 mM), KCl (100 mM), β-mercaptoethanol (2%) and phenylmethylsulfonyl fluoride (1 mM)], vortexed briefly and incubated in ice for 10 min. An equal volume of Tris-HCl saturated phenol (pH, 6.6–7.9) was added to the sample and kept at room temperature for 10 min. Samples were centrifuged at 12,000 g for 10 min at 4°C and upper phenolic phase was recovered carefully into a new tube. The phenolic phase was once again extracted with 3 ml of extraction buffer as described above. Following centrifugation, the upper phase was carefully recovered and transferred into a new tube. Afterwards, 4 volumes of precipitation solution (0.1 M ammonium acetate in cold methanol) was added. The properly mixed solution was incubated overnight at -20°C. Finally, total proteins were pelleted down by centrifugation at 5500 g for 10 min at 4°C. The protein pellet was dissolved in solubilization buffer [Tris-HCl (1.5 M, pH 8.0) and urea (8 M)] and the solubilized protein sample was used for nanoLC-MS/MS analysis.

#### 2.3.1 Nano-LC-MS/MS and data processing

Each protein sample (25 µl) was reduced using 5 mM tris (2-carboxyethyl)phosphine (TCEP) followed by alkylation with iodoacetamide (50 mM) and digestion with trypsin (1:50 of trypsin/lysate ratio) for 16 h at 37°C. Digested samples were cleaned using C18 silica cartridge to remove the salts and dried using speed vacuum. Dried protein pellet was resuspended in solubilization buffer A [acetonitrile (5%) and formic acid (0.1%)]. NanoLC-MS/MS analysis of the solubilized protein sample was performed using EASY-nLC 1000 system (Thermo Fisher Scientific) coupled to Thermo Q-Exactive equipped with nanoelectrospray ion source by the commercial service provider (Valerian Chem Pvt. Ltd., New Delhi). About 1.0 µg of the digested protein (peptides) was resolved using 60 cm Viper column (360 µm outer diameter, 75 µm inner diameter, 10 µm tip) filled with 3.0 µm of C18-resin. Further, peptides were loaded with buffer A (5% acetonitrile and 0.1% formic acid) and eluted with 0 – 40% gradient of buffer B [acetonitrile (95%) and formic acid (0.1%)] at a flow rate of 300 nl/min for 100 min.

The raw data was analyzed for qualitative and quantitative proteome using MaxQuant (MQ) (version 1.6.14.0) (Tyanova et al., 2016). The collected spectra of all peptides were searched against all the annotated protein sequences (28,269) in the reference chickpea genome (Varshney et al., 2013a) to identify its corresponding proteins using Andromeda, a peptide search engine (Cox et al., 2011). The protease used to generate peptides was set as enzyme specificity for trypsin/P. The estimated false discovery rate (FDR) of all peptide and protein identifications was set to 1%. The mass tolerance was kept to 7 ppm for precursor and fragment ions. Two missed cleavage values were allowed, and the minimum peptide length was set to 7 amino acids. The label-free method was used for protein quantification with classic type normalization and minimum ratio count of two. MQ provided the MS/MS spectrum details of all the identified peptides. Both unique and razor peptides were used for the identification of proteins, and protein quantification (abundance) was referred to their intensities. Differential expression analysis of proteins was performed using edgeR for DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons. Proteins with log_2_ fold change of ≥ 1 (up-regulated) and ≤ -1 (down-regulated) and *P*-value ≤ 0.05 were considered as differentially abundant.

### 2.4 Sample preparation and gas chromatography-mass spectrometry for metabolome analysis

Frozen root samples (three biological replicates of each sample) were grounded into fine powder using liquid nitrogen. About 200 mg of each grounded sample was homogenized with 5 ml of pre-chilled methanol:acetonitrile (2:1) solvent in pestle and mortar. The solution was centrifuged at 9,500 rpm for 15 min at 25°C and supernatant was divided into two aliquots representing the technical replicates. Thereafter, 50 μl of ribitol (2 mg/ml in ddw) was added to each sample to serve as internal standard. The supernatant was dried in a speed vacuum concentrator at 25°C until the sample dryness reached to ~95%. Further, derivatization of samples was done by adding 50 μl of methoxyamine hydrochloride solution (30 mg methoxyamine hydrochloride in 1 ml of pyridine) followed by incubation at 30°C for 90 min. Subsequently, 100 μl of N-methyl-N-trimethyl silyl tri-flouro acetamide (MSTFA) was added to each sample and incubated at 37°C for 60 min for tri-methyl-sialylation (TMS).

Two technical replicates of each derivatized sample (biological replicate) were analyzed by GC-MS (QP2010 ULTRA, Shimadzu, Japan). The derivatized sample (1 μl) was injected into a Rtx-5Sil-MS (30 m × 0.25 mm × 0.25 μm) column using a split injection mode with the sampling time of 1 min, injection temperature 260°C and column oven temperature of 70°C using the flow control mode as linear velocity. Helium was used as a carrier gas with a flow rate of 1 ml min^-1^. The initial oven temperature was set as 70°C for 3 min and then increased to 280°C until full run. The following parameters was adjusted for MS analysis, ion source temperature at 230°C, interference temperature at 270°C, run time of 50 min, scan speed of 3333 and mass by charge ratio (m/z) of 40 – 650. Acquisition of total ion chromatogram (TIC) was done for metabolite identification and quantification *via* GCMS solution 4.20 software (Shimadzu, Japan). Peak integration was performed to calculate the peak area, height and retention time (RT), and identification of metabolites was done by the similarity search of obtained mass spectra with the mass spectra available in NIST14, NIST14s and Wiley08 libraries. The manual curation of all the identified metabolites was performed to retain a unique set of metabolites for each sample analyzed. The metabolites identified in at least three replicates of each sample were used for further analysis and metabolite levels were normalized using ribitol as an internal standard. Differential expression analysis of metabolites was done by edgeR for DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, and metabolites with log_2_ fold change of ≥1 (up-regulated) and ≤-1 (down-regulated) and *P*-value ≤0.05 were considered as differentially abundant.

### 2.5 Co-expression network analysis

We used WGCNA (v 1.70-3; Langfelder and Horvath, 2008) to perform co-expression analysis for transcriptome, proteome and metabolome data sets for all the four samples, DT(C), DT(D), DS(C) and DS(D). Co-expression analysis was performed by using log_2_ normalized values of FPKM (for 9847 genes showing ≥ 0.1 variance), intensity (for 2430 proteins) and relative amount (for 133 metabolites) of transcriptome, proteome and metabolome data, respectively. The matrix of co-expression data was generated using an optimized beta power (β) of three for transcriptome, seven for proteome and four for metabolome, and transformed into topological overlap matrix (TOM). The hierarchical clustering was performed using an average method to generate dendrogram. Module identification was done by dynamicTreeCut function to generate clusters with minimum size of 30 for transcriptome and proteome, and 15 for metabolome, and deepSplit value of 2. Highly correlated modules were merged at cutHeight of 0.2 to obtain the final set of modules.

### 2.6 Integrated analysis of transcriptome, proteome and metabolome

The integrated analysis of transcriptome, proteome and metabolome data was done using WGCNA as described earlier (Kelly et al., 2018; Liu et al., 2020). Integration of transcriptome, proteome and metabolome data was done by using their module eigenvectors. Two-way integration approach was adopted for the data integration, where transcriptome and proteome data were integrated using eigenvector for co-expressed gene modules (eigengenes) and co-expressed protein modules (eigenproteins) to identify the correlation between eigengenes and eigenproteins. Similarly, integration of transcriptome and metabolome data using eigenvectors for co-expressed gene modules (eigengenes) and co-expressed metabolite modules (eigenmetabolites) was performed to reveal correlation between eigengenes and eigenmetabolites.

### 2.7 GO and pathway enrichment analysis

GO enrichment analysis for differentially abundant transcripts (DATs) and differentially abundant proteins (DAPs) were performed using BiNGO tool in Cytoscape (v3.7). The GO terms with *P*-value ≤ 0.05 were considered as significantly enriched. The pathway enrichment analysis for DATs and DAPs was performed using KOBAS 3.0 (http://kobas.cbi.pku.edu.cn/) considering KEGG, BioCys and PANTHER databases at the *P*-value cut-off of ≤ 0.05. Pathway enrichment analysis for differentially abundant metabolites (DAMs) was performed using MetaboAnalyst (v.3.0) at *P*-value cut-off of ≤ 0.05.

### 2.8 Reverse transcriptase- quantitative polymerase chain reaction analysis

The RT-qPCR analysis was performed to validate the expression levels of selected candidate genes. A total of 17 genes exhibiting differential expression in DS(D/C), DT(D/C) and/or DT(C)/DS(C) comparisons were selected for the analysis. The primers were designed using Primer Express (3.0) software (Thermo Fischer; USA) and are listed in **Table S11**. The differential abundance levels of the selected genes were determined and compared with the RNA-seq data.

## 3 Results

Drought response/tolerance in different chickpea genotypes has been attributed mainly due to the root system architecture and related traits (Gaur et al., 2008; Garg et al., 2016; Purushothaman et al., 2016). The chickpea genotypes used in this study, ICC 4958 (drought-tolerant, DT) and ICC 1882 (drought-sensitive, DS), showed different root traits and have been characterized extensively for their contrasting responses to drought stress (Kashiwagi et al., 2005; Krishnamurthy et al., 2010; Kashiwagi et al., 2013; Jaganathan et al., 2015; Garg et al., 2016; Purushothaman et al., 2017). To gain deeper mechanistic insights into the drought stress tolerance in chickpea, we implemented a multi-omics (transcriptomics, proteomics and metabolomics) approach to analyze the roots of ICC 4958 and ICC 1882 genotypes under control and drought stress conditions.

### 3.1 Differential gene expression profiling and pathway/GO enrichment analysis

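Root RNA was sequenced from ICC4958, the drought-tolerant genotype (DT), and ICC1882, the drought-sensitive genotype (DS), each grown with water (control, C) or with water withheld (drought stress, D). Each of the 4 conditions has 2 libraries, which makes 8 libraries in all. In the paper's methods, drought stress began at 11 days of age and lasted 15 days. The descriptions submitted with the samples instead give stress from 16 days of age, 11 days without water and harvest at 27 days. The paper's Table S1 lists between 11505908 and 15146659 mapped reads per library. The mapped reads of both libraries of a condition came to 23883759 for DT(C), 28351111 for DT(D), 26855558 for DS(C) and 25521394 for DS(D). The authors filtered the reads with NGS QC Toolkit, mapped them to the kabuli chickpea genome with TopHat, assembled transcripts with Cufflinks guided by the reference annotation, and merged the assemblies with Cuffmerge. The deposited values are in FPKM, the number of fragments on a locus scaled to the length of its transcript and to the number of fragments mapped, with 1 value per gene locus and condition that pools both libraries. There are therefore no replicates per value, the spread between libraries cannot be seen, and no test was made: every difference given for these data compares the authors' pooled values. For each comparison, the log2 ratio of the FPKM values was taken without a pseudocount over the loci with FPKM of at least 1 in at least one of the 2 conditions. A locus was counted as higher at a log2 ratio of at least 1 and as lower at a log2 ratio of at most -1, which is the fold change threshold of the paper without its P-value. A locus listed at 0 in one condition was counted in the direction of the other and was given no ratio. Profiles over the 4 conditions used log2(FPKM + 1). The FPKM of all loci summed to 1378432 in DT(C), 1352243 in DT(D), 1662837 in DS(C) and 1204308 in DS(D). Bringing all columns to the same sum adds 0.47 to every log2 ratio of drought against control in DS, 0.27 to every log2 ratio of DT against DS under control conditions and 0.03 to every log2 ratio of drought against control in DT.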

RNA-sequencing of root samples from the two chickpea genotypes, ICC 4958 (DT) and ICC 1882 (DS) was performed under control (C) and drought stress (D) conditions. The high-quality filtered reads for each sample were mapped to the chickpea genome (**Table S1**). The reference-guided assembly resulted in a total of 30978 gene loci, including 27881 known and 3097 novel loci (**Table S2**). 

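The deposited values cover 30978 loci, of which 27881 carry a gene identifier and 3097 carry none. Several identifiers are listed for 551 loci, whose FPKM covers more than one annotated gene, and 384 loci share an identifier with another locus. The FPKM was listed at 0 in all 4 conditions for 6816 loci, and it was at least 1 in at least one condition for 20745 loci and in all conditions for 18262 loci. Among the loci without an identifier, 3077 reached an FPKM of 1 in at least one condition. The loci at FPKM of at least 1 numbered 19806 in DT(C), 19722 in DT(D), 19187 in DS(C) and 19647 in DS(D). The 100 loci with the highest FPKM held 24.5% of the summed FPKM in DT(C), 27.3% in DT(D), 29.2% in DS(C) and 27.9% in DS(D). The copy of Table S2 used here holds 1997 of the loci, and the FPKM of all 1997 were identical to the deposited values.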

Differential expression analysis revealed a total of 1718 (478 up- and 1240 down-regulated) and 1702 (680 up- and 1022 down-regulated) Differentially Abundant Transcripts (DATs) in DT [DT(D/C)] and DS [DS(D/C)] genotypes, respectively, under drought stress. 

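In the deposited values, 20326 loci entered DT(D/C), of which 1023 were higher and 1804 were lower under drought stress. Of the loci past the threshold in DT(D/C), 36.2% were thus higher. For DS(D/C), 20093 loci entered, of which 1650 were higher and 1741 were lower, or 48.7% higher. At a log2 ratio of 2, which moved these counts by the largest factor, 246 loci were higher and 780 lower in DT(D/C), and 432 and 524 in DS(D/C). With all columns rescaled to the same summed FPKM, DS(D/C) had 4030 higher and 951 lower loci (80.9% higher), whereas DT(D/C) had 1085 higher and 1743 lower loci (38.4% higher). The median log2 ratio was 0.02 in DT(D/C) and -0.01 in DS(D/C). Every DAT that the paper's Table S3 lists for DT(D/C) and DS(D/C) changed in the same direction in the deposited values. The fold changes listed there come from the same libraries, so this is no independent evidence. For DATs above 0 in both conditions, the log2 ratio differed from the paper's fold change by -0.0109 to 0.00606 in DT(D/C). In DS(D/C), it differed by -0.00671 to 0.00817. Past the threshold were 473 of the 478 up-regulated and 1237 of the 1240 down-regulated DATs of DT(D/C), and 667 of the 680 and 1021 of the 1022 of DS(D/C). These DATs made up 46.2% of the higher and 68.6% of the lower loci of DT(D/C), and 40.4% and 58.6% of those of DS(D/C). The DATs had higher expression than the other loci past the threshold. The median FPKM in the condition with the higher value was 16.6 for the up-regulated DATs of DT(D/C) against 3.04 for the other higher loci, and 60.4 for the down-regulated DATs of DS(D/C) against 5.11 for the other lower loci. The largest changes are given for loci with a gene identifier, FPKM of at least 1 in both conditions and at least 10 in the higher one. The file pairs these identifiers with no gene names. In DT(D/C), Ca_17879 rose from 3.59 to 61.8 FPKM (log2 ratio 4.10) and Ca_24862 from 3.43 to 39.3 (3.52), whereas Ca_25670 dropped from 73.1 to 1.49 FPKM (-5.61) and Ca_22597 from 257 to 7.17 (-5.16). In DS(D/C), Ca_14665 rose from 1.22 to 12.1 FPKM (log2 ratio 3.31) and Ca_26635 from 2.07 to 16.5 (3.00), whereas Ca_08213 dropped from 809 to 3.70 FPKM (-7.77) and Ca_13360 from 413 to 2.60 (-7.31). For Ca_08213, the paper's Table S3 lists no log2 fold change in DS(D/C).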

Further, at least 1222 (864 up- and 358 down-regulated) DATs were identified between DT and DS genotypes under control conditions [DT(C)/DS(C)] (**Figures 1**, **S1A**) (**Table S3**). 

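A total of 20231 loci entered DT(C)/DS(C), of which 2244 were higher and 1045 were lower in DT, or 68.2% higher. With all columns rescaled to the same summed FPKM, 3552 loci were higher and 693 were lower (83.7% higher). The log2 ratio of DT(C)/DS(C) changed with the expression level of the loci. Its median was 0.49 in the lowest and -0.32 in the highest of 10 groups of loci ordered by mean log2(FPKM + 1). In DS(D/C), which shares the DS(C) values, the median was 0.47 in the lowest and -0.50 in the highest group, whereas in DT(D/C) it was 0.05 and 0.06. With each group centred on its median, an alternative chosen after seeing the data, 1649 loci were higher and 1393 were lower in DT(C)/DS(C) (54.2% higher). The DATs of DT(C)/DS(C) in the paper's Table S3 come from the same libraries, so their direction is no independent evidence either. All changed in the same direction here, and 862 of the 864 up-regulated and 344 of the 358 down-regulated DATs were past the threshold. They made up 38.4% of the higher and 32.9% of the lower loci. For 1115 of these DATs with values above 0 in both conditions, the log2 ratio of the deposited FPKM exceeded the paper's log2 fold change by a median of 0.0438, with a range from 0.0292 to 0.0648. For the DATs of DT(D/C), the same difference lay between -0.0109 and 0.00606. The largest differences under the rule used for the drought comparisons were those of Ca_10424, with 51.8 FPKM in DT(C) and 1.58 in DS(C) (log2 ratio 5.03), and Ca_23848, with 31.6 and 1.33 (4.57). In the other direction, Ca_11543 had 1.00 FPKM in DT(C) and 51.2 in DS(C) (-5.68), and Ca_21085 had 3.58 and 133 (-5.21). For Ca_10424 and Ca_23848, the paper's Table S3 lists no log2 fold change in DT(C)/DS(C).

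**Figure D1:**
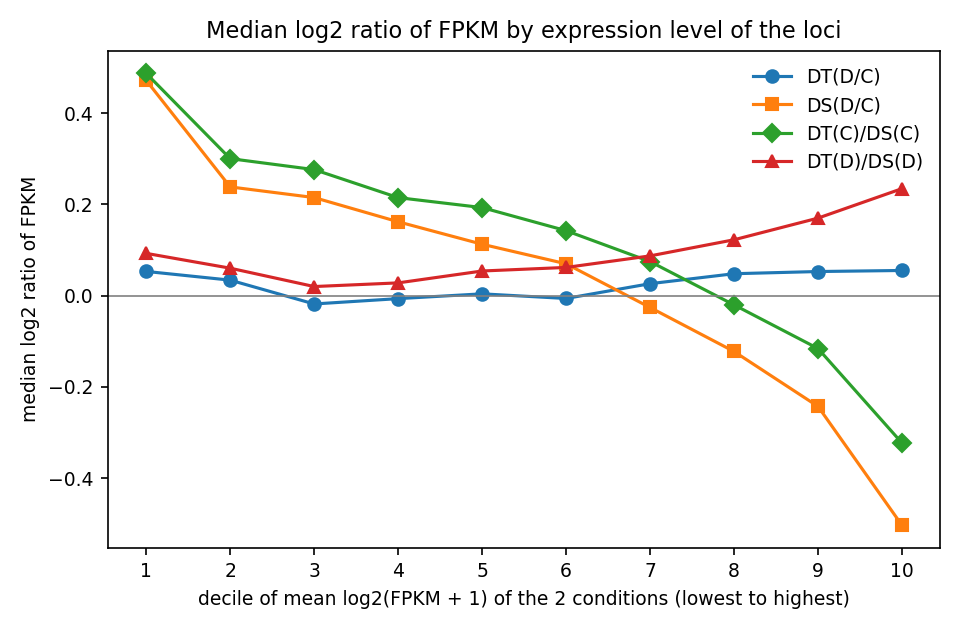
Median log2 ratio of FPKM (vertical axis) in 10 groups of loci from the lowest to the highest mean log2(FPKM + 1) of the 2 conditions compared (horizontal axis), with 1 line per comparison. The lines of DS(D/C) and DT(C)/DS(C) descend from 0.47 and 0.49 to -0.50 and -0.32, and the line of DT(D/C) starts at 0.05 and ends at 0.06.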

A comparative analysis of DT(D/C), DS(D/C) and DT(C)/DS(C) identified common and specific DATs among different comparisons. A total of 1128 (409 up- and 719 down-regulated), 841 (406 up- and 435 down-regulated), and 900 (644 up- and 256 down-regulated) DATs were specific for DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, respectively. However, 580 (62 up- and 518 down-regulated) DATs were common between DT(D/C) and DS(D/C), and only 31 (1 up- and 30 down-regulated) DATs were common among all the comparisons (**Figure 1A**).

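In the deposited values, 224 loci were higher and 771 were lower in both DT(D/C) and DS(D/C), and 31 loci were higher and 77 were lower in all 3 comparisons. Past the threshold in 1 comparison and not in the same direction in the others were 772 higher and 1008 lower loci of DT(D/C), 672 and 684 of DS(D/C), and 1432 and 657 of DT(C)/DS(C). With all columns rescaled to the same summed FPKM, these were 636 and 1159 of DT(D/C), 1950 and 240 of DS(D/C), and 1805 and 470 of DT(C)/DS(C), and 52 loci were higher and 52 lower in all 3 comparisons. To see what unrelated values give, the 4 values of each locus were put in random order 100 times. The random order gave a mean of 300.8 loci higher in both drought comparisons and 297.3 lower in both, and of 34.7 loci higher and 45 lower in all 3 comparisons. In opposite directions, 66 loci were higher in DT(D/C) and lower in DS(D/C), and 104 were lower in DT(D/C) and higher in DS(D/C), where the random order gave means of 297.7 and 296.1. The random order also mixes the differences between the genotypes into the drought comparisons, so its numbers of loci do not show whether shared changes were more or fewer than expected. With rescaled columns, 417 loci were higher and 562 lower in both drought comparisons. Across 20745 loci, which are genes and not independent replicates, the differences of log2(FPKM + 1) in DT(D/C) and DS(D/C) had a Pearson correlation of 0.37, against -0.06 to 0.05 for the random orders. The Spearman correlation, the alternative that moved this value most, was 0.20. DT(D/C) and DT(C)/DS(C) share the DT(C) values, and values in random order then gave a mean correlation of -0.50, beside -0.36 observed. DS(D/C) and DT(C)/DS(C) share the DS(C) values, and the observed correlation was 0.38, beside 0.50 for the random orders. Of the 2244 loci higher in DT(C)/DS(C), 745 (33.2%) were also lower in DT(D/C), compared with 40.4% in random order.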

**Figure 1:**
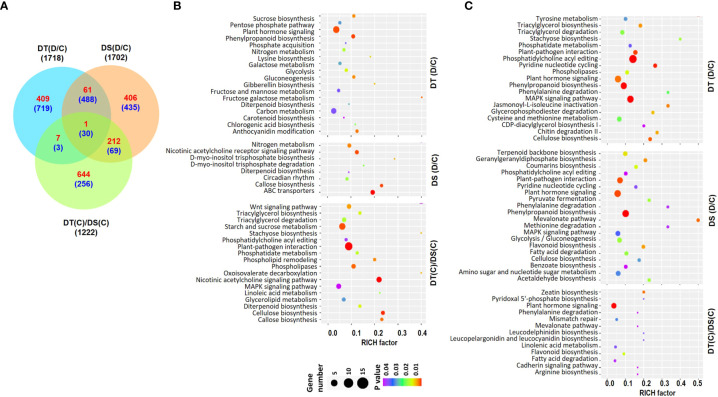
Differentially abundant transcripts (DATs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought stress (D) conditions. DATs in the DT and DS genotypes were identified under drought stress as compared to control, DT(D/C) and DS(D/C), respectively, and between DT and DS genotypes under control condition, [DT(C)/DS(C)]. **(A)** Venn diagram showing common and specific DATs in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, where total number of transcripts are shown by black color font, and up- and down-regulated transcripts are presented by red and blue color fonts, respectively. **(B, C)** Bubble plots showing significantly enriched pathways among up- **(B)** and down-regulated **(C)** transcripts in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons. Top 20 pathways with *P*-value ≤ 0.05 were selected. The bubble size defines the number of transcripts assigned to the pathway and bubble color represents *P*-value as per the given scale.

To investigate the metabolic pathways associated with DATs, pathway enrichment analysis was performed for the up- or down-regulated sets of genes for DT(D/C), DS(D/C) and DT(C)/DS(C). A total of 136, 108 and 174 significantly enriched pathways were identified among the up-regulated genes in DT(D/C), DS(D/C) and DT(C)/DS(C), respectively (**Figure 1B**). The most enriched pathways for DT(D/C) included plant hormone signaling, phenylpropanoid biosynthesis, carbon metabolism, anthocyanin modification, sucrose biosynthesis, glycolysis, gluconeogenesis, galactose metabolism, pentose phosphate pathway, and fructose and mannose metabolism. Among the up-regulated genes in DS(D/C), those encoding ABC transporters, and involved in callose biosynthesis, and circadian rhythm were enriched. However, DT(C)/DS(C) showed enrichment of plant-pathogen interaction, cellulose biosynthesis, starch and sucrose metabolism, phospholipases, phospholipid remodeling, wnt signaling pathway, triacylglycerol biosynthesis/degradation, glycerolipid metabolism, phosphatidylcholine acyl editing and MAPK signaling pathways among the up-regulated genes. The nitrogen metabolism pathway was enriched in both DT(D/C) and DS(D/C), while the diterpenoid biosynthesis pathway was enriched among the up-regulated genes in all the comparisons. Similarly, down-regulated genes in DT(D/C), DS(D/C) and DT(C)/DS(C) were found to be involved in 224, 209 and 91 pathways, respectively (**Figure 1C**). Most enriched pathways among down-regulated genes in DT(D/C) were, triacylglycerol biosynthesis and degradation, phospholipases, and cysteine and methionine metabolism, whereas terpenoid biosynthesis, flavonoid biosynthesis, glycolysis/gluconeogenesis, coumarins biosynthesis, amino sugar and nucleotide sugar metabolism, and fatty acid degradation pathways were enriched in DS(D/C). The pathways related to plant-pathogen interaction, MAPK signaling pathway, phenylpropanoid biosynthesis, pyridine nucleotide cycling, phosphatidylcholine acyl editing, and cellulose biosynthesis were enriched in both DT(D/C) and DS(D/C), whereas plant hormone signal transduction pathway was enriched in DT(D/C), DS(D/C) and DT(C)/DS(C).

To further investigate the biological functions of DATs, comparative GO enrichment analysis of the up- (**Figure S1B**) or down-regulated (**Figure S1C**) genes in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons were performed. The up-regulated genes in DT(D/C) were involved mainly in amino acid metabolism and transport, ion transport, response to ions, and cell wall modification. However, negative regulation of biosynthesis and development, pigment metabolism, terpene metabolism, DNA modifications, regulation of transport, DNA maintenance and recombination, and hormone stimulus biological process terms were enriched in DS(D/C). GO terms related to signaling, root morphogenesis, hormone signaling, phenylpropanoid metabolism, and carbohydrate metabolism were enriched in DT(C)/DS(C). GO terms, including gene silencing, cell division, DNA replication and repair, and root development were represented in both DS(D/C) and DT(C)/DS(C). The down-regulated genes were involved in the signaling pathway, response to abiotic stress, immune response, hormone signaling, carbohydrate biosynthesis and protein modification in DT(D/C). Lipid biosynthesis and cellular respiration terms were enriched in DS(D/C) and DT(C)/DS(C), respectively. However, hormone stimulus, response to biotic and abiotic stimulus, and cell wall modification were commonly represented in both DS(D/C) and DT(C)/DS(C).

### 3.2 Differentially abundant proteins and pathway/GO enrichment analysis

Overall proteome analysis identified a total of 25742 peptides representing 2430 unique proteins in all the samples. Among these, 2180, 2205, 2171 and 2138 proteins were identified in DT(C), DT(D), DS(C) and DS(D) samples, respectively (**Table S4**). The differential expression analysis revealed a total of 306 (162 up- and 144 down-regulated), 336 (143 up- and 193 down-regulated) and 360 (176 up- and 184 down-regulated) DAPs in the DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, respectively (**Figures 2A**, **S2A**) (**Table S5**). A comparative analysis of DT(D/C), DS(D/C) and DT(C)/DS(C) identified 231 (128 up- and 103 down-regulated), 109 (49 up- and 60 down-regulated) and 190 (106 up- and 84 down-regulated) DAPs specific to DT(D/C), DS(D/C), DT(C)/DS(C), respectively. However, 70 (31 up- and 39 down-regulated) DAPs were common between DT(D/C) and DS(D/C), and 8 (4 up- and 4 down-regulated) DAPs were common among all the comparisons (**Figure 2A**).

**Figure 2:**
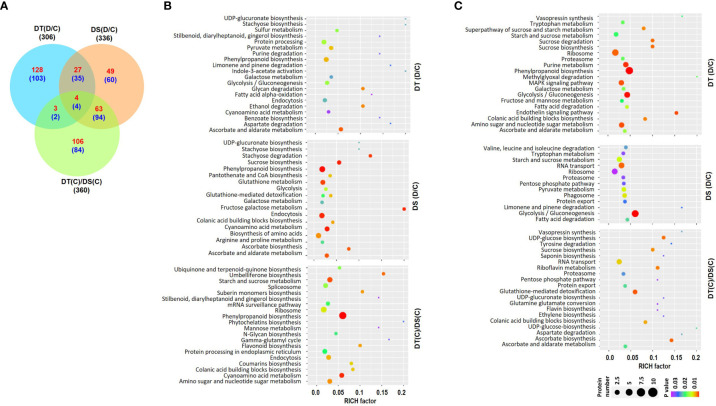
Differentially abundant proteins (DAPs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought stress (D) conditions. DAPs in the DT and DS genotypes were identified under drought stress as compared to control, DT(D/C) and DS(D/C), respectively, and between DT and DS genotypes under control condition, [DT(C)/DS(C)]. **(A)** Venn diagram showing common and specific DAPs in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, where total number of proteins are shown by black color font, and up- and down-regulated proteins are presented by red and blue color fonts, respectively. **(B, C)** Bubble plots showing significantly enriched pathways among up- **(B)** and down-regulated **(C)** proteins in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons. Top 20 pathways with *P*-value ≤ 0.05 were selected. The bubble size defines the number of proteins assigned to the pathway and bubble color represents *P*-value as per the given scale.

The pathway enrichment analysis was performed for the up- or down-regulated proteins in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons. The up-regulated proteins contributed to 116, 128 and 14 metabolic pathways, whereas down-regulated proteins were involved in 115, 56 and 83 metabolic pathways in DT(D/C), DS(D/C) and DT(C)/DS(C), respectively. The up-regulated proteins were involved mainly in pyruvate metabolism and protein processing in DT(D/C), amino acid biosynthesis, sucrose biosynthesis and glutathione metabolism in DS(D/C), and starch and sucrose metabolism, amino sugar and nucleotide sugar metabolism, ribosome, spliceosome and protein processing in DT(C)/DS(C) (**Figure 2B**). The galactose metabolism, glycolysis/gluconeogenesis, and ascorbate and aldarate metabolism pathways were commonly enriched in DT(D/C) and DS(D/C), whereas phenylpropanoid biosynthesis, endocytosis and cyanoamino acid metabolism were detected in all the three comparisons, DT(D/C), DS(D/C) and DT(C)/DS(C) (**Figure 2B**). Similarly, enriched pathways among the down-regulated proteins were, purine metabolism, amino sugar and nucleotide sugar metabolism, MAPK signaling pathway and phenylpropanoid biosynthesis in DT(D/C); RNA transport, phagosome and pyruvate metabolism in DS(D/C); and glutathione-mediated detoxification and RNA transport in DT(C)/DS(C) (**Figure 2C**). Glycolysis/gluconeogenesis, ribosome, proteasome, fatty acid degradation, and starch and sucrose metabolism were enriched in both DT(D/C) and DS(D/C), whereas sucrose biosynthesis, colanic acid building blocks biosynthesis, and ascorbate and aldarate metabolism were common in DT(D/C) and DT(C)/DS(C) (**Figure 2C**).

Next, GO enrichment analyses of up- or down-regulated proteins in DT(D/C), DS(D/C) and DT(C)/DS(C) were performed to gain more insights into their biological functions (**Figures S2B, C**). The up-regulated proteins in DT(D/C) were enriched in fatty acid metabolism, auxin homeostasis and cell growth related GO terms. However, in DS(D/C) transport and, purine and pyrimidine metabolism; and in DT(C)/DS(C), hormone signaling, amino acid metabolic process, cell wall modification, chromosome organization and phenylpropanoid pathway were enriched. The amino acid metabolism and MAPK signaling were common in DS(D/C) and DT(C)/DS(C). The GO enrichment analysis of down-regulated proteins suggested the involvement of phenylpropanoid metabolism, jasmonic acid and ethylene dependent signaling, abiotic stress, immune response and nucleotide metabolism in DT(D/C). However, hormone signaling, RNA splicing, fatty acid oxidation, protein targeting, transport and localization terms were specific to DT(C)/DS(C).

### 3.3 Differential metabolite profiling and pathway enrichment analysis

After processing the raw data obtained *via* GC-MS analysis, we identified high-confidence metabolites in all the samples. Overall, a total of 133 high-confidence metabolites were obtained in all the samples, of which 87, 98, 94 and 88 metabolites were represented in DT(C), DT(D), DS(C) and DS(D), respectively (**Figure S3A**; **Table S6**). The analysis identified a total of 32 (17 up- and 15 down-regulated), 74 (34 up- and 40 down-regulated) and 36 (13 up- and 23 down-regulated) DAMs in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, respectively (**Figure 3A**; **Table S7**). A comparative analysis of DT(D/C), DS(D/C) and DT(C)/DS(C) identified 21 (12 up- and 9 down-regulated), 50 (27 up- and 23 down-regulated) and 19 (9 up- and 10 down-regulated) DAMs specific to DT(D/C), DS(D/C) and DT(C)/DS(C), respectively. However, 9 DAMs (4 up- and 5 down-regulated) were common between DT(D/C) and DS(D/C) (**Figure 3A**). The DAMs identified in all three comparisons, DT(D/C), DS(D/C) and DT(C)/DS(C), were comprised of different metabolite classes (**Figure 3B**). Among these, the metabolites representing carbohydrates, lipids and amino acids were most abundant in all the three comparisons. However, metabolites representing acids, alcohols, polyamines, organic compounds and other classes were comparatively less prominent (**Figures S3B, C**).

**Figure 3:**
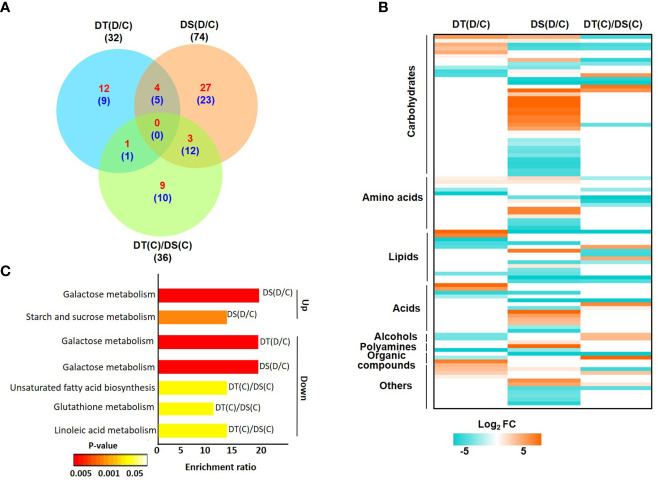
Differentially abundant metabolites (DAMs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought stress (D) conditions. DAMs in the DT and DS genotypes were identified under drought stress as compared to control, DT(D/C) and DS(D/C) respectively, and between DT and DS genotypes under control condition, [DT(C)/DS(C)]. **(A)** Venn diagram showing common and specific DAMs in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons, where total number of metabolites are shown by black color font, and up- and down-regulated metabolites are presented by red and blue color fonts, respectively. **(B)** Heatmap of DAMs identified in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons. DAMs with log_2_ fold change (FC) of ≥1 (up-regulated) or ≤-1 (down-regulated) at *P*-value ≤ 0.05 are shown. Various classes of metabolites represented among the DAMs are given. The name of each metabolite along with fold change value is given in **Figure S3C**. Scale at the bottom represents log_2_ FC. **(C)** Enrichment ratio of the significantly enriched metabolic pathways represented among up- and down-regulated metabolites for DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons are shown.

The pathway enrichment analysis of DAMs revealed that up-regulated metabolites in DT(D/C) were majorly involved in the arginine biosynthesis pathway (**Figure S4**). DAMs in DS(D/C) represented galactose metabolism, starch and sucrose metabolism, fructose and mannose metabolism as the most enriched pathways. However, glycine, serine and threonine metabolism, and aminoacyl-tRNA biosynthesis pathways were common in DT(D/C) and DS(D/C). The down-regulated metabolites were involved in glyoxylate and dicarboxylate metabolism, butanoate metabolism, alanine, aspartate and glutamate metabolism in DT(D/C), fructose and mannose metabolism in DS(D/C), and biosynthesis of unsaturated fatty acids, cyanoamino acid metabolism and linoleic acid metabolism in DT(C)/DS(C). Furthermore, galactose metabolism pathway was common between DT(D/C) and DS(D/C), glutathione metabolism between DT(D/C) and DT(C)/DS(C), and aminoacyl-tRNA biosynthesis between DS(D/C) and DT(C)/DS(C) (**Figure S4**). Among the identified pathways, galactose metabolism, and starch and sucrose metabolism were most enriched among the up-regulated metabolites in DS(D/C). However, down-regulated metabolites showed enrichment of galactose metabolism in DT(D/C) and DS(D/C), and unsaturated fatty acid biosynthesis, glutathione metabolism and linoleic acid metabolism in DT(C)/DS(C) (**Figure 3C**).

### 3.4 Co-expression network analysis of genes, proteins and metabolites

Co-expression analysis was performed *via* WGCNA to investigate the co-expressed transcripts, proteins and metabolites among DT(C), DT(D), DS(C) and DS(D) samples. The WGCNA is a co-expression network analysis utilized for the analyses of gene expression data providing the correlation of coexpressed genes with the samples (Langfelder and Horvath, 2008). 

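On the log2(FPKM + 1) scale, the variance over the 4 condition values, with n - 1 in the denominator, was above 0.1 for 9847 of the deposited loci, or 31.8% of them. No gene identifier was listed for 2161 of these loci, and 208 of them had an FPKM under 1 in every condition. Of the 3354 loci with a DAT in any comparison of the paper's Table S3, 3331 were among them. On the natural log scale, which moved the count most, 5431 loci were above the same variance, and with a pseudocount of 0.1 on the log2 scale 13797 were.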

For the transcriptome data, hierarchical clustering of 9847 genes (with variance > 0.1) *via* WGCNA generated 30 co-expressed modules. These modules were further clustered according to dissimilarity measure (1-TOM) and 11 highly co-expressed modules were obtained (**Figure S5A**). The module size varied from 60 (steelblue) to 2252 (black) genes. Further, the co-expressed modules were correlated with the samples (**Figure S6A**), and the modules with correlation coefficient (r) of ≥ 0.50 were assigned to the respective tissue sample. 

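Modules were not rebuilt from the deposited values, which give 4 values per locus. The condition with the highest and the lowest value was counted instead. This is another measure than the paper's correlation of a module with a condition. Among the loci with a variance of log2(FPKM + 1) above 0.1, 3023 (30.7%) had their highest value in DT(C), 2467 (25.1%) in DT(D), 2436 (24.7%) in DS(C) and 1921 (19.5%) in DS(D), where equal shares would be 25% each. The lowest value was in DT(C) for 17.1% of these loci, in DT(D) for 19.4%, in DS(C) for 31.7% and in DS(D) for 28.4%. Without the variance filter, 20745 loci had FPKM of at least 1 in at least one condition. Of these, 26.4% were highest in DT(C), 29.3% in DT(D), 25.2% in DS(C) and 19.2% in DS(D). Loci whose log2(FPKM + 1) was at least 1 above that of all other conditions numbered 477 for DT(C), 143 for DT(D), 207 for DS(C) and 128 for DS(D). Loci at least 1 below all other conditions numbered 96 for DT(C), 197 for DT(D), 258 for DS(C) and 210 for DS(D).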

In total, five [brown (r = 0.98), grey60 (r = 0.83), midnightblue (r = 0.75), darkorange (r = 0.64) and blue (r = 0.54)] modules were found correlated with DT(C) and four [cyan (r = 0.78), black (r = 0.54), white (r = 0.95) and orange (r = 0.64)] modules with DT(D). One module, blue (r = 0.68) and steelblue (r = 0.53) was correlated with each of DS(C) and DS(D), respectively.

Similarly, WGCNA analysis for 2430 proteins generated 9 co-expressed modules (**Figure S5B**). The number of proteins identified in the modules ranged from 34 (darkgrey) to 551 (blue). The co-expressed modules showing correlation coefficient (r) of ≥ 0.35 with their respective samples were selected. The darkturquoise (r = 0.36) module showing correlation with DT(C); blue (r = 0.99), grey60 (r = 0.65) and darkturquoise (r = 0.37) with DT(D); darkgreen (r = 0.52), royalblue (r = 0.92), green (r = 0.49) and brown (r = 0.82) with DS(C); and darkgrey (r = 0.53) and royalblue (r = 0.85) with DS(D) were selected for further analysis (**Figure S6B**). The WGCNA analysis for 133 metabolites generated 5 modules comprised of 15 (green) to 48 (darkturquoise) metabolites. The co-expressed modules, highly correlated (r ≥ 0.50) with the samples, including darkturquoise (r = 0.74) module for DT(C); brown (r = 0.67) and darkturquoise (r = 0.82) for DT(D); yellow (r = 0.75) and darkturquoise (r = 0.97) for DS(C); and blue (r = 0.53) and green (r = 0.88) for DS(D), were identified (**Figure S6C**).

### 3.5 Integrated transcriptome, proteome and metabolome analysis

Integration of transcriptome, proteome and metabolome data was performed using module eigenvalues obtained for each data individually *via* WGCNA analysis. The module eigenvalue represents the first principal component and reflects the expression profiles of the given module. The integration of 11 co-expressed gene modules (eigengenes) and 9 co-expressed protein modules (eigenproteins) revealed five highly correlated eigengene-eigenprotein modules (**Figure 4A**). Similarly, 11 co-expressed gene modules (eigengenes) and 5 co-expressed metabolite modules (eigenmetabolites) identified highly correlated eigengene-eigenmetabolite modules (**Figure 4B**). The transcriptome modules correlated with both proteome and metabolome modules were selected for further analysis. Therefore, three transcriptome (mignightblue, brown and blue), one proteome (darkturquoise) and one metabolome (darkturquoise) modules were found correlated with DT(C), whereas four transcriptome (cyan, black, white and orange), three proteome (blue, darkturquoise and grey60) and two metabolome (brown and darkturquoise) modules were associated with DT(D). Similarly, one transcriptome (blue), two proteome (brown and darkgreen), and two metabolome (yellow and darkturquoise) modules were selected for DS(C). However, one module each of transcriptome (steelblue), proteome (darkgrey) and metabolome (green) was correlated with DS(D). These selected modules comprising of co-expressed genes, proteins and metabolites were analyzed together to identify the represented metabolic pathways and transcription factors among them. The stress-responsive pathways, including phosphatidylinositol (PI) signaling, glutathione metabolism and glycolysis/gluconeogenesis were found to be enriched and investigated further in more detail along with transcription factors to reveal the regulation of genes, proteins and metabolites involved.

**Figure 4:**
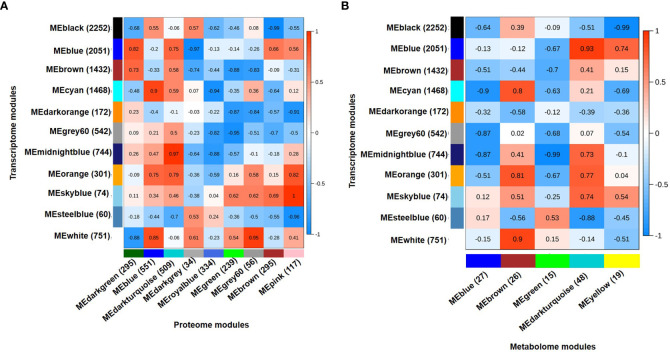
Integrated analysis for transcriptome, proteome and metabolome using weighted gene co-expression network analysis (WGCNA). **(A)** Integration of transcriptome and proteome data using eigenvector for co-expressed gene modules (eigengenes) and co-expressed protein modules (eigenproteins). A total of 11 eigengenes and 9 eigenproteins generated a matrix showing correlated eigengenes-eigenproteins. Highly correlated modules were selected at correlation coefficients (r) ≥ 0.5. **(B)** Integration of transcriptome and metabolome data using eigenvector for co-expressed gene modules (eigengenes) and co-expressed metabolite modules (eigenmetabolites). A total of 11 eigengene and 5 eigenmetabolite generated a matrix showing correlated eigengenes-eigenmetabolites. Highly correlated modules were selected at correlation coefficients (r) ≥ 0.35. Correlation coefficient (r) for each module pair is shown as per scales shown on the right side. The total number of genes, proteins and metabolites included in each module are shown in parenthesis.

#### 3.5.1 Phosphatidylinositol signaling pathway

PI signaling related membrane lipids, phosphatidylinositols (PIs), phosphatidylinositol phosphates (PIPs) and inositol phosphates (IPs) play a significant role in plant adaptation to abiotic stress (Heilmann, 2016). We found genes and proteins related to the PI signaling pathway to be co-expressed in one or more of the conditions analyzed (**Figure 5**; **Table S8**). Notably, the genes encoding inositol monophosphatase (IMPase; *Ca_00700*), diacylglycerol kinase 3 (DGK3; *Ca_03279*), phosphoinositide phosphatase (PIPase; *Ca_10733*), phosphatidylinositol-4-phosphate 5-kinase (PI4P5K; *Ca_03113*, PI4P5K1; *Ca_04252*), inositol-4-phosphate 5-kinase2 (I4P5K2; *Ca_23825*), vacuolar protein sorting 34 (Vps34)/phosphatidylinositol-3-kinase (PI3K; *Ca_21468*), phosphatidylinositol 3- and 4-kinase (PI3K, PI4K; *Ca_04796*), phosphatidylinositol 3-phosphate 5-kinase (PI3P5K; *Ca_04329*), and phosphatase and TENsin homolog 2 (PTEN 2; *Ca_02178*) were co-expressed specifically in DT(D). Furthermore, IMPase (Ca_00700 and Ca_05134), DGK3 (Ca_03279) and PIPase (Ca_10733) proteins were also found to be co-expressed in DT(D). 

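Among the 9 of these genes reported here, 5 had their highest FPKM in DT(D), namely PI4P5K (Ca_03113), PI3K-PI4K (Ca_04796), PIPase (Ca_10733), Vps34/PI3K (Ca_21468) and I4P5K2 (Ca_23825). The highest FPKM was in DT(C) for PI4P5K1 (Ca_04252) and PI3P5K (Ca_04329), and in DS(C) for IMPase (Ca_00700) and DGK3 (Ca_03279). With all columns rescaled to the same summed FPKM, 4 genes were highest in DT(D). I4P5K2 had 6.96 FPKM in DT(C), 12.4 in DT(D), 6.34 in DS(C) and 9.59 in DS(D), and its log2 ratio of 0.83 was the largest of the 9 in DT(D/C). IMPase, with the highest expression of the 9, had 252 FPKM in DT(C), 185 in DT(D), 415 in DS(C) and 247 in DS(D). The log2 ratios of DT(D/C) ranged from -0.51 to 0.83, with 6 above 0, and those of DS(D/C) from -0.75 to 0.79, with 7 above 0, so none of the 9 was past the threshold under drought stress in either genotype. With rescaled columns, 8 of the 9 were above 0 in DS(D/C) and 5 of them were at 1 or more. For 7 of the 9 genes the lowest FPKM was in DS(C). PI4P5K1 was past the threshold in DT(C)/DS(C), with 4.11 FPKM in DT(C) and 1.56 in DS(C), a log2 ratio of 1.40, which was 0.997 with a pseudocount of 1. The paper's Table S3 gives its log2 fold change as 1.36.

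**Figure D2:**
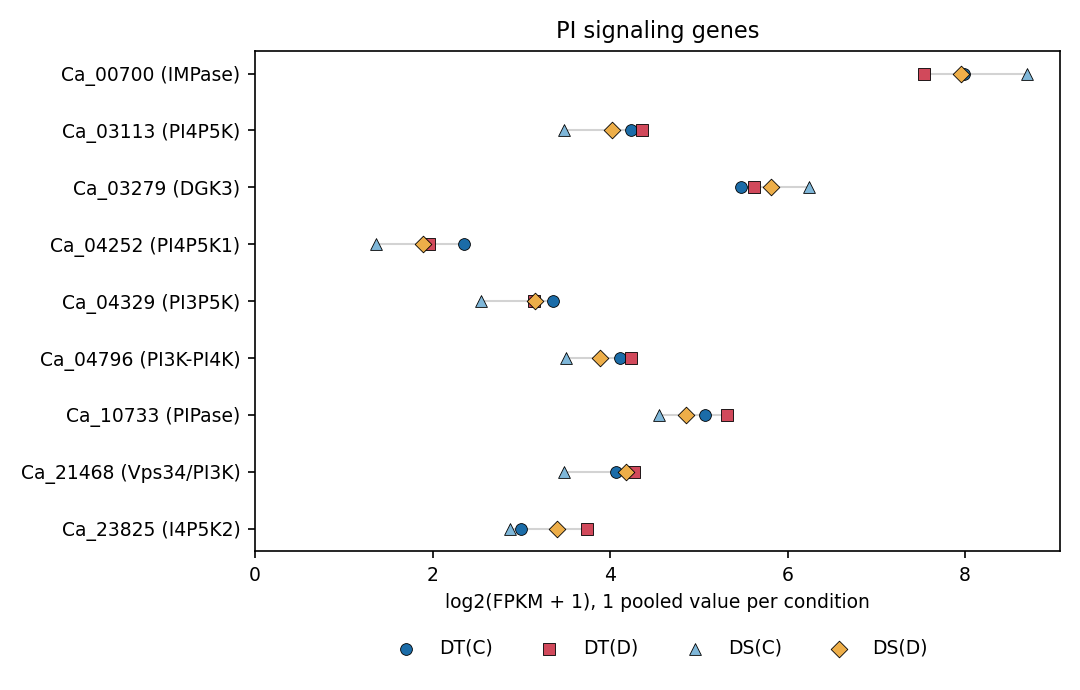
Expression of 9 PI signaling genes as log2(FPKM + 1) (horizontal axis), with 1 line per gene and 1 point per condition, each point being the authors' pooled value. DT(D) is the rightmost point for 5 genes and DS(C) the leftmost point for 7 genes.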

The IMPase protein (Ca_05134) was up-regulated in DT(D/C). Moreover, an enhanced level of myo-inositol (an osmoprotectant) was detected in DT(C), DT(D) and DS(C). These co-expressed/stress-responsive genes, proteins and metabolites might contribute to coordinated regulation of PI signaling to impart better drought adaptation in the DT genotype.

**Figure 5:**
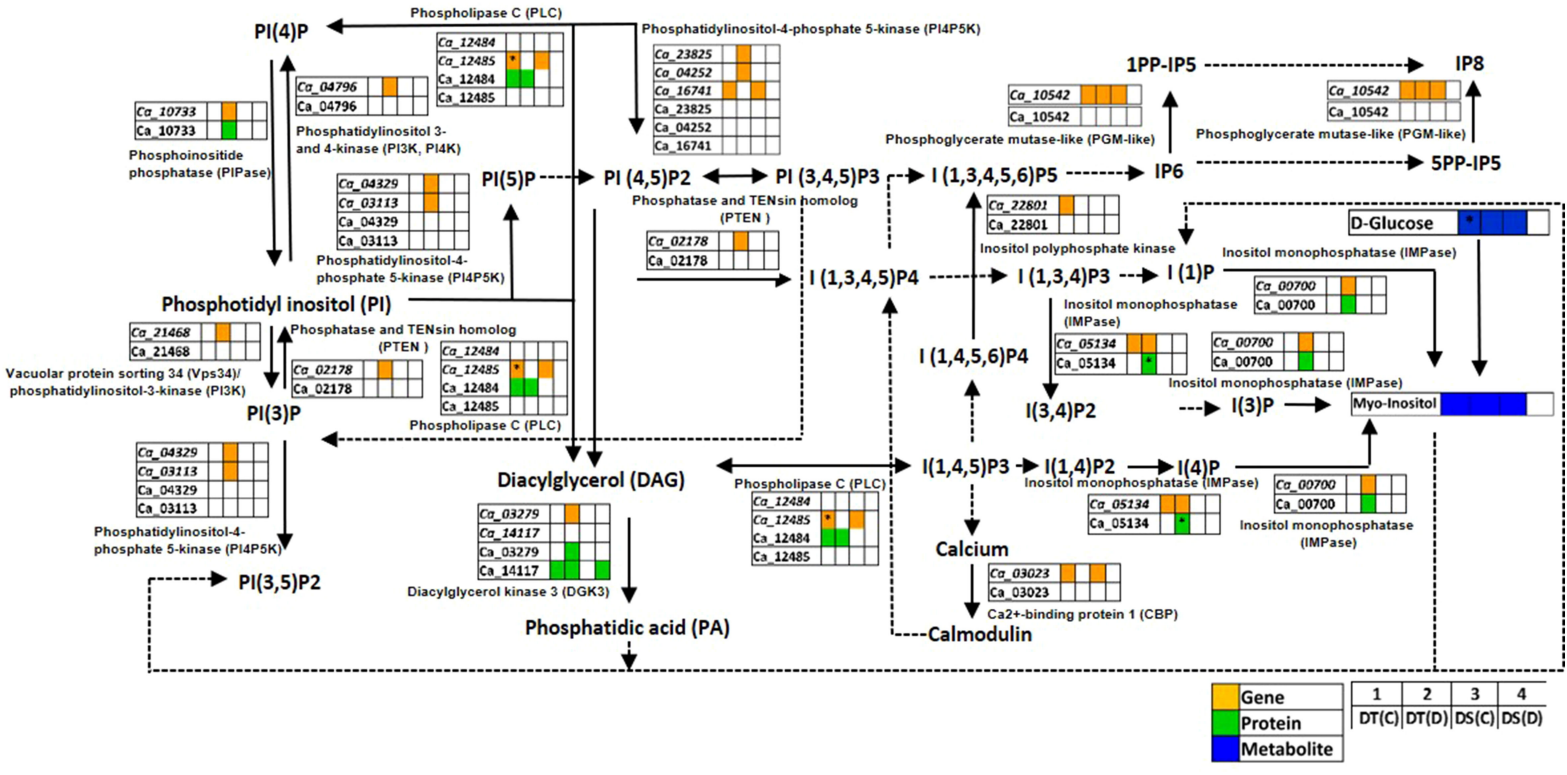
Phosphatidylinositol (PI) signaling pathway showing co-expressed genes, proteins and metabolites in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. Co-expressed genes, proteins and metabolites are shown by orange, green and blue colored boxes, respectively. The up-regulated genes, proteins and metabolites are marked (*). PP-IPs- Diphosphoinositol phosphates; PI- Phosphatidylinositol; PIP, Phosphatidylinositol phosphate; IP, Inositol phosphate. Down-regulated genes, proteins and metabolites were not reported in this pathway.

#### 3.5.2 Glutathione metabolism pathway

Glutathione metabolism is an antioxidant defense system that prevents cellular damage during abiotic stress (Banerjee and Roychoudhury, 2019). We identified genes, proteins and metabolites related to glutathione metabolism co-expressed in DT(C), DT(D), DS(C) and DS(D) samples (**Figure 6**; **Table S9**). The genes of glutathione S-transferase classes, namely, lambda (GST; *Ca_12001*) and TAU (GSTU25; *Ca_03087*, GSTU7; *Ca_05354*), and ascorbate peroxidase 3 (APX3; *Ca_01955*), and protein, GSTU8 (Ca_08326) were found to be co-expressed in DT(C), DT(D) and DS(C). 

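GST (Ca_12001) had 4.67 FPKM in DT(C), 12.6 in DT(D), 6.88 in DS(C) and 10.4 in DS(D). GSTU7 (Ca_05354) had 22.9 FPKM in DT(C), 7.09 in DT(D), 27.9 in DS(C) and 15.7 in DS(D). APX3 (Ca_01955) had between 32.4 FPKM in DT(C) and 47.8 in DS(D), with 45.3 in DT(D) and 43.0 in DS(C). GSTU25 (Ca_03087) stayed under an FPKM of 1 in every condition, with 0.502 in DT(C), 0.167 in DT(D), 0.729 in DS(C) and 0.994 in DS(D).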

The co-expression of these genes and proteins in both DT and DS genotypes may represent their fundamental role in the glutathione metabolism (Moons, 2005). However, genotype-specific co-expression was observed for GSTU19 (*Ca_14389*) gene, and GST7 (Ca_03442), glutathione peroxidase 3 (GPX3; Ca_10409) and glucose-6-phosphate dehydrogenase 6 (G6PDH; Ca_14672) proteins in DT(C) and DT(D). 

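GSTU19 (Ca_14389) was expressed at a low level, with 0.280 FPKM in DT(C), 1.02 in DT(D), 0.574 in DS(C) and 1.31 in DS(D), and its highest value was thus in DS(D). Its log2 ratio was 1.86 in DT(D/C) and 1.19 in DS(D/C). With a pseudocount of 1, these ratios were 0.65 and 0.56, both under the threshold.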

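The deposited FPKM of the genes GPX4 (Ca_07849), APX6 (Ca_01758), CysPrx1 (Ca_05125) and GSTU20 (Ca_23113) had their highest value in DT(D) for 2 of the 4. GPX4 had 5.21 FPKM in DT(C), 7.26 in DT(D), 2.62 in DS(C) and 2.98 in DS(D), with a log2 ratio of 0.48 in DT(D/C). CysPrx1 rose from 0.190 FPKM in DT(C) to 1.21 in DT(D), a log2 ratio of 2.67 that was 0.89 with a pseudocount of 1, and had 0.0873 FPKM in DS(C) and 0.0701 in DS(D). APX6 was highest in DT(C), with 12.9 FPKM against 6.71 in DT(D), 7.01 in DS(C) and 9.06 in DS(D). GSTU20 was highest in DS(C), with 4.49 FPKM against 1.60 in DT(C), 0.415 in DT(D) and 1.33 in DS(D), and its log2 ratio in DT(D/C) was -1.94, or -0.88 with a pseudocount of 1.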

Importantly, correlation of genes including, GPX4 (*Ca_07849)*, APX6 (*Ca_01758)*, cysteine peroxiredoxin 1 (CysPrx1; *Ca_05125)*, GSTU20 (*Ca_23113)*, and proteins, 6-phosphogluconate dehydrogenase (6PGDH; Ca_05800, *Ca_16508*), cytosol aminopeptidase (AP; Ca_03329), peptidase M1 (PepM1; Ca_05761), isocitrate/isopropyl malate dehydrogenase (IDH; Ca_12583), thylakoidal ascorbate peroxidase (tAPX; Ca_12653), glutamate-cysteine ligase (GCL; Ca_05741) and G6PDH1 (Ca_10123) specifically in DT(D) indicated their important role in drought stress. Furthermore, genes of glutathione S-transferase classes, GSTU7 (*Ca_05354*) and GST (*Ca_12001*), and G6PDH1 (*Ca*_10123) protein were differentially abundant in DT(D/C). 

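In DT(D/C), GST (Ca_12001) had a log2 ratio of 1.43, and GSTU7 (Ca_05354) fell by 1.69 on the log2 scale. The same genes in DS(D/C) had log2 ratios of 0.60 and -0.83, in the same directions but within the threshold. With all columns rescaled to the same summed FPKM, the ratio of GST in DS(D/C) was 1.07 and that of GSTU7 was -0.36.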

L-threonine was co-expressed mainly in DT(D), whereas cadaverine, leucine and asparagine were co-expressed in DT(C), DT(D) and DS(C). The co-expressed/stress-responsive genes, proteins and metabolites may confer an improved glutathione metabolism in the DT genotype.

**Figure 6:**
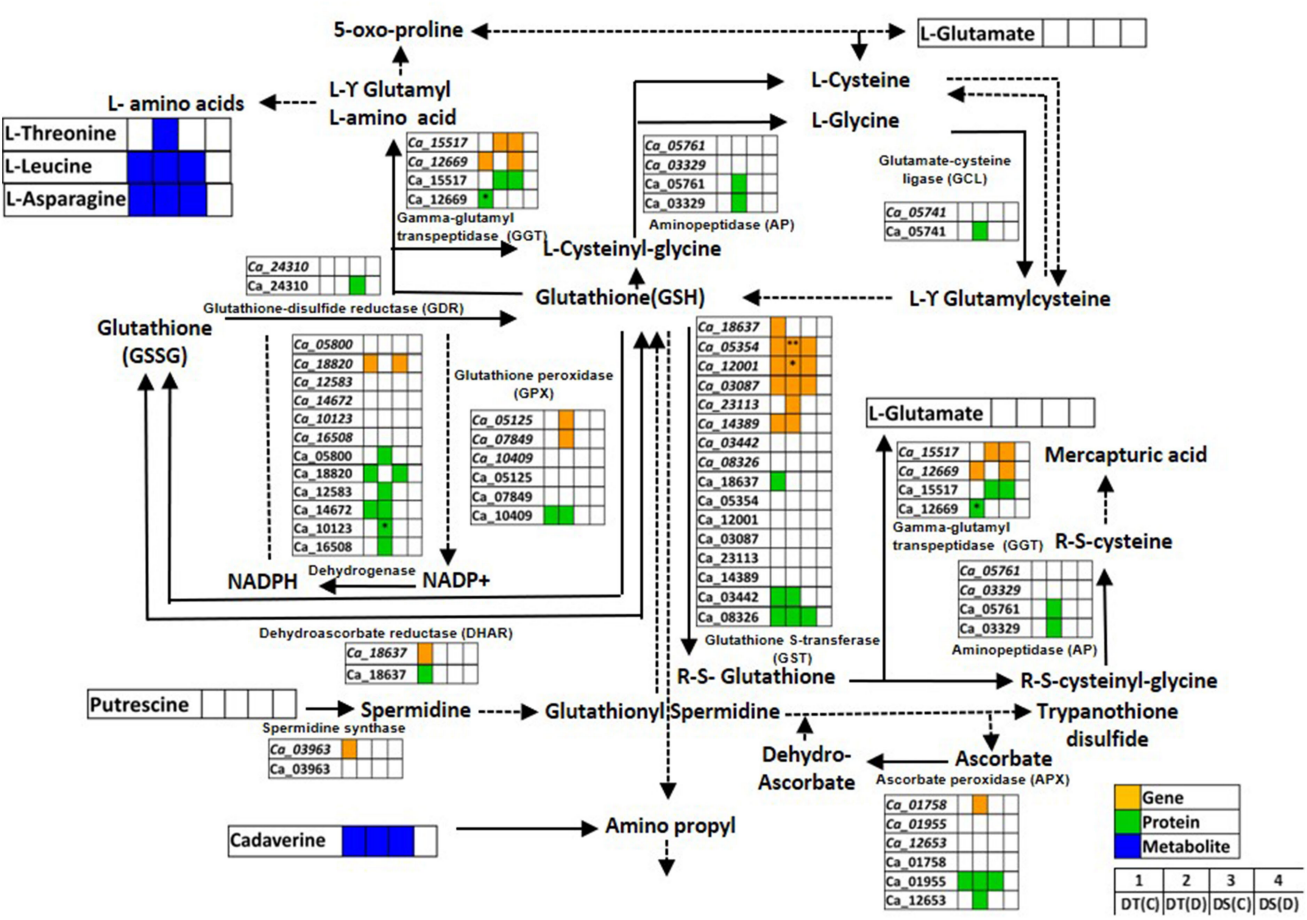
Glutathione metabolism pathway showing co-expressed genes, proteins and metabolites in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. Co-expressed genes, proteins and metabolites are shown by orange, green and blue colored boxes, respectively. Up- (*) and down-regulated (**) genes, proteins and metabolites are marked. GSH- Glutathione reduced; GSSG- Glutathione oxidized.

#### 3.5.3 Glycolysis/gluconeogenesis pathway

Glycolysis/gluconeogenesis is a fundamental carbohydrate metabolism pathway regulating cellular carbon metabolism and energy requirement. We found several glycolysis/gluconeogenesis associated genes, proteins and metabolites to be co-expressed in DT(C), DT(D), DS(C) and DS(D) (**Figure 7**; **Table S10**). The genes, namely aldolase (*Ca_27205*), glyceraldehyde-3-phosphate dehydrogenase C2 (GAPDHC2; *Ca_11318*), pyruvate decarboxylase-2 (PDC2; *Ca_00374*), pyruvate dehydrogenase (PDH) complex E1 alpha subunit (*Ca_25091*), phosphofructokinase (PFK; *Ca_00673*), aldehyde dehydrogenase 11A3 (ALDH11A3; Ca_03341), pyruvate orthophosphate dikinase (PPDK) (*Ca_06801*), and proteins encoding GAPDHC2 (Ca_11318), PDC2 (Ca_00374), PFK (Ca_00673), ALDH11A3 (Ca_03341), triosephosphate isomerase (TPI; Ca_00722) and pyruvate kinase (PK) (Ca_00753) were co-expressed in both DT(C) and DS(C). These co-expressed genes and proteins were considered key regulators of glycolysis/gluconeogenesis. However, PK (*Ca_12631*, *Ca_06556*), galactose mutarotase-like (GALM-like; *Ca_02027*, *Ca_15348*), PFK (*Ca_14808*), PFK4 (*Ca_08339*), phosphoglycerate kinase (PGK; *Ca_22673*), phosphoenolpyruvate carboxykinase 1 (PEPCK1; *Ca_11524*), lipoamide dehydrogenase 2 (LPD2; *Ca_03055*), ALDH7B4 (*Ca_22351*), phosphoglycerate mutase (PGAM; *Ca_09253*) and fructose 1,6-biphosphatase (FBPase; *Ca_00102*) genes, and GALM-like (Ca_15348); ALDH7B4 (Ca_22351); PGAM (Ca_09253), TPI (Ca_02616), enolase (ENO; Ca_00761), ENO1 (Ca_25827), glucose-6-phosphate isomerase (GPI; Ca_10559), dihydrolipoamide acetyltransferase (Dlat; Ca_08401) and acyl-activating enzyme 7 (AAE7; Ca_02996) proteins were correlated mainly with DT(D). 

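The transcripts of all 7 genes were lower in DS(D) than in DS(C), with log2 ratios from -1.79 to -0.71. All 7 stayed below 0 with columns rescaled to the same summed FPKM. Rescaling does not remove the trend with expression in DS(D/C), where highly expressed loci fell as a whole. The median log2 ratio there was 0.47 in the lowest and -0.50 in the highest of 10 groups of expression. All 7 ratios without rescaling were below -0.50. In DT(D/C), 4 of the 7 were above 0 and 3 below, with log2 ratios from -1.25 to 0.27. The highest FPKM was in DS(C) for 4 genes and in DT(D) for 3 genes, and the lowest was in DS(D) for 6 genes. Aldolase (Ca_27205) had 1927 FPKM in DT(C), 2177 in DT(D), 2876 in DS(C) and 1513 in DS(D). GAPDHC2 (Ca_11318) had 1498 FPKM in DT(C), 1435 in DT(D), 2012 in DS(C) and 1096 in DS(D). PDC2 (Ca_00374) fell most in DS(D/C), from 374.2 to 108.2 FPKM, whereas it had 178 in DT(C) and 159 in DT(D). ALDH11A3 (Ca_03341) was past the threshold in both genotypes, with 23.4 FPKM in DT(C), 9.82 in DT(D), 44.5 in DS(C) and 13.7 in DS(D). The locus of PPDK (Ca_06801) also covers Ca_06802, so its FPKM belongs to both.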

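Of the 12 genes, 5 had their highest FPKM in DT(D), namely PK (Ca_06556), PFK4 (Ca_08339), PEPCK1 (Ca_11524), LPD2 (Ca_03055) and ALDH7B4 (Ca_22351), whereas 5 were highest in DS(C) and 2 in DT(C). In DT(D/C), 6 of the 12 were above 0 and 6 below, with 1 at a log2 ratio of at least 1 and 2 at -1 or less. In DS(D/C), 4 were above 0 and 8 below, which became 6 and 6 with columns rescaled to the same summed FPKM. LPD2 had 170.4 FPKM in DT(C), 229 in DT(D), 202 in DS(C) and 132 in DS(D). PGK (Ca_22673) had 582 FPKM in DT(C), 757 in DT(D), 903 in DS(C) and 555 in DS(D). ALDH7B4 rose in both genotypes, from 119.5 to 128 FPKM in DT and from 54.4 to 95.8 in DS. In DT(D)/DS(D), 9 of the 12 genes were above 0 and 3 below, or 8 and 4 with rescaled columns.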

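Among the transcripts of FBPase (Ca_00102), PEPCK1 (Ca_11524), GALM-like (Ca_15348) and PGAM (Ca_09253), only that of PEPCK1 rose in DT(D/C). Where the paper names them as differentially abundant, GALM-like and PGAM are set as proteins. Their transcripts therefore do not test that statement. PEPCK1 had 107 FPKM in DT(C) and 253 in DT(D), a log2 ratio of 1.25, and 68.5 in DS(C) and 88.7 in DS(D), a log2 ratio of 0.37. FBPase dropped from 64.2 FPKM in DT(C) to 25.0 in DT(D), a log2 ratio of -1.36, which is also the paper's log2 fold change in Table S3, and from 16.5 to 13.2 in DS. PGAM dropped from 125 to 54.8 FPKM in DT (log2 ratio -1.19) and from 145 to 105 in DS (-0.46), at a locus that also covers Ca_09254. GALM-like had 9.43 FPKM in DT(C) and 7.59 in DT(D), a log2 ratio of -0.31.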

Notably, FBPase (*Ca_00102*), PEPCK1 (*Ca_11524*), GALM-like (Ca_15348) and PGAM (Ca_09253) were differentially abundant in DT(D/C). The metabolites, including D-glucose, D-mannose and glycerol were co-expressed in DT(C), DT(D) and DS(C). However, D-mannitol was co-expressed mainly in DT(D) and DS(C); sorbitol in DT(C) and DS(C), and D-allose in DT(D). The up-regulation of D-glucose and D-mannitol was observed in DT(C)/DS(C) and DT(D/C), respectively. These co-expressed/stress-responsive genes, proteins and metabolites in the glycolysis/gluconeogenesis pathway possibly contribute to drought stress adaptation in the DT genotype.

**Figure 7:**
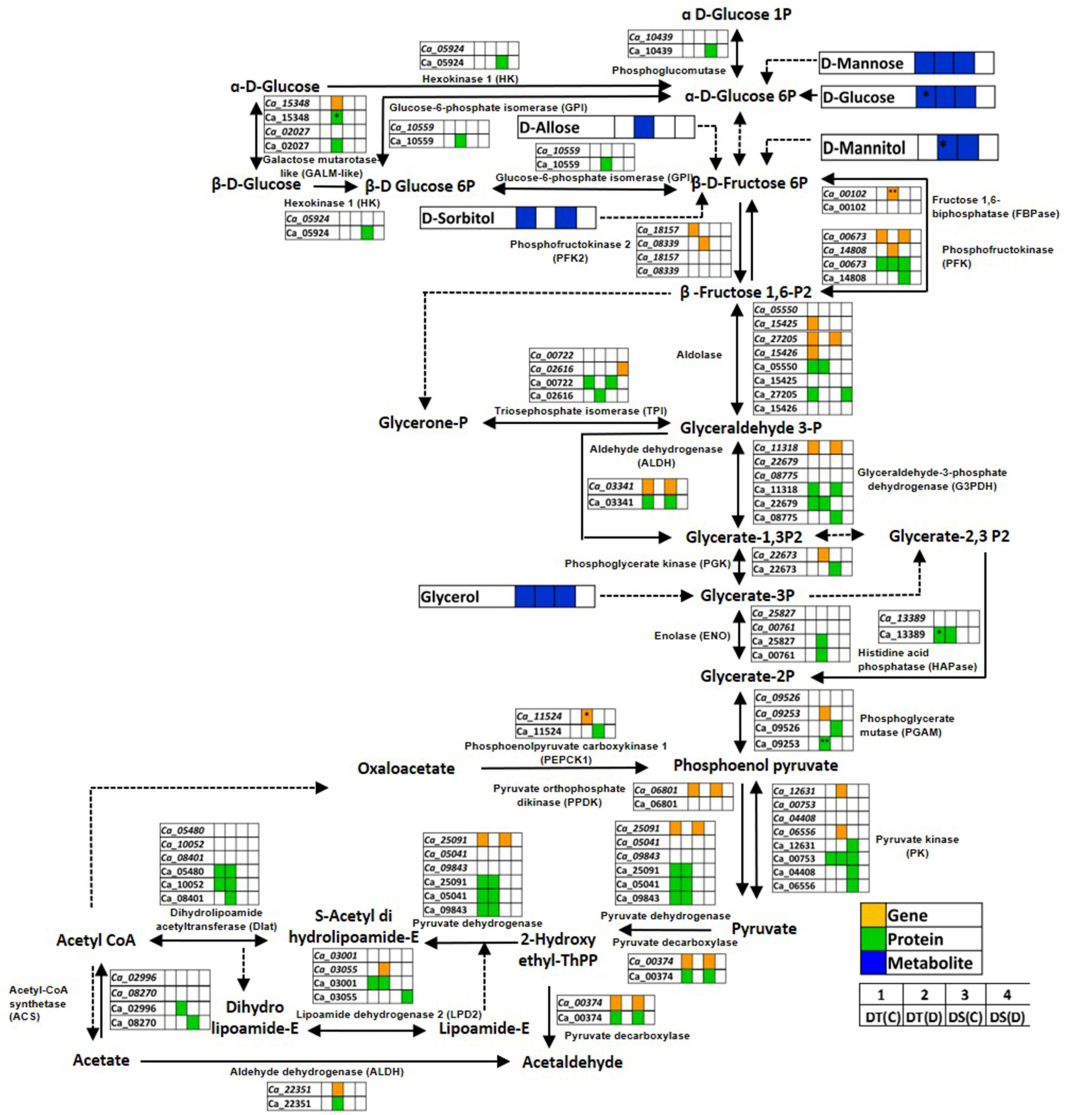
Glycolysis/gluconeogenesis pathway showing co-expressed genes, proteins and metabolites in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. Co-expressed genes, proteins and metabolites are shown by orange, green and blue colored boxes, respectively. Up- (*) and down-regulated (**) genes, proteins and metabolites are marked.

### 3.6 Transcription factor encoding genes

TF encoding genes represented among the co-expressed genes of DT(C), DT(D), DS(C) and DS(D) were investigated. In total, 735 TFs (belonging to 79 families), including 319, 267, 143 and 6 were identified in DT(C), DT(D), DS(C) and DS(D), respectively (**Figure S7A**). The members of TF families, including MYB (55, 7.51%), bHLH (55, 7.51%), AP2-EREBP (45, 6.14%), HB (38, 5.2%), C3H (28, 3.8%), MADS, (26, 3.55%), bZIP (26, 3.55%), WRKY (26, 3.55%) and NAC (24, 3.27%) were most represented (**Figure S7B**). MYB, bHLH, HB and AP2-EREBP were the most abundant TF families identified in DT(C) and DT(D). A total of 39 TFs (14 up- and 25 down-regulated) were identified in black, cyan, orange and white modules correlated with DT(D). 

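The identifiers of 39 TF genes were read by eye from the panel for DT(D) in Figure S7C. Of these, 31 had an FPKM of at least 1 in at least one condition, 5 were above 0 but under 1 in all conditions, and 3 were listed at 0 in all conditions. The paper's Table S3 lists a DAT, in any comparison, for 6 of the 39. Among the 31 genes in DT(D/C), 17 had a log2 ratio above 0 and 14 below 0. Past the threshold were OFP (Ca_05458), which rose from 0.456 to 2.36 FPKM (log2 ratio 2.37), LOB (Ca_06548), from 21.4 to 53.7 (1.32), and GRF (Ca_00772), from 2.63 to 5.57 (1.08), and WRKY (Ca_17273), which dropped from 153 to 35.3 FPKM (-2.12). With a pseudocount of 1, the ratio of GRF was 0.86, under the threshold.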

The DT(C) correlated modules (blue, brown, midnight blue and grey60) harbored 28 differentially abundant TFs (18 up- and 10 down-regulated). These modules represented the members of several TF-families (GNAT, GRAS, C3H, HB, G2-like, bZIP, PLATZ, sigma70-like, CCAAT, WRKY, Aux/IAA and C2C2-Dof) that are well known to be involved in the regulation of drought stress response (**Figure S7C**).

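For DT(C), 28 identifiers were read from the same figure, of which 21 reached an FPKM of 1 in at least one condition, 5 were above 0 but under 1 throughout, and 2 were listed at 0 in all conditions. For 6 of the 28, the paper's Table S3 lists a DAT in any comparison. In DT(C)/DS(C), 12 of the 21 had a log2 ratio above 0 and 9 below 0, or 15 and 6 with columns rescaled to the same summed FPKM. ABI3VP1 (Ca_25633) had 4.31 FPKM in DT(C) and 1.18 in DS(C) (log2 ratio 1.87), WRKY (Ca_22917) had 218 and 68.9 (1.66), and Alfin-like (Ca_05139) had 7.91 and 3.80 (1.06). OFP (Ca_05970) was lower in DT(C), with 4.46 FPKM against 15.6 in DS(C) (-1.80). The ratio of Alfin-like was 0.89 with a pseudocount of 1 and 0.97 with the ratios centred on their median.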

### 3.7 Identification of *QTL-hotspot* associated candidate genes/proteins involved in drought stress

A *QTL-hotspot* region spanning 3 Mb (Ca4_11,276,225 to Ca4_14,146,315 bp) harboring several QTLs for drought tolerance related traits has been identified in linkage group 4 (CaLG04) in chickpea (Varshney et al., 2014). We identified a total of 286 annotated protein-coding genes located within the *QTL*-*hotspot* region (**Figure 8A**). The *QTL*-*hotspot* region (11,284,553 bp to 14,082,277 bp) comprised of co-expressed genes was considered as co-expression *QTL-hotspot* (**Figure 8A**). The co-expression *QTL-hotspot* contained a total of 121 co-expressed genes. Among these, 57 genes (blue, brown, midnightblue, grey60 and darkorange modules) in DT(C), 42 genes (black, cyan, orange and white modules) in DT(D) and 22 genes (blue module) in DS(C) were co-expressed (**Figure S8A**). Twenty genes in blue module were found to be common between DT(C) and DS(C), however no genes were co-expressed in DS(D) and DT(D). Notably, at least 12 co-expressed genes encoded TFs, such as MADS-box (*Ca_04518*), OFP (*Ca_04584*), RWP-RK (*Ca_04456*), and AP2-EREBP (*Ca_04503*, *Ca_04504*) were specific to DT(C), Alfin-like (*Ca_04596*), SNF2 (*Ca_04622*), HSF (*Ca_04488*) and MYB (*Ca_04621*) were present in DT(D), whereas Trihelix (*Ca_04385, Ca_04387*) and AP2-EREBP (*Ca_04370*) were co-expressed in both DT(C) and DS(C) (**Figure S8B**). 

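Among the TF genes given as specific to DT(C), MADS-box (Ca_04518) had 13.7 FPKM in DT(C), 6.85 in DT(D), 7.97 in DS(C) and 11.1 in DS(D). AP2-EREBP (Ca_04503) dropped under drought stress in both genotypes, from 12.7 to 0.780 FPKM in DT (log2 ratio -4.02) and from 5.41 to 0.297 in DS (-4.19). RWP-RK (Ca_04456) was lowest in DT(C), with 15.8 FPKM against 23.5 in DT(D), 17.6 in DS(C) and 26.0 in DS(D). OFP (Ca_04584) was lowest in DT(C), with 2.64 FPKM against 6.02 in DT(D), 7.69 in DS(C) and 5.76 in DS(D). Of the TF genes given for DT(D), Alfin-like (Ca_04596) and MYB (Ca_04621) had their highest FPKM there, with 21.8 and 2.34, whereas SNF2 (Ca_04622) was highest in DT(C), with 6.64, and HSF (Ca_04488) in DS(C), with 25.3. Of the TF genes given for both DT(C) and DS(C), the Trihelix gene Ca_04385 had its highest FPKM in DS(D), with 20.4, the Trihelix gene Ca_04387 in DT(D), with 33.6, and AP2-EREBP (Ca_04370) in DT(C), with 25.5.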

Further, *QTL*-*hotspot* region (11,396,081 to 14,093,770 bp) comprised of 38 co-expressed proteins was considered as protein *QTL-hotspot* (*pQTL-hotspot*) (**Figure 8A**). The *pQTL*-*hotspot* region associated proteins were present in darkturquoise module of DT(C); darkturquoise, grey60 and blue of DT(D); royalblue, green, darkgreen and brown of DS(C) and, royalblue and darkgrey modules of DS(D) (**Figure S8C**).

**Figure 8:**
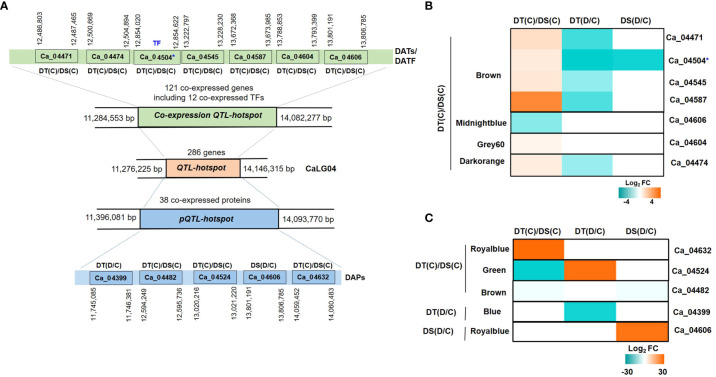
Identification of quantitative trait loci-hotspot (*QTL*-*hotspot*) associated drought responsive genes, proteins and transcription factors (TFs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. **(A)** *QTL*-*hotspot* region spanning 3Mb (Ca4_11,276,225 to Ca4_14,146,315 bp) harboring several QTLs for drought tolerance related traits in linkage group 04 (CaLG04) in chickpea. *QTL-hotspot* region (11, 284,553 bp to 14,082,277 bp) comprised of co-expressed genes is considered as co-expression *QTL-hotspot* region. *QTL*-*hotspot* region (11,396,081 to 14,093,770 bp) comprised of co-expressed proteins is considered as protein quantitative trait loci-hotspot (*pQTL-hotspot*). Differentially abundant transcripts (DATs) and differentially abundant proteins (DAPs) of co-expression *QTL-hotspot* and *pQTL-hotspot*, respectively, are shown with their co-ordinates. **(B)** Heatmap of co-expression *QTL-hotspot* region associated DATs and DA-TFs identified in different modules of DT(C)/DS(C). **(C)** Heatmap of *pQTL*-*hotspot* region associated DAPs identified in different modules of DT(C)/DS(C), DT(D/C) and DS(D/C). * denotes differentially abundant TF.

We further investigated the differential abundance behavior of *QTL-hotspot* associated co-expressed genes and proteins. In total, seven (6 up- and 1 down-regulated) DATs including one TF in DT(C)/DS(C) were identified within the co-expression *QTL-hotspot*. The genes encoding receptor like protein 21 (RLP21; *Ca_04471*), stabilizer of iron transporter SufD/polynucleotidyl transferase (PNT; *Ca_04545*), cytochrome P450 family 76 (cyt 450; *Ca_04587*), copper amine oxidase (CuAOs; *Ca_04604*) and myosin heavy chain-related protein (*Ca_04474*) were up-regulated, whereas PLAT/LH2 domain-containing lipoxygenase (*Ca_04606*) was down-regulated in DT(C)/DS(C) (**Figure 8B**). In addition, one co-expression *QTL*-*hotspot* region associated gene encoding dehydration-responsive element binding (DREB; *Ca_04504*) TF was up-regulated in DT(C)/DS(C) (**Figure 8B**). 

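In DT(C)/DS(C), RLP21 (Ca_04471) had 12.4 FPKM in DT(C) and 3.69 in DS(C), a log2 ratio of 1.75, and the myosin heavy chain-related gene (Ca_04474) had 7.49 and 2.68, a log2 ratio of 1.48. The log2 ratio was 1.56 for PNT (Ca_04545), with 2.73 and 0.922 FPKM, and 3.35 for cytochrome P450 (Ca_04587), with 3.42 and 0.334 FPKM. CuAOs (Ca_04604) had 35.4 and 14.4 FPKM, a log2 ratio of 1.30. PLAT/LH2 lipoxygenase (Ca_04606) was lower in DT, with 11.6 FPKM in DT(C) and 28.4 in DS(C), a log2 ratio of -1.30. With a pseudocount of 1, the ratio of PNT was 0.95, under the threshold. The higher genes had their highest FPKM in DT(C) and were lower in DT(D), with RLP21 dropping to 1.92 FPKM (log2 ratio of DT(D/C) -2.70) and cytochrome P450 to 0.640 (-2.42). Under drought stress, the log2 ratio of DT(D)/DS(D) was still above 0 for cytochrome P450 (2.76, with FPKM under 1 in both conditions), Ca_04504 (0.81), PNT (0.65) and CuAOs (0.28), and below 0 for RLP21 (-0.84) and the myosin heavy chain-related gene (-0.49). PLAT/LH2 lipoxygenase was still lower in DT, with 16.8 FPKM in DT(D) and 41.7 in DS(D). According to the paper, the co-expression QTL-hotspot lies on CaLG04 from 11284553 to 14082277 bp.

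**Figure D3:**
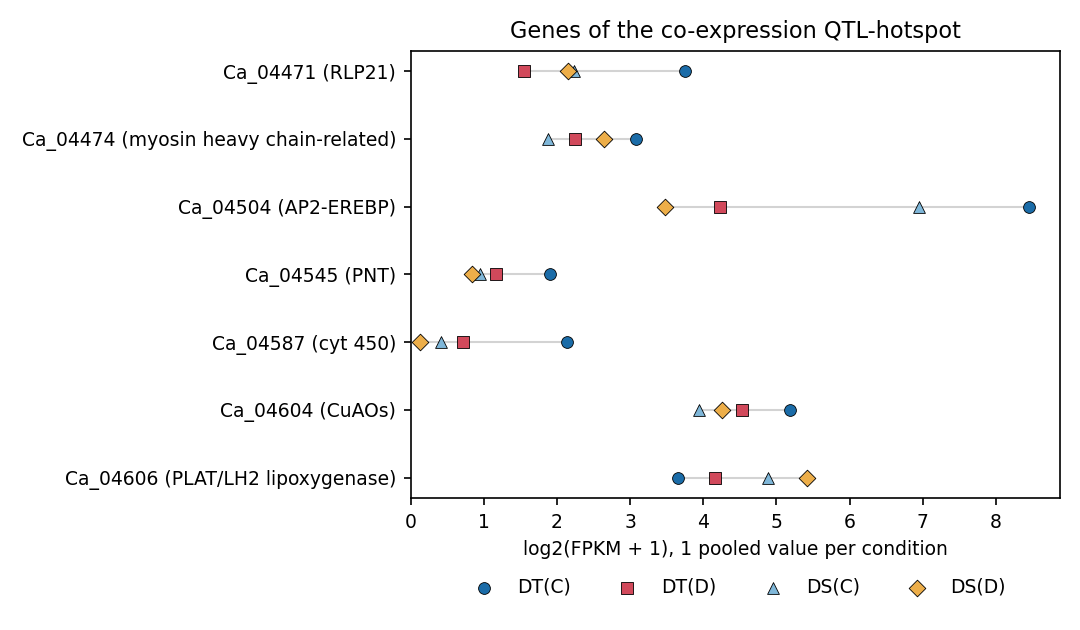
Expression of 7 genes of the co-expression QTL-hotspot as log2(FPKM + 1) (horizontal axis), with 1 line per gene and 1 point per condition, each point being the authors' pooled value. DT(C) is the rightmost point for 6 genes and the leftmost for Ca_04606.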

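The DREB gene Ca_04504 had 350.2 FPKM in DT(C) and 122 in DS(C), a log2 ratio of 1.52, and the paper's Table S3 gives its log2 fold change as 1.48. Under drought stress its FPKM dropped to 17.7 in DT(D) and 10.1 in DS(D), with log2 ratios of -4.31 in DT(D/C) and -3.59 in DS(D/C).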

Among the *pQTL-hotspot* region associated co-expressed proteins, nucleic acid binding protein (Ca_04399) was down-regulated in DT(D/C), whereas PLAT/LH2 domain-containing lipoxygenase family protein (Ca_04606) was up-regulated in DS(D/C). However, oligosaccharyltransferase (OST) complex/magnesium transporter family protein (Ca_04632) was up-regulated, and carboxylesterase 20 (Ca_04524) and membrane-associated progesterone binding protein 3 (Ca_04482) were downregulated in DT(C)/DS(C) (**Figure 8C**). Overall, the co-expressed/up-regulated genes, proteins and/or TFs located within the *QTL*-*hotspot* region represent important candidates for drought tolerance in chickpea.

### 3.8 Validation of differential abundance of selected genes *via* RT-qPCR

The differential abundance of selected candidate genes in different comparisons was determined by RT-qPCR. A total of 17 selected genes involved in PI signaling, glutathione metabolism and, glycolysis/gluconeogenesis pathway, and those located in *QTL-hotspot* and TF related genes that exhibited differential abundance in RNA-seq data were analyzed by RT-qPCR analysis. 

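For the 17 genes, only the RNA-seq values are given here, since the RT-qPCR values were not used here. In DT(D/C), 5 of the 17 had a log2 ratio of at least 1 and 6 of -1 or less, and in DS(D/C) 1 and 2, or 4 and 2 in DS(D/C) with columns rescaled to the same summed FPKM. Between the genotypes under control conditions, 8 were at 1 or more and 1 at -1 or less, so that 23 values in all were past the threshold, or 21 with a pseudocount of 1, both without rescaling. DHAR (Ca_18637) rose from 715 FPKM in DT(C) to 1657 in DT(D), a log2 ratio of 1.21, and had 1070 in DS(C) and 1244 in DS(D). FBA1 (Ca_15425) and FBA2 (Ca_15426) had log2 ratios of 1.06 and 1.14 in DT(D/C), and FBA1 was at 0.98 with a pseudocount of 1. PI-PLC (Ca_12485) dropped from 5.47 FPKM in DT(C) to 0.471 in DT(D) (-3.54), and had 1.59 in DS(C) and 0.879 in DS(D). For 15 of the 17 genes the paper's Table S3 lists a DAT. The log2 ratios of the others were -0.30, 0.05 and 0.54 for HRT (Ca_07178) and -0.11, -0.76 and 0.62 for SET (Ca_10604), in DT(D/C), DS(D/C) and DT(C)/DS(C) respectively.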

The expression analysis of the genes revealed a high correlation (Pearson correlation, 0.76) between the results obtained from RT-qPCR and RNA-seq (**Figure S9**).

## 4 Discussion

Drought stress significantly affects chickpea growth and productivity *via* altering the underlying molecular mechanism/response (Nayyar et al., 2006). An integrated multi-omics analysis can elucidate important biological processes, metabolic pathways and regulatory networks in plants (Amiour et al., 2012; Srivastava et al., 2013; Sudre et al., 2013; Zeng et al., 2013 Remmers et al., 2018; Li et al., 2019b; Wang et al., 2019; Yun et al., 2019; Chin et al., 2020; Moreno et al., 2021; Bittencourt et al., 2022; Leão et al., 2022; Shu et al., 2022). However, such integrated analysis to decipher plant response to abiotic stress is lacking in chickpea. In this study, we performed transcriptomics, proteomics and metabolomics analyses of two well-characterized genotypes with contrasting drought response/tolerance (ICC 4958 as DT and ICC 1882 as DS) to gain insights into the molecular mechanisms underlying drought stress in chickpea. Further, integration of multi-omics data was performed to provide a better understanding of drought tolerance in chickpea.

### 4.1 DATs, DAPs and DAMs participate in specific metabolic pathways/processes

Plant adaptation to abiotic stress is mainly initiated by stress-responsive genes and/or proteins (Kosova et al., 2018; Nawae et al., 2020; Kosova et al., 2021; Kausar et al., 2022). We investigated the differential abundance of genes, proteins and metabolites in DT and DS genotypes under drought and control conditions. The identified DATs and DAPs were found to participate in various metabolic pathways and biological processes. The up-regulated genes and proteins were involved mainly in glycolysis/gluconeogenesis and galactose metabolism in DT genotype under drought stress. On contrary, the DS genotype exhibited down-regulation of glycolysis/gluconeogenesis associated genes and proteins under drought stress. In addition, metabolites involved in carbohydrate metabolism were found to be differentially abundant in both DT and DS genotypes. 

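The 23 genes of the glycolysis/gluconeogenesis pathway in the paper's Table S10 had a median log2 ratio of 0.18 in DT(D/C), with 14 above 0, and of -0.61 in DS(D/C), with 7 above 0. The median of random gene lists of the same size, matched on mean expression, was used to describe where these medians lie. The paper chose these genes from co-expression modules built on the same libraries, so their place among random lists is not independent evidence. Among 10000 such lists, the median in DT(D/C) was at percentile 95.91, within the range from -0.14 to 0.20 that held 95% of the lists. The median in DS(D/C) was at percentile 0.27, below the range from -0.50 to 0.02 that held 95% of the lists. Rescaling the columns to the same summed FPKM moved the median in DS(D/C) most, to -0.15, with 9 genes above 0 and 14 below. This adds 0.47 to the ratio of every locus, so the range of the random lists moves equally. The percentile of the median in DS(D/C) is therefore unchanged. Single genes were past the threshold in DT(D/C) in both directions, with 3 at a log2 ratio of at least 1 and 3 at -1 or less, whereas in DS(D/C) none was at 1 or more and 3 were at -1 or less, but with rescaled columns 5 were at 1 or more and 2 at -1 or less in DS(D/C). Between the genotypes under drought stress, in DT(D)/DS(D), the median was 0.45, at percentile 99.93, and 16 genes were above 0. Under control conditions, in DT(C)/DS(C), it was -0.41, at percentile 0.72 and below the range from -0.35 to 0.15, and 7 genes were above 0. With rescaled columns, 15 genes were above 0 and 8 below in DT(D)/DS(D), and 11 and 12 in DT(C)/DS(C). The paper sets the up-regulation of glycolysis/gluconeogenesis genes and proteins in the DT genotype against their down-regulation in the DS genotype. It proposes that activated stress-responsive genes, proteins and metabolites might have a part in the better adaptation of DT to drought.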

The carbohydrate metabolism is a major pathway regulating cellular carbon and energy requirement for plant survival under drought stress, and genes and proteins encoding the key enzymes of carbohydrate metabolism were found to be differentially expressed under drought stress in chickpea (Khanna et al., 2014). Indeed, sugars are considered an important player in mitigating abiotic stress tolerance in plants (Keunen et al., 2013; Gangola and Ramadoss, 2018). These results demonstrated the important role of carbohydrate metabolism to withstand drought stress in the DT genotype. The amino acids are the precursors of secondary metabolites and signaling molecules, and promote ATP production and detoxification under abiotic stress (Batista-Silva et al., 2019). In our study, up-regulation of several genes/proteins of amino acid metabolism, and differential abundance of amino acids in DT and DS genotypes was suggested to be involved in drought response. Higher amino acid accumulation is a general attribute to drought stress in the plants (Martinelli et al., 2007). Furthermore, hormone signaling and its cross-talk improve abiotic stress tolerance by inducing stress-responsive genes (Ku et al., 2018). Therefore, up-regulation of hormone signaling related genes and proteins in DT(C)/DS(C) might contribute to encountering drought stress. Overall, the activation of stress-responsive genes, proteins and metabolites might be involved in the better adaptation of DT genotype to drought stress.

### 4.2 TFs confer genotype-specific response under drought stress

TFs are important regulators contributing to abiotic stress tolerance in the plants (Yoon et al., 2020). 

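Of the TF genes that Figure S7C gives for the modules of DT(C), several members of the GNAT, GRAS, C3H, HB, bZIP, PLATZ, CCAAT, WRKY, AUX/IAA and C2C2-Dof families had an FPKM of at least 1. Their log2 ratio in DT(C)/DS(C) was 0.32 for GNAT (Ca_02233), 0.45 and 0.12 for C3H (Ca_06133 and Ca_06649), 0.95 and 0.76 for HB (Ca_04918 and Ca_14560) and 0.12 for CCAAT (Ca_01154). The WRKY gene (Ca_22917) was past the threshold, with 218 FPKM in DT(C) and 68.9 in DS(C), a log2 ratio of 1.66. The ratio was below 0 for GRAS (Ca_16294, -0.22), bZIP (Ca_15706, -0.29), PLATZ (Ca_00735, -0.27), AUX/IAA (Ca_03756, -0.09) and C2C2-Dof (Ca_08186, -0.85). With columns rescaled to the same summed FPKM, GRAS and AUX/IAA came to 0.05 and 0.18. The rescaled ratios of bZIP and PLATZ were just below 0, at -0.02 and -0.004, and that of C2C2-Dof was -0.58. Both HB genes (Ca_04918 and Ca_14560) were past the threshold after rescaling, at 1.22 and 1.03. The sigma70-like gene (Ca_17153) was under an FPKM of 1 in all conditions, with 0.725 in DT(C) and 0.281 in DS(C). The identifiers were read by eye from the figure, and of the genes given here the paper's Table S3 lists a DAT of DT(C)/DS(C) for the WRKY gene alone.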

In our study, up-regulation of members of GNAT, GRAS, C3H, HB, bZIP, PLATZ, sigma70-like, CCAAT, WRKY, Aux/IAA and C2H2-Dof TF families in DT(C)/DS(C) suggested the genotype-specific involvement of TFs. A significant increase in the expression of GNAT family members, histone acetyltransferase (HAT) and acetylation of histone H3 and H4 has been reported in rice under drought stress (Fang et al., 2014). Importantly, drought-induced genome-wide histone acetylation changes the expression of drought-responsive genes (Li et al., 2021). The over-expression of *OsGRAS23* and *TaWRKY2* induced drought tolerance in rice and wheat, respectively (Xu et al., 2015; Gao et al., 2018). Likewise, over-expression of homeobox (HB) genes, *OsHOX24* and *OsWOX13* enhanced abiotic stress tolerance in rice (Bhattacharjee et al., 2016; Minh-Thu et al., 2018). Rice *OsbZIP62*, involved in ABA signaling, positively regulates the expression of drought-responsive genes (Yang et al., 2019). However, over-expression and RNAi knockdown of *OsbZIP71* generated drought-tolerant and sensitive phenotype, respectively (Liu et al., 2014). The C3H ZF-TF (*AetTZF1*) has been suggested to enhance drought tolerance by promoting root growth in *Arabidopsis* (Jiang et al., 2014), and C2H2-ZFPs provided abiotic and oxidative stress tolerance (Huang et al., 2009). Likewise, WRKY TF provided adaptation to abiotic stress tolerance by modulating stress-responsive genes (Sen et al., 2017). Therefore, the differential abundance of TFs can contribute to better transcriptional control in multiple regulatory pathways for enhanced drought tolerance in DT genotype.

### 4.3 Implication of *QTL-hotspot* region associated factors in drought tolerance

*QTL-hotspot* region plays a major role in drought tolerance in chickpea, and its introgression in an elite variety (JG 11) improved the root traits and drought tolerance (Varshney et al., 2013b). Integration of *QTL* information and co-expression network analysis has been exploited successfully for the identification of potential candidate genes associated with the maize kernel starch content (Lin et al., 2019a). We applied a similar strategy for the identification of drought-responsive candidate genes and proteins within the *QTL-hotspot*. The *QTL-hotspot* region associated genes and proteins in DT(C)/DS(C) have been investigated for their involvement in drought tolerance/response in previous studies. Among the identified genes of co-expression *QTL-hotspot*, cytochrome P450 (CYP), *OsDSS1* is known to be involved in growth and drought stress response in rice (Tamiru et al., 2015). Drought-responsive miR-114 and its target gene, namely stabilizer of iron transporter SufD/polynucleotidyl transferase, participated in drought tolerance in *Sorghum bicolor* (Katiyar et al., 2015). Likewise, *HORVU2Hr1G023890* encoding myosin-J heavy chain is associated with drought tolerance during seed germination in barley (Thabet et al., 2018). The over-expression of receptor-like kinases (RLKs) enhanced abiotic stress tolerance (Osakabe et al., 2010), and cysteine-rich receptor-like protein kinase 5 (CRK5) improved drought tolerance in *Arabidopsis* (Lu et al., 2016). Furthermore, over-expression of copper amine oxidase 1 mediates proper xylem development and differentiation in *Arabidopsis* roots, and xylem morphology determines drought response (Ghuge et al., 2015). Moreover, the co-expression *QTL-hotspot* region associated up-regulated TF, DREB (*Ca_04504*) is known to contribute in drought tolerance (Haake et al., 2002; Zhang et al., 2009). Similarly, up-regulated *pQTL*-*hotspot* associated protein, oligo-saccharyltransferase complex/magnesium transporter family protein (Ca_04632), has been reported previously to participate in drought tolerance (Farid et al., 2013). These results suggested that the *QTL*-*hotspot* region associated drought-responsive genes, proteins and TFs contribute to improved drought tolerance in the DT genotype.

### 4.4 Lipid signaling, glutathione metabolism and glycolysis/gluconeogenesis pathways are involved in drought tolerance

PI signaling is crucial for regulating cellular homeostasis during abiotic stress (Hou et al., 2016). Under stress conditions, the PI signaling pathway influences membrane integrity and cellular signaling *via* phosphorylation and de-phosphorylation of its related enzymes by kinases and phosphatases, respectively (Heilmann, 2016). 

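The 16 genes of the PI signaling pathway in the paper's Table S8 had a median log2 ratio of 0.13 in DT(D/C) and 0.37 in DS(D/C), with 10 genes above 0 in each. The paper takes these genes from co-expression on the same libraries, so a place among random lists is not independent evidence. Among random lists matched on mean expression, the median in DT(D/C) was at percentile 84.85, within the central range from -0.23 to 0.23. The median in DS(D/C) was at percentile 98.47, above the central range from -0.30 to 0.34. It came to 0.84 with columns rescaled to the same summed FPKM, which moves the central range equally and leaves the percentile unchanged. In DT(C)/DS(C), the median was 0.64, at percentile 99.78, and 12 of the 16 genes were above 0. In DT(D)/DS(D), the median over the 15 genes used was 0.36, at percentile 98.46.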

The co-expression of various kinases and phosphatases encoding genes and proteins suggested a more pronounced regulation of PI signaling in DT genotype under drought. It has been demonstrated that the identified kinases and phosphatases are involved in cell cycle regulation, histone modifications, cytoskeleton organization and protein sorting in response to abiotic stress (Williams et al., 2005; Pribat et al., 2011; Dieck et al., 2012; Akhter et al., 2016). Further, *FAB1D/PI3P5K* allows protein trafficking in cortical and stele cells for proper root development (Hirano and Munnik, 2015), and *OsDGK1* restores lateral root (LR) density and seminal root (SR) formation (Yuan et al., 2019). Accordingly, we also suggest the involvement of kinases and phosphatases in better root development and hence drought tolerance in the DT genotype. The myo-inositol acts as an osmoprotectant and maintains plant adaptation to drought stress (Li et al., 2020). The over-expression of IMPase increases myo-inositol content and results in an enhanced abiotic stress tolerance (Zhang et al., 2017). Likewise, up-regulation of IMPase (Ca_05134) leading to accumulation of myo-inositol in DT(D/C) suggested its specific role in drought stress tolerance.

Glutathione metabolism is known to be involved in maintaining cellular redox homeostasis during drought stress (Nahar et al., 2015). This adaptive mechanism encounters oxidative damage by utilizing various ROS scavengers (antioxidants) and redox responsive genes (Aquilano et al., 2014). The glutathione metabolism related genes and proteins are well known for regulating cellular redox homeostasis during abiotic stress (Chen et al., 2003). 

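Of the 13 genes of glutathione metabolism in the paper's Table S9, 12 could be used in DT(D/C) and 11 in DS(D/C). Their median log2 ratio was 0.71 in DT(D/C), with 4 genes at 1 or more and 2 at -1 or less, and 0.37 in DS(D/C), with 2 at 1 or more and 2 at -1 or less. In each comparison, 8 genes were above 0. These genes come from co-expression built on the same libraries, so their place among random lists is not independent evidence. Among random lists matched on mean expression, the median in DT(D/C) was at percentile 99.98, above the central range from -0.31 to 0.31, and the median in DS(D/C) was at percentile 92.16, within the central range from -0.38 to 0.48. Between the genotypes, the median was -0.30 in DT(C)/DS(C), at percentile 2.2 and below the central range from -0.29 to 0.54, and 0.19 in DT(D)/DS(D), at percentile 76.26 and within the central range from -0.24 to 0.38. With a pseudocount of 1 the median in DT(D/C) was 0.53, and with columns rescaled to the same summed FPKM the median in DS(D/C) was 0.84. The rescaling moves the central range equally, so the rescaled median in DS(D/C) is still within it.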

We observed differential regulation of glutathione metabolism in both the genotypes, and genes and proteins of glutathione metabolism were found to be co-expressed specifically in DT(D). The identified genes have previously been reported to contribute to abiotic stress tolerance. For example, the over-expression of glutathione metabolism related gene/proteins, including *GST*, *G6PDH*, *PGDH*, *APX*, *GSTU* and *GPX* improved drought tolerance in the transgenic plants (Badawi et al., 2004; Miao et al., 2006; Ji et al., 2010; Lin et al., 2013; Srivastava et al., 2019). The peptidases and GCL positively regulate plant tolerance to abiotic stress *via* regulating cellular redox homeostasis (Hicks et al., 2007; Simova-Stoilova et al., 2009). Likewise, GPx/Prx system efficiency regulates H_2_O_2_ concentration in balancing the cellular glutathione level (Molavian et al., 2015). Moreover, PGDH and G6PDH maintain cellular redox homeostasis by elevating NADPH/NADP^+^ levels in response to drought and salt stresses (Chen et al., 2003). In accordance, co-expression of glutathione metabolism related gene and proteins in DT(D) might explain, in large extent, the enhanced drought tolerance in the DT genotype. In addition, differential abundance of GST (*Ca_12001*), GSTU (*Ca_05354*) and G6PDH (Ca_10123) may further contribute to improved drought tolerance in DT. Higher amino acids level has been suggested to improve drought performance (Hildebrandt, 2018), and regulating meristem activity and root architecture during drought stress (Walch-Liu et al., 2006). Similarly, amino acids accumulation *via* glutathione metabolism is indicative of stress-adaptive responses in DT. Considering the intricate regulation *via* stress-responsive genes, proteins and metabolites, an improved glutathione metabolic pathway seems to contribute to the enhanced drought tolerance in the DT genotype.

The glycolysis/gluconeogenesis is an important metabolic pathway that regulates carbohydrate metabolism under drought stress (Zhu et al., 2019). Glycolysis/gluconeogenesis associated co-expressed genes and proteins identified in DT(D) are known to be involved in abiotic stress tolerance (Pan et al., 2016; Lin et al., 2019b; Zeng et al., 2019). Among the identified co-expressed genes and proteins in DT(D), *PK*, *PGAM*, *LDH*, *PFK*, *TPI* and *GPI* have been reported to express differentially under drought (Sharma et al., 2012; Khanna et al., 2014; Pan et al., 2016; Yao and Wu, 2016; Li et al., 2019a). Moreover, *ENO* is known to promote transcription of glycolysis related genes under abiotic stress (Lee et al., 2002). Likewise, *GALM* maintains drought adaptation and recovery (D’Andrea et al., 2015), and FBPase undergoes post-translation modification to regulate glycolysis during drought stress (Harn and Daie, 1992). Moreover, over-expression of *OsPgk2a*-P, *ScALDH21, ZmPCK2*, *LDH* and *TraeALDH7B1-5A* confer improved abiotic stress tolerance (Chen et al., 2015; Joshi et al., 2016; Yang et al., 2016; Jain et al., 2020; Jiang et al., 2022). Notably, the role of co-expressed genes in DT(D), namely *Dlat* and AAE, have not been reported in drought response/tolerance in plants yet. Therefore, further studies are required to elucidate their role in drought response. The up-regulation of FBPase (*Ca_00102*), PEPCK1 (*Ca_11524*), GALM-like (Ca_15348) and PGAM (Ca_09253) in DT(D/C) may further contribute to enhanced drought tolerance in the DT genotype. Glucose is a precursor of glycolysis/gluconeogenesis pathway and, is necessary for coordinate regulation of both glycolysis and gluconeogenesis. Moreover, D-glucose is known to induce the expression of abscisic acid (ABA) signaling related genes (Dekkers et al., 2008; Fukumoto et al., 2013), and certainly ABA is critical for controlling abiotic stress responses (Tuteja, 2007). However, D-mannitol is an important osmolyte and compatible solutes providing enhanced tolerance to salt and drought stress (Pujni et al., 2007). Accordingly, accumulation and differential abundance of D-mannitol and D-glucose in DT genotype is an indicative of improved drought tolerance. These results highlighted that DT genotype possesses an improved carbohydrate metabolism to withstand drought stress. Altogether, the synergistic response of co-expressed genes, proteins and metabolites involved in PI signaling pathway, glutathione metabolism and carbohydrate metabolism circumvent the enhanced drought stress tolerance in the DT genotype.

## 5 Conclusions

To provide a better understanding of drought tolerance, we performed integrated multi-omics analysis in two chickpea genotypes with contrasting responses to drought stress. The WGCNA analysis revealed the co-expressed genes, proteins and metabolites in DT and DS genotypes under control and/or drought conditions. The integrated transcriptome, proteome, and metabolome analysis identified important stress-responsive pathways, including PI signaling, glutathione metabolism and glycolysis/gluconeogenesis that plausibly, in large part, contribute to the drought tolerance in chickpea. Moreover, up-regulated genes, proteins and TFs associated with the *QTL*-*hotspot* region seem to determine drought tolerance in the DT genotype. Overall, these results provide new insights into drought stress response in chickpea and reveal candidate genes/proteins that can serve as potential targets for further functional characterization and improving chickpea drought tolerance *via* genome engineering approaches.

## Data availability statement

The datasets presented in this study can be found in online repositories. The transcriptome data generated in this study have been submitted to the GEO at NCBI under the series accession number GSE193077. Proteome data have been submitted to PRIDE database under the project accession number PXD041434 and metabolome data have been submitted to MetaboLights database with study identifier number MTBLS7641.

## Author contributions

MJ and RG conceived, designed, and supervised the study. RG performed stress experiments, collected the tissue materials and performed RNA sequencing. VS performed proteome and metabolome experiments, data analyses, and integrated data analyses. KG performed transcriptome data analysis. SS performed RT-qPCR analysis. VS, MJ, and RG wrote the manuscript with inputs from others. All authors read and approved the final version manuscript. All authors contributed to the article.

## References

[B1] AkhterS.UddinM. N.JeongI. S.KimD. W.LiuX. M.BahkJ. D. (2016). Role of arabidopsis Atpi4kγ3, a type II phosphoinositide 4-kinase, in abiotic stress responses and floral transition. Plant Biotechnol. J. 14, 215–230. doi: 10.1111/Pbi.12376 25879253PMC11389056

[B2] AmiourN.ImbaudS.ClémentG.AgierN.ZivyM.ValotB.. (2012). The use of metabolomics integrated with transcriptomic and proteomic studies for identifying key steps involved in the control of nitrogen metabolism in crops such as maize. J. Exp. Bot. 63, 5017–5033. doi: 10.1093/Jxb/Ers186 22936829

[B3] AquilanoK.BaldelliS.CirioloM. (2014). Glutathione: new roles in redox signaling for an old antioxidant. Front. Pharma. 5. doi: 10.3389/Fphar.2014.00196 PMC414409225206336

[B4] BadawiG. H.KawanoN.YamauchiY.ShimadaE.SasakiR.KuboA.. (2004). Over-expression of ascorbate peroxidase in tobacco chloroplasts enhances the tolerance to salt stress and water deficit. Physiol. Plant 121, 231–238. doi: 10.1111/J.0031-9317.2004.00308.X 15153190

[B5] BanerjeeA.RoychoudhuryA. (2019). “Role of glutathione in plant abiotic stress tolerance,” in Reactive oxygen, nitrogen and sulfur species in plants. Eds. HasanuzzamanE. M.FotopoulosV.NaharK.FujitaM. (USA: John Wiley & Sons, Ltd), p 159–p 172.

[B6] BaruaP.LandeN. V.SubbaP.GayenD.PintoS.Keshava PrasadT. S.. (2019). Dehydration-responsive nuclear proteome landscape of chickpea *(Cicer Arietinum L.*) reveals phosphorylation-mediated regulation of stress response. Plant Cell Env. 42, 230–244. doi: 10.1111/Pce.13334 29749054

[B7] Batista-SilvaW.HeinemannB.RugenN.Nunes-NesiA.AraújoW. L.BraunH.-P.. (2019). The role of amino acid metabolism during abiotic stress release. Plant Cell Env. 42, 1630–1644. doi: 10.1111/Pce.13518 30632176

[B8] BhaskarlaV.ZintaG.FordR.JainM.VarshneyR. K.MantriN. (2020). Comparative root transcriptomics provide insights into drought adaptation strategies in chickpea *(Cicer Arietinum L.*). Int. J. Mol. Sci. 21, 1781. doi: 10.3390/Ijms21051781 32150870PMC7084756

[B9] BhattacharjeeA.KhuranaJ. P.JainM. (2016). Characterization of rice homeobox genes, Oshox22 and Oshox24, and over-expression of Oshox24 in transgenic arabidopsis suggest their role in abiotic stress response. Front. Plant Sci. 7. doi: 10.3389/Fpls.2016.00627 PMC486231827242831

[B10] BittencourtC. B.da SilvaT. L. C.NetoJ. C. R.VieiraL. R.LeãoA. P.RibeiroJ. A. A.. (2022). Insights from a multi-omics integration (MOI) study in oil palm *(Elaeis guineensis* jacq.) response to abiotic stresses: part one-salinity. Plants 11 (13), 1755. doi: 10.3390/plants11131755 35807707PMC9269341

[B11] CevikS.AkpinarG.YildizliA.KasapM.KaraosmanogluK.UnyayarS. (2019). Comparative physiological and leaf proteome analysis between drought-tolerant chickpea *Cicer Reticulatum* and drought-sensitive chickpea *C. Arietinum* . J. Biosci. 44 (1), 20. doi: 10.1007/S12038-018-9836-4 30837371

[B12] ChenK. M.GongH. J.ChenG. C.WangS. M.ZhangC. L. (2003). Up-regulation of glutathione metabolism and changes in redox status involved in adaptation of reed (*Phragmites Communis*) ecotypes to drought-prone and saline habitats. J. Plant Physiol. 160, 293–301. doi: 10.1078/0176-1617-00927 12749086

[B13] ChenJ.WeiB.LiG.FanR.ZhongY.WangX. (2015). *Traealdh7b1-5A* , encoding aldehyde dehydrogenase 7 in wheat, confers improved drought tolerance in arabidopsis. Planta 242, 137–151. doi: 10.1007/S00425-015-2290-8 25893867

[B14] ChinE. L.RamseyJ. S.MishchukD. O.SahaS.FosterE.ChavezJ. D.. (2020). Longitudinal transcriptomic, proteomic, and metabolomic analyses of *Citrus sinensis* (L.) osbeck graft-inoculated with *Candidatus* liberibacter asiaticus. J. Proteome Res. 19 (2), 719–732. doi: 10.1021/acs.jproteome.9b00616 31885275

[B15] CoxJ.NeuhauserN.MichalskiA.ScheltemaR. A.OlsenJ. V.MannM. (2011). Andromeda: a peptide search engine integrated into the maxquant environment. J. Proteome Res. 10, 1794–1805. doi: 10.1021/Pr101065j 21254760

[B16] D’AndreaR. M.TriassiA.CasasM. I.AndreoC. S.LaraM. V. (2015). Identification of genes involved in the drought adaptation and recovery in portulaca oleracea by differential display. Plant Physiol. Biochem. 90, 38–49. doi: 10.1016/J.Plaphy.2015.02.023 25767913

[B17] DekkersB. J. W.SchuurmansJ. A. M. J.SmeekensS. C. M. (2008). Interaction between sugar and abscisic acid signalling during early seedling development in arabidopsis. Plant Mol. Biol. 67, 151–167. doi: 10.1007/S11103-008-9308-6 18278579PMC2295253

[B18] DieckC. B.WoodA.BrglezI.Rojas-PierceM.BossW. F. (2012). Increasing phosphatidylinositol (4,5) bisphosphate biosynthesis affects plant nuclear lipids and nuclear functions. Plant Physiol. Biochem. 57, 32–44. doi: 10.1016/J.Plaphy.2012.05.011 22677448PMC3601448

[B19] FangH.LiuX.ThornG.DuanJ.TianL. (2014). Expression analysis of histone acetyltransferases in rice under drought stress. Biochem. Biophys. Res. Commun. 443, 400–405. doi: 10.1016/J.Bbrc.2013.11.102 24309107

[B20] FAO (2016). Statistical database (Rome, Italy: Food And Agriculture Organization Of The United Nations). Available at: Http//Www.Apps.Fao.Org.

[B21] FaridA.MalinovskyF. G.VeitC.SchobererJ.ZipfelC.StrasserR. (2013). Specialized roles of the conserved subunit OST3/6 of the oligosaccharyltransferase complex in innate immunity and tolerance to abiotic stresses. Plant Physiol. 162, 24–38. doi: 10.1104/Pp.113.215509 23493405PMC3641206

[B22] FukumotoT.KanoA.OhtaniK.InoueM.YoshiharaA.IzumoriK.. (2013). Phosphorylation of d-allose by hexokinase involved in regulation of Osabf1 expression for growth inhibition in *Oryza Sativa* l. Planta 237, 1379–1391. doi: 10.1007/S00425-013-1853-9 23397192

[B23] GangolaM. P.RamadossB. R. (2018). “Sugars play a critical role in abiotic stress tolerance in plants,” in Biochemical, physiological and molecular avenues for combating abiotic stress tolerance in plants. Ed. WaniS. H. (Academic Press), p 17–p 38.

[B24] GaoH.WangY.XuP.ZhangZ. (2018). Overexpression of a WRKY transcription factor Tawrky2 enhances drought stress tolerance in transgenic wheat. Front. Plant Sci. 9. doi: 10.3389/Fpls.2018.00997 PMC609017730131813

[B25] GargR.BhattacharjeeA.JainM. (2015). Genome-scale transcriptomic insights into molecular aspects of abiotic stress responses in chickpea. Plant Mol. Biol. Rep. 33, 388–400. doi: 10.1007/S11105-014-0753-X

[B26] GargR.SahooA.TyagiA. K.JainM. (2010). Validation of internal control genes for quantitative gene expression studies in chickpea (*Cicer Arietinum L.*). Biochem. Biophy. Res. Commun. 396, 283–288. doi: 10.1016/J.Bbrc.2010.04.079 20399753

[B27] GargR.ShankarR.ThakkarB.KudapaH.KrishnamurthyL.MantriN.. (2016). Transcriptome analyses reveal genotype- and developmental stage-specific molecular responses to drought and salinity stresses in chickpea. Sci. Rep. 6, 19228. doi: 10.1038/Srep19228 26759178PMC4725360

[B28] GaurP. M.KrishnamurthyL.KashiwagiJ. (2008). Improving drought-avoidance root traits in chickpea (Cicer arietinum l.) -current status of research At ICRISAT. Plant Pro. Sci. 11, 3–11. doi: 10.1626/Pps.11.3

[B29] GhugeS. A.CarucciA.Rodrigues-PousadaR. A.TisiA.FranchiS.TavladorakiP.. (2015). The apoplastic copper amine Oxidase1 mediates jasmonic acid-induced protoxylem differentiation in arabidopsis roots. Plant Physiol. 168, 690–707. doi: 10.1104/Pp.15.00121 25883242PMC4453780

[B30] GuptaS.MishraS. K.MisraS.PandeyV.AgrawalL.NautiyalC. S.. (2020). Revealing the complexity of protein abundance in chickpea root under drought-stress using a comparative proteomics approach. Plant Physiol. Biochem. 151, 88–102. doi: 10.1016/J.Plaphy.2020.03.005 32203884

[B31] HaakeV.CookD.RiechmannJ. L.PinedaO.ThomashowM. F.ZhangJ. Z. (2002). Transcription factor CBF4 is a regulator of drought adaptation in arabidopsis. Plant Physiol. 130, 639–648. doi: 10.1104/Pp.006478 12376631PMC166593

[B32] HarnC.DaieJ. (1992). Regulation of the cytosolic fructose-1,6-Bisphosphatase by post-translational modification and protein level in drought-stressed leaves of sugarbeet. Plant Cell Physiol. 33, 763–770. doi: 10.1093/Oxfordjournals.Pcp.A078316

[B33] HeilmannI. (2016). Phosphoinositide signaling in plant development. Dev. 143, 2044–2055. doi: 10.1242/Dev.136432 27302395

[B34] HicksL. M.CahoonR. E.BonnerE. R.RivardR. S.SheffieldJ.JezJ. M. (2007). Thiol-based regulation of redox-active glutamate-cysteine ligase from *Arabidopsis Thaliana* . Plant Cell 19, 2653–2661. doi: 10.1105/Tpc.107.052597 17766407PMC2002632

[B35] HildebrandtT. M. (2018). Synthesis versus degradation: directions of amino acid metabolism during arabidopsis abiotic stress response. Plant Mol. Biol. 98, 121–135. doi: 10.1007/S11103-018-0767-0 30143990

[B36] HiranoT.MunnikT. (2015). Phosphatidylinositol 3-phosphate 5-kinase, FAB1/Pikfyve kinase mediates endosome maturation to establish endosome-cortical microtubule interaction in arabidopsis. Plant Physiol. 169, 1961–1974. doi: 10.1104/Pp.15.01368 26353760PMC4634102

[B37] HouQ.UferG.BartelsD. (2016). Lipid signalling in plant responses to abiotic stress. Plant Cell Env. 39, 1029–1048. doi: 10.1111/Pce.12666 26510494

[B38] HuangJ.SunS. J.XuD. Q.YangX.BaoY. M.WangZ. F.. (2009). Increased tolerance of rice to cold, drought and oxidative stresses mediated by the overexpression of a gene that encodes the zinc finger protein ZFP245. Biochem. Biophy. Res. Comm 389, 556–561. doi: 10.1016/J.Bbrc.2009.09.032 19751706

[B39] JaganathanD.ThudiM.KaleS.AzamS.RoorkiwalM.GaurP. M.. (2015). Genotyping-By-Sequencing based intra-specific genetic map refines a ‘‘QTL-hotspot” region for drought tolerance in chickpea. Mol. Gen. Genom 290, 559–571. doi: 10.1007/S00438-014-0932-3 PMC436175425344290

[B40] JainM.AggarwalS.NagarP.TiwariR.MustafizA. (2020). A d-lactate dehydrogenase from rice is involved in conferring tolerance to multiple abiotic stresses by maintaining cellular homeostasis. Sci. Rep. 10, 12835. doi: 10.1038/S41598-020-69742-0 32732944PMC7393112

[B41] JiW.ZhuY.LiY.YangL.ZhaoX.CaiH.. (2010). Over-expression of a glutathione s-transferase gene, *Gsgst* , from wild soybean (*Glycine Soja*) enhances drought and salt tolerance in transgenic tobacco. Biotechnol. Lett. 32, 1173–1179. doi: 10.1007/S10529-010-0269-X 20383560

[B42] JiangA. L.XuZ. S.ZhaoG. Y.CuiX. Y.ChenM.LiL. C.. (2014). Genome-wide analysis of the C3H zinc finger transcription factor family and drought responses of members in aegilops tauschii. Plant Mol. Biol. Rep. 32, 1241–1256. doi: 10.1007/S11105-014-0719-Z

[B43] JiangD.ZhangH.CaiH.GaoZ.ChenG. (2022). Overexpression of Zmpck2, a phosphoenolpyruvate carboxykinase gene from maize confers enhanced tolerance to water deficit stress in rice. Plant Sci. 317, 111195. doi: 10.1016/J.Plantsci.2022.111195 35193744

[B44] JoshiR.KaranR.Singla-PareekS.PareekA. (2016). Ectopic expression of pokkali phosphoglycerate kinase-2 ( *Ospgk2-P* ) improves yield in tobacco plants under salinity stress. Plant Cell Rep. 35, 27–41. doi: 10.1007/S00299-015-1864-Z 26408146

[B45] JukantiA. K.GaurP. M.GowdaC. L. L.ChibbarR. N. (2012). Nutritional quality and health benefits of chickpea *(Cicer Arietinum L.* ). Brit. J. Nutri. 108, S11–S26. doi: 10.1017/S0007114512000797 22916806

[B46] KashiwagiJ.KrishnamurthyL.GaurP.UpadhyayaH.VarshneyR.TobitaS. (2013). Traits of relevance to improve yield under terminal drought stress in chickpea *(C. Arietinum* l.). Field Crops Res. 145, 88–95. doi: 10.1016/J.Fcr.2013.02.011

[B47] KashiwagiJ.KrishnamurthyL.PurushothamanR.UpadhyayaH. D.GaurP. M.GowdaC. L. L.. (2015). Scope for improvement of yield under drought through the root traits in chickpea *(Cicer Arietinum L.* ). Field Crops Res. 170, 47–54. doi: 10.1016/J.Fcr.2014.10.003

[B48] KashiwagiJ.KrishnamurthyL.UpadhyayaH. D.KrishnaH.ChandraS.VadezV.. (2005). Genetic variability of drought-avoidance root traits in the mini-core germplasm collection of chickpea *(Cicer Arietinum* l. ). Euphy 146, 213–222. doi: 10.1007/S10681-005-9007-1

[B49] KatiyarA.SmitaS.MuthusamyS. K.ChinnusamyV.PandeyD. M.BansalK. C. (2015). Identification of novel drought-responsive micrornas and trans-acting sirnas from *Sorghum Bicolor* (L.) moench by high-throughput sequencing analysis. Front. Plant Sci. 6. doi: 10.3389/Fpls.2015.00506 PMC450443426236318

[B50] KausarR.WangX.KomatsuS. (2022). Crop proteomics under abiotic stress: from data to insights. Plants 11 (21), 2877. doi: 10.3390/plants11212877 36365330PMC9657731

[B51] KellyR. S.ChawesB. L.BligheK.VirkudY. V.Croteau-ChonkaD. C.McGeachieM. J. (2018). An integrative transcriptomic and metabolomic study of lung function in children with asthma. Chest. 154 (2), 335–348. doi: 10.1016/j.chest.2018.05.038 29908154PMC6689076

[B52] KeunenE.PeshevD.VangronsheldJ.Van Den EndeW.CuypersA. (2013). Plant sugars are crucial players in the oxidative challenge during abiotic stress: extending the traditional concept. Plant Cell Env. 36, 1242–1255. doi: 10.1111/Pce.12061 23305614

[B53] KhanN.BanoA.RahmanM. A.RathinasabapathiB.BabarM. A. (2019). UPLC-HRMS-Based untargeted metabolic profiling reveals changes in chickpea *(Cicer Arietinum*) metabolome following long-term drought stress. Plant Cell Env. 42, 115–132. doi: 10.1111/Pce.13195 29532945PMC7379973

[B54] KhannaS.TaxakP.JainP.SainiR.SrinivasanR. (2014). Glycolytic enzyme activities and gene expression in cicer arietinum exposed to water-deficit stress. App. Biochem. Biotechnol. 173, 2241–2253. doi: 10.1007/S12010-014-1028-6 25008554

[B55] KosovaK.VítamvasP.PrášilI. T.KlímaM.RenautJ. (2021). Plant proteoforms under environmental stress: functional proteins arising from a single gene. Front. Plant Sci. 12 (793113). doi: 10.3389/fpls.2021.793113 PMC871244434970290

[B56] KosovaK.VítamvasP.UrbanM. O.PrášilI. T.RenautJ. (2018). Plant abiotic stress proteomics: the major factors determining alterations in cellular proteome. Front. Plant Sci. 9 (122). doi: 10.3389/fpls.2018.00122 PMC581017829472941

[B57] KrishnamurthyL.KashiwagiJ.GaurP.UpadhyayaH.VadezV. (2010). Sources of tolerance to terminal drought in the chickpea *(Cicer Arietinum* l.) minicore germplasm. Field Crops Res. 119, 322–330. doi: 10.1016/J.Fcr.2010.08.002

[B58] KuY.SintahaM.CheungM.LamH. (2018). Plant hormone signaling crosstalks between biotic and abiotic stress responses. Int. J. Mol. Sci. 19 (10), 3206. doi: 10.3390/Ijms19103206 30336563PMC6214094

[B59] KudapaH.GargV.ChitikineniA.VarshneyR. K. (2018). The RNA-Seq-Based high resolution gene expression atlas of chickpea *(Cicer Arietinum L.* ) reveals dynamic spatio-temporal changes associated with growth and development. Plant Cell Env. 41, 2209–2225. doi: 10.1111/Pce.13210 29637575

[B60] KumarM.ChauhanA. S.KumarM.YusufM. A.SanyalI.ChauhanP. S. (2019). Transcriptome sequencing of chickpea (Cicer arietinum l.) genotypes for identification of drought-responsive genes under drought stress condition. Plant Mol. Biol. Rep. 37, 186–203. doi: 10.1007/S11105-019-01147-4

[B61] LangfelderP.HorvathS. (2008). WGCNA: an r package for weighted correlation network analysis. BMC Bioinfo. 9 (559). doi: 10.1186/1471-2105-9-559 PMC263148819114008

[B62] LeãoA. P.BittencourtC. B.da SilvaT. L. C.NetoJ. C. R.BragaÍ.O.VieiraL. R.. (2022). Insights from a multi-omics integration (MOI) study in oil palm *(Elaeis guineensis* jacq.) response to abiotic stresses: part two-drought. Plants 11 (20), 2786. doi: 10.3390/plants11202786 36297811PMC9611107

[B63] LeeH.GuoY.OhtaM.XiongL.StevensonB.ZhuJ. (2002). LOS2, a genetic locus required for cold-responsive gene transcription encodes a bi-functional enolase. EMBO J. 21, 2692–2702. doi: 10.1093/Emboj/21.11.2692 12032082PMC126021

[B64] LiZ.FuJ.ShiD.PengY. (2020). Myo-inositol enhances drought tolerance in creeping bentgrass through alteration of osmotic adjustment, photosynthesis, and antioxidant defense. Crop Sci. 60, 2149–2158. doi: 10.1002/Csc2.20186

[B65] LiP.YangH.WangL.LiuH.HuoH.ZhangC.. (2019a). Physiological and transcriptome analyses reveal short-term responses and formation of memory under drought stress in rice. Front. Gent 10. doi: 10.3389/Fgene.2019.00055 PMC637588430800142

[B66] LiS.HeX.GaoY.ZhouC.ChiangV. L.LiW. (2021). Histone acetylation changes in plant response to drought stress. Genes 12, 1409. doi: 10.3390/Genes12091409 34573391PMC8468061

[B67] LiT.YunZ.WuQ.QuH.DuanX.JiangY. (2019b). Combination of transcriptomic, proteomic, and metabolomic analysis reveals the ripening mechanism of banana pulp. Biomolecules. 9 (10), 523. doi: 10.3390/biom9100523 31548496PMC6843284

[B68] LinY.LiW.ZhangY.XiaC.LiuY.WangC.. (2019b). Identification of Genes/Proteins related to submergence tolerance by transcriptome and proteome analyses in soybean. Sci. Rep. 9, 14688. doi: 10.1038/S41598-019-50757-1 31604973PMC6789146

[B69] LinY.LinS.GuoH.ZhangZ.ChenX. (2013). Functional analysis of *Psg6pdh* , a cytosolic glucose-6-Phosphate dehydrogenase gene from *Populus Suaveolens* , and its contribution to cold tolerance improvement in tobacco plants. Biotechnol. Lett. 35, 1509–1518. doi: 10.1007/S10529-013-1226-2 23690038

[B70] LinF.ZhouL.HeB.ZhangX.DaiH.QianY.. (2019a). QTL mapping for maize starch content and candidate gene prediction combined with Co-expression network analysis. Theo. Appl. Gent. 132, 1931–1941. doi: 10.1007/S00122-019-03326-Z 30887095

[B71] LiuP.LuoJ.ZhengQ.ChenQ.ZhaiN.XuS.. (2020). Integrating transcriptome and metabolome reveals molecular networks involved in genetic and environmental variation in tobacco. DNA Res. 27 (2), 1–16. doi: 10.1093/dnares/dsaa006 PMC732082232324848

[B72] LiuC.MaoB.OuS.WangW.LiuL.WuY.. (2014). *Osbzip71* , a bzip transcription factor, confers salinity and drought tolerance in rice. Plant Mol. Biol. 84, 19–36. doi: 10.1007/S11103-013-0115-3 23918260

[B73] LuK.LiangS.WuZ.BiC.YuY. T.WangX. F.. (2016). Overexpression of an arabidopsis cysteine-rich receptor-like protein kinase, *CRK5* , enhances abscisic acid sensitivity and confers drought tolerance. J. Exp. Bot. 67, 5009–5027. doi: 10.1093/Jxb/Erw266 27406784PMC5014153

[B74] MartinelliT.WhittakerA.BochicchioA.VazzanaC.SuzukiA.Masclaux-DaubresseC. (2007). Amino acid pattern and glutamate metabolism during dehydration stress in the ‘Resurrection’ plant sporobolus stapfianus: a comparison between desiccation-sensitive and desiccation-tolerant leaves. J. Exp. Bot. 58, 3037–3046. doi: 10.1093/Jxb/Erm161 17901195

[B75] MashakiM.GargV.Nasrollahnezhad GhomiA. A.KudapaH.ChitikineniA.Zaynali NezhadK.. (2018). RNA-Seq analysis revealed genes associated with drought stress response in kabuli chickpea *(Cicer Arietinum *L.). PloS One 13, E0199774. doi: 10.1371/Journal.Pone.0199774 29953498PMC6023194

[B76] MiaoY.LvD.WangP.WangX. C.ChenJ.MiaoC.. (2006). An arabidopsis glutathione peroxidase functions as both a redox transducer and a scavenger in abscisic acid and drought stress responses. Plant Cell 18, 2749–2766. doi: 10.1105/Tpc.106.044230 16998070PMC1626619

[B77] Minh-ThuP. T.KimJ. S.ChaeS.JunK. M.LeeG. S.KimD. E.. (2018). A WUSCHEL homeobox transcription factor, Oswox13, enhances drought tolerance and triggers early flowering in rice. Mol. Cells 41, 781–798. doi: 10.14348/Molcells.2018.0203 30078233PMC6125423

[B78] MolavianH.Madani TonekaboniA.KohandelM.SivaloganathanS. (2015). The synergetic coupling among the cellular antioxidants glutathione Peroxidase/Peroxiredoxin and other antioxidants and its effect on the concentration of H2O2. Sci. Rep. 5, 13620. doi: 10.1038/Srep13620

[B79] MoonsA. (2005). Regulatory and functional interactions of plant growth regulators and plant glutathione s-transferases (Gsts). Vita. Hormones. 72, 155–202. doi: 10.1016/S0083-6729(05)72005-7 16492471

[B80] MorenoJ. C.Martinez-JaimeS.KosmaczM.SokolowskaE. M.SchulzP.FischerA.. (2021). A multi-OMICs approach sheds light on the higher yield phenotype and enhanced abiotic stress tolerance in tobacco lines expressing the carrot *lycopene* β *-cyclase1* gene. Front. Plant Sci. 12. doi: 10.3389/fpls.2021.624365 PMC789308933613605

[B81] NaharK.HasanuzzamanM.AlamM. M.FujitaM. (2015). Glutathione-induced drought stress tolerance in mung bean: coordinated roles of the antioxidant defence and methylglyoxal detoxification systems. AOB Plants 7, Plv069. doi: 10.1093/Aobpla/Plv069 26134121PMC4526754

[B82] NawaeW.ShearmanJ. R.TangphatsornruangS.PunpeeP.YoochaT.SangsrakruD.. (2020). Differential expression between drought-tolerant and drought-sensitive sugarcane under mild and moderate water stress as revealed by a comparative analysis of leaf transcriptome. Peer J. 8, E9608. doi: 10.7717/Peerj.9608 33240580PMC7676377

[B83] NayyarH.KaurS.SinghS.UpadhyayaH. D. (2006). Differential sensitivity of desi (Small-seeded) and kabuli (Large-seeded) chickpea genotypes to water stress during seed filling: effects on accumulation of seed reserves and yield. J. Sci. Food Agric. 86, 2076–2082. doi: 10.1002/Jsfa.2574

[B84] OsakabeY.MizunoS.TanakaH.MaruyamaK.OsakabeK.TodakaD.. (2010). Overproduction of the membrane-bound receptor-like protein kinase 1, RPK1, enhances abiotic stress tolerance in arabidopsis. J. Biol. Chem. 285, 9190–9201. doi: 10.1074/Jbc.M109.051938 20089852PMC2838338

[B85] PanL.ZhangX.WangJ.MaX.ZhouM.HuangL.. (2016). Transcriptional profiles of drought-related genes in modulating metabolic processes and antioxidant defenses in *Lolium Multiflorum* . Front. Plant Sci. 7. doi: 10.3389/Fpls.2016.00519 PMC484291227200005

[B86] PatelR. K.JainM. (2012). NGS QC toolkit: a toolkit for quality control of next generation sequencing data. PloS One 7, E30619. doi: 10.1371/Journal.Pone.0030619 22312429PMC3270013

[B87] PribatA.SormaniR.Rousseau-GueutinM.JulkowskaMagdalenaM.TesterinkC.. (2011). A novel class of PTEN protein in arabidopsis displays unusual phosphoinositide phosphatase activity and efficiently binds phosphatidic acid. Biochem. J. 441, 161–171. doi: 10.1042/Bj20110776 21864294

[B88] PujniD.ChaudharyA.RajamM. V. (2007). Increased tolerance to salinity and drought in transgenic indica rice by mannitol accumulation. J. Plant Biochem. Biotechnol. 16, 1–7. doi: 10.1007/BF03321921

[B89] PurushothamanR.KrishnamurthyL.UpadhyayaH.VadezV.VarshneyR. (2016). Shoot traits and their relevance in terminal drought tolerance of chickpea *(Cicer Arietinum L.* ). Field Crops Res. 197, 10–27. doi: 10.1016/J.Fcr.2016.07.016 27698531PMC5035057

[B90] PurushothamanR.KrishnamurthyL.UpadhyayaH.VadezV.VarshneyR. (2017). Genotypic variation in soil water use and root distribution and their implications for drought tolerance in chickpea. Funct. Plant Biol. 44 (2), 235–252. doi: 10.1071/FP16154 32480560

[B91] RemmersI. M.D’AdamoS.MartensD. E.de VosR. C. H.MummR.AmericaA. H. P.. (2018). Orchestration of transcriptome, proteome and metabolome in the diatom phaeodactylum tricornutum during nitrogen limitation. Algal Res. 35, 33–49. doi: 10.1016/j.algal.2018.08.012

[B92] SenS.ChakrabortyJ.GhoshP.BasuD.DasS. (2017). Chickpea WRKY70 regulates the expression of a homeodomain-leucine zipper (HD-zip) I transcription factor Cahdz12, which confers abiotic stress tolerance in transgenic tobacco and chickpea. Plant Cell Physiol. 58, 1934–1952. doi: 10.1093/Pcp/Pcx126 29016956

[B93] SharmaS.MustafizA.Singla-PareekS. L.ShankarP.SrivastavaSoporyS. K. (2012). Characterization of stress and methylglyoxal inducible triose phosphate isomerase *(Osctpi* ) from rice. Plant Sig. Behavior. 7, 1337–1345. doi: 10.4161/Psb.21415 PMC349342222902706

[B94] ShuJ.MaX.MaH.HuangQ.ZhangY.GuanM.. (2022). Transcriptomic, proteomic, metabolomic, and functional genomic approaches of brassica napus l. during salt stress. PloS One 17 (3), e0262587. doi: 10.1371/journal.pone.0262587 35271582PMC8912142

[B95] Simova-StoilovaL.DemirevskaK.PetrovaT.TsenovN.FellerU. (2009). Antioxidative protection and proteolytic activity in tolerant and sensitive wheat *(Triticum Aestivum L.*) varieties subjected to long-term field drought. J. Plant Growth Reg. 58 (1), 107–117. doi: 10.1007/S10725-008-9356-6

[B96] SinhaR.IrulappanV.Mohan-RajuB.SuganthiA.Senthil-KumarM.. (2019). Impact of drought stress on simultaneously occurring pathogen infection in field-grown chickpea. Sci. Rep. 9, 5577. doi: 10.1038/s41598-019-41463-z 30944350PMC6447570

[B97] SrivastavaV.ObuduluO.BygdellJ.LöfstedtT.RydénP.NilssonR.. (2013). Onpls integration of transcriptomic, proteomic and metabolomic data shows multi-level oxidative stress responses in the cambium of transgenic hipi- superoxide dismutase populus plants. BMC Genom. 14, 893. doi: 10.1186/1471-2164-14-893 PMC387859224341908

[B98] SrivastavaD.VermaG.ChauhanA.PandeV.ChakrabartyD. (2019). Rice *(Oryza Sativa L.*) tau class glutathione s-transferase *(Osgstu30*) overexpression in arabidopsis thaliana modulates a regulatory network leading to heavy metal and drought stress tolerance. Metallomics 11, 375–389. doi: 10.1039/C8mt00204e 30516767

[B99] SudreD.Gutierrez-CarbonellE.LattanzioG.Rellán-ÁlvarezR.GaymardF.WohlgemuthG.. (2013). Iron-dependent modifications of the flower transcriptome, proteome, metabolome, and hormonal content in an arabidopsis ferritin mutant. J. Exp. Bot. 64, 2665–2688. doi: 10.1093/Jxb/Ert112 23682113PMC3697946

[B100] TamiruM.UndanJ. R.TakagiH.AbeA.YoshidaK.UndanJ. Q.. (2015). A cytochrome P450, *Osdss1* , is involved in growth and drought stress responses in rice *(Oryza Sativa L.* ). Plant Mol. Biol. 88, 85–99. doi: 10.1007/S11103-015-0310-5 25800365

[B101] ThabetS. G.MoursiY. S.KaramM. A.GranerA.AlqudahA. M. (2018). Genetic basis of drought tolerance during seed germination in barley. PloS One 13, E0206682–E0206682. doi: 10.1371/Journal.Pone.0206682 30388157PMC6214555

[B102] TrapnellC.PachterL.SalzbergS. (2009). Tophat: discovering splice junctions with RNA-seq. Bioinformatics 25 (9), 1105–1111. doi: 10.1093/Bioinformatics/Btp120 19289445PMC2672628

[B103] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R.. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with tophat and cufflinks. Nat. Prot. 7, 562–578. doi: 10.1038/Nprot.2012.016 PMC333432122383036

[B104] TutejaN. (2007). Abscisic acid and abiotic stress signaling. Plant Signal Behav. 2, 135–138. doi: 10.4161/Psb.2.3.4156 19516981PMC2634038

[B105] TyanovaS.TemuT.CoxJ. (2016). The maxquant computational platform for mass spectrometry-based shotgun proteomics. Nat. Prot. 11, 2301–2319. doi: 10.1038/Nprot.2016.136 27809316

[B106] VarshneyR.SongC.SaxenaR.AzamS.YuS.SharpeA.. (2013a). Draft genome sequence of chickpea *(Cicer Arietinum*) provides a resource for trait improvement. Nat. Biotechnol. 31, 240–246. doi: 10.1038/Nbt.2491 23354103

[B107] VarshneyR. K.GaurP. M.ChamarthiS. K.KrishnamurthyL.TripathiS.KashiwagiJ.. (2013b). Fast-track introgression of “QTL-hotspot” for root traits and other drought tolerance traits in JG 11, an elite and leading variety of chickpea. Plant Gen. 6, 1–9. doi: 10.3835/Plantgenome2013.07.0022

[B108] VarshneyR. K.ThudiM.NayakS. N.GaurP. M.KashiwagiJ.KrishnamurthyL.. (2014). Genetic dissection of drought tolerance in chickpea *(Cicer Arietinum *L.). Theo. Appl. Genet. 127, 445–462. doi: 10.1007/S00122-013-2230-6 PMC391027424326458

[B109] VessalS.ArefianM.SiddiqueK. H. M. (2020). Proteomic responses to progressive dehydration stress in leaves of chickpea seedlings. BMC Genom. 21, 523. doi: 10.1186/S12864-020-06930-2 PMC739267132727351

[B110] Walch-LiuP.LiuL.RemansT.TesterM.FordeB. (2006). Evidence that l-glutamate can act as an exogenous signal to modulate root growth and branching in arabidopsis thaliana. Plant Cell Physiol. 47, 1045–1057. doi: 10.1093/Pcp/Pcj075 16816406

[B111] WangZ.ShiH.YuS.ZhouW.LiJ.LiuS.. (2019). Comprehensive transcriptomics, proteomics, and metabolomics analyses of the mechanisms regulating tiller production in low-tillering wheat. Theo. Appl. Genet. 132, 2181–2193. doi: 10.1007/s00122-019-03345-w 31020386

[B112] WilliamsM. E.TorabinejadJ.CohickE.ParkerK.DrakeE. J.ThompsonJ. E.. (2005). Mutations in the arabidopsis phosphoinositide phosphatase gene *SAC9* lead to overaccumulation of Ptdins(4,5)P2 and constitutive expression of the stress-response pathway. Plant Physiol. 138, 686–700. doi: 10.1104/Pp.105.061317 15923324PMC1150389

[B113] XuK.ChenS.LiT.MaX.LiangX.DingX.. (2015). *Osgras23* , a rice GRAS transcription factor gene, is involved in drought stress response through regulating expression of stress-responsive genes. BMC Plant Biol. 15 (141). doi: 10.1186/S12870-015-0532-3 PMC446515426067440

[B114] YangS.XuK.ChenS.LiT.XiaH.ChenL.. (2019). A stress-responsive bzip transcription factor *Osbzip62* improves drought and oxidative tolerance in rice. BMC Plant Biol. 19, 260. doi: 10.1186/S12870-019-1872-1 31208338PMC6580479

[B115] YangH.ZhangD.LiX.LiH.ZhangD.LanH.. (2016). Overexpression of *Scaldh21* gene in cotton improves drought tolerance and growth in greenhouse and field conditions. Mol. Breed. 36, 34. doi: 10.1007/S11032-015-0422-2

[B116] YaoK.WuY. Y. (2016). Phosphofructokinase and glucose-6-Phosphate dehydrogenase in response to drought and bicarbonate stress At transcriptional and functional levels in mulberry. Russ. J. Plant Physiol. 63, 235–242. doi: 10.1134/S102144371602014X

[B117] YoonY.SeoD.ShinH.KimH. J.KimC. M.JangG. (2020). The role of stress-responsive transcription factors in modulating abiotic stress tolerance in plants. Agronomy 10, 788. doi: 10.3390/Agronomy10060788

[B118] YuanS.KimS.DengX.HongY.WangX. (2019). Diacylglycerol kinase and associated lipid mediators modulate rice root architecture. New Phytol. 223, 261–276. doi: 10.1111/Nph.15801 30887532

[B119] YunZ.LiT.GaoH.ZhuH.GuptaV. K.JiangY.. (2019). Integrated transcriptomic, proteomic, and metabolomics analysis reveals peel ripening of harvested banana under natural condition. Biomolecules. 9 (5), 167. doi: 10.3390/biom9050167 31052343PMC6572190

[B120] ZengJ.LiuY.LiuW.LiuX.LiuF.HuangP.. (2013). Integration of transcriptome, proteome and metabolism data reveals the alkaloids biosynthesis in *Macleaya Cordata* and *Macleaya Microcarpa* . PloS One 8, E53409. doi: 10.1371/Journal.Pone.0053409 23326424PMC3541140

[B121] ZengW.PengY.ZhaoX.WuB.ChenF.RenB.. (2019). Comparative proteomics analysis of the seedling root response of drought-sensitive and drought-tolerant maize varieties to drought stress. Int. J. Mol. Sci. 20, 2793. doi: 10.3390/Ijms20112793 31181633PMC6600177

[B122] ZhangM.LiuW.BiY. P. (2009). Dehydration-responsive element-binding (DREB) transcription factor in plants and its role during abiotic stresses. Yi Chuan = Hereditas 31, 236–244. doi: 10.3724/Sp.J.1005.2009.00236 19273435

[B123] ZhangR. X.QinL. J.ZhaoD. G. (2017). Overexpression of the osimp gene increases the accumulation of inositol and confers enhanced cold tolerance in tobacco through modulation of the antioxidant enzymes’ activities. Genes 8, 179. doi: 10.3390/Genes8070179 28726715PMC5541312

[B124] ZhuY.LiuQ.XuW.ZhangJ.WangX.NieG.. (2019). *De Novo* Assembly and discovery of genes that involved in drought tolerance in the common vetch. Int. J. Mol. Sci. 20, 328. doi: 10.3390/Ijms20020328 30650531PMC6359484

# Supplementary material for: Unravelling the molecular mechanism underlying drought stress response in chickpea via integrated multi-omics analysis
**Source:** Front Plant Sci. 2023 May 23;14:1156606. doi: 10.3389/fpls.2023.1156606
**Supplement:** Supplementary file 1

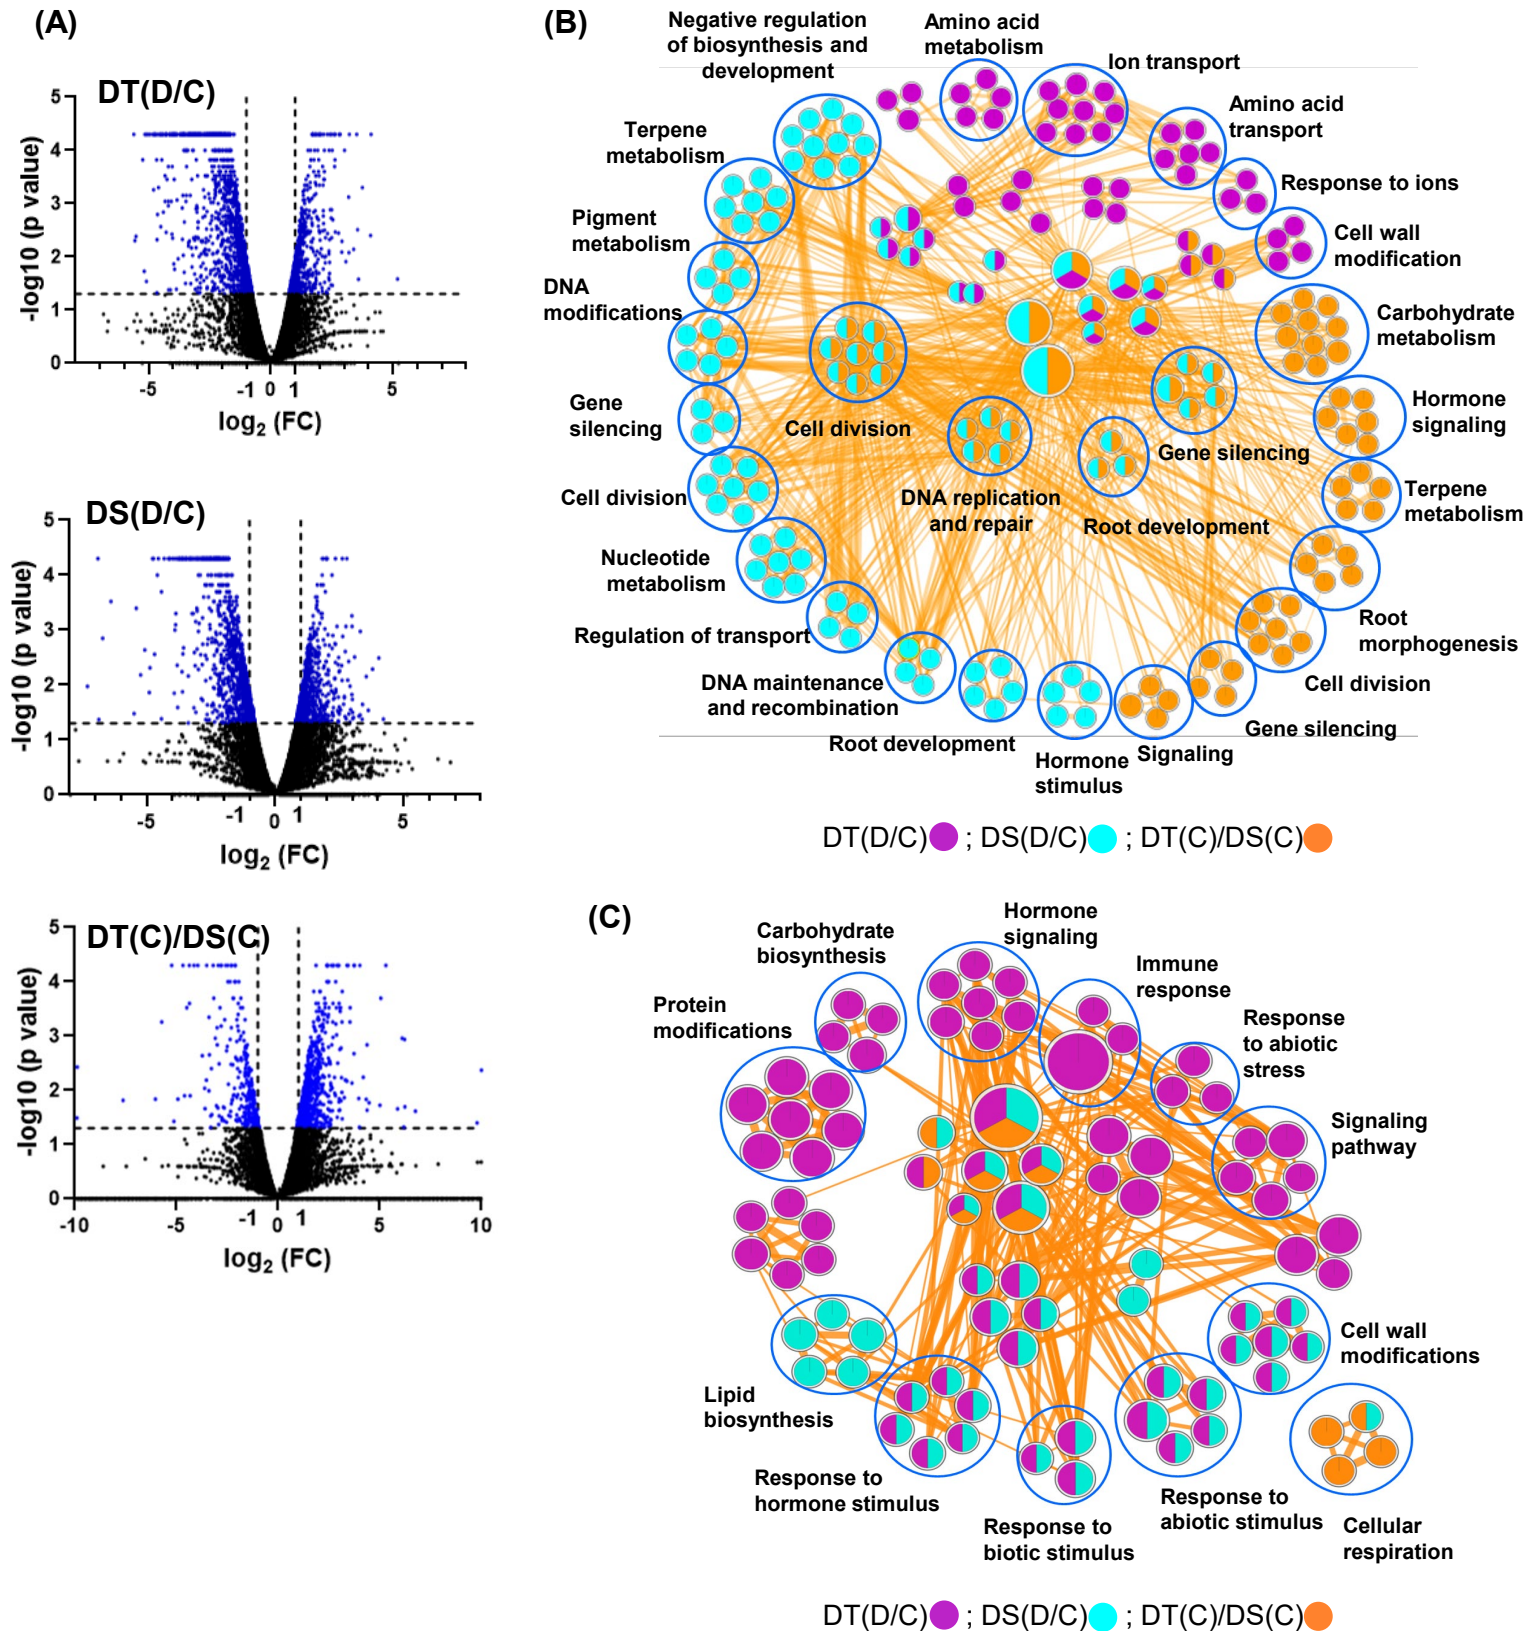

**Figure S1.** Analysis of differentially abundant transcripts (DATs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. DATs were determined for DT and DS genotypes under drought (D) as compared to control (C), DT(D/C) and DS(D/C), respectively, and under control condition for DT relative to DS genotype, [DT(C)/DS(C)]. **(A)** Volcano plots representing DATs for DT(D/C), DS(D/C) and DT(C)/DS(C) satisfying the criteria of  $\log_2$  fold change (FC) of  $\geq 1$  (up-regulated) or  $\leq -1$  (down-regulated) at  $P$ -value  $\leq 0.05$ . **(B, C)** Comparative GO enrichment analysis of up- **(B)** and down-regulated **(C)** genes for DT(D/C), DS(D/C) and DT(C)/DS(C). Significantly enriched GO terms ( $P$ -value  $\leq 0.05$ ) were used for the construction of enrichment maps. Node size represent the number of genes and node color represents  $P$ -value in the data set.

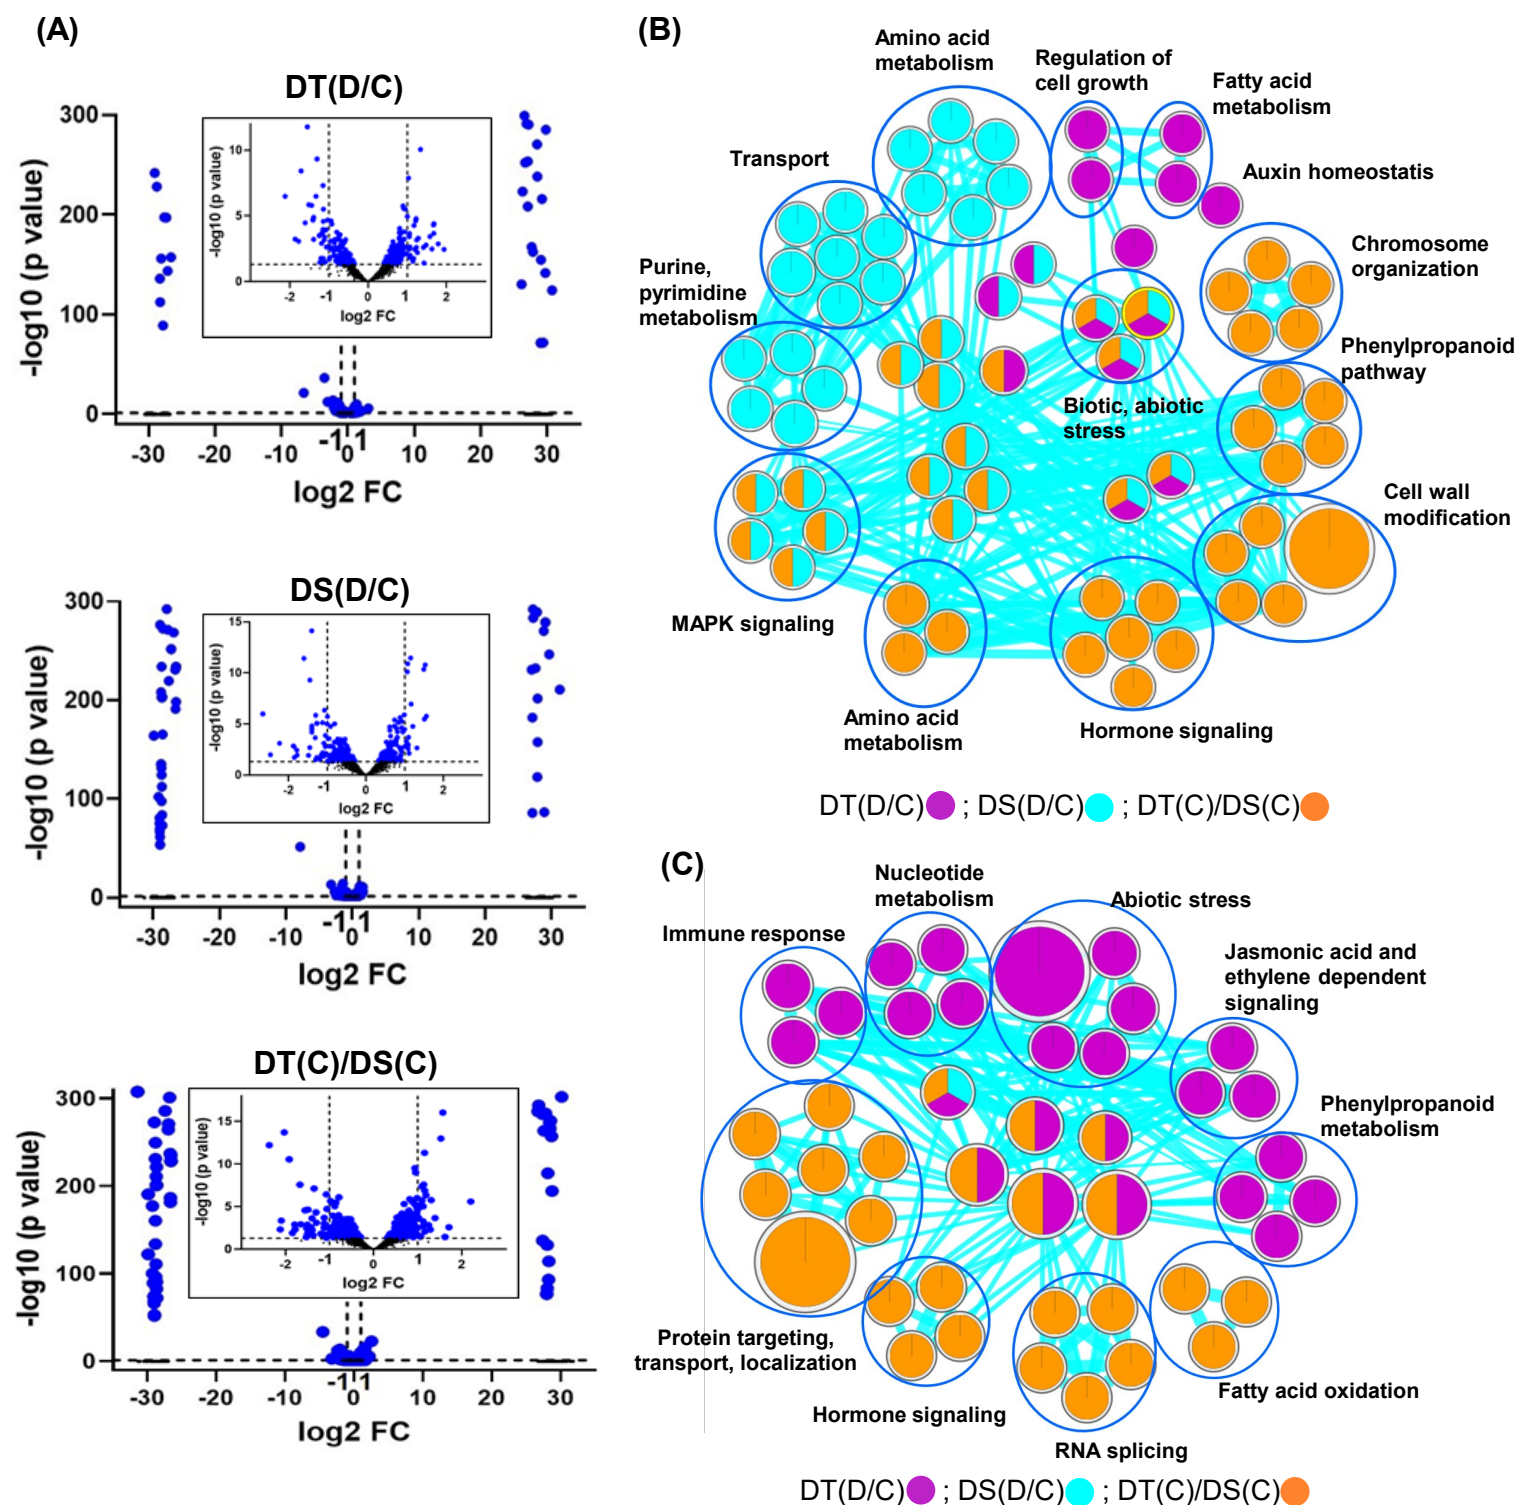

**Figure S2.** Analysis of differentially abundant proteins (DAPs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. DAPs were determined for DT and DS genotypes under drought (D) relative to control (C), DT(D/C) and DS(D/C), respectively, and under control condition for DT relative to DS genotype, [DT(C)/DS(C)]. **(A)** Volcano plot representing DAPs for DT(D/C), DS(D/C) and DT(C)/DS(C) satisfying the criteria of  $\log_2$  fold change (FC) value of  $\geq 1$  (up-regulated) or  $\leq -1$  (down-regulated) at  $P$ -value  $\leq 0.05$ . Insets show the enlarged view of DAPs with FC value between -3 to 3. **(B, C)** Comparative GO enrichment analysis for up- **(B)** and **(C)** down-regulated proteins for DT(D/C), DS(D/C) and DT(C)/DS(C). Significantly enriched GO terms ( $P$ -value  $\leq 0.05$ ) were used for the construction of enrichment maps. Node size represent the number of proteins and node color represents  $P$ -value in the data set.

(A)

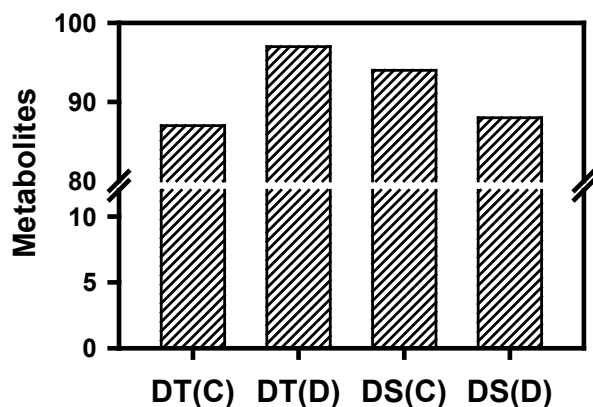

(B)

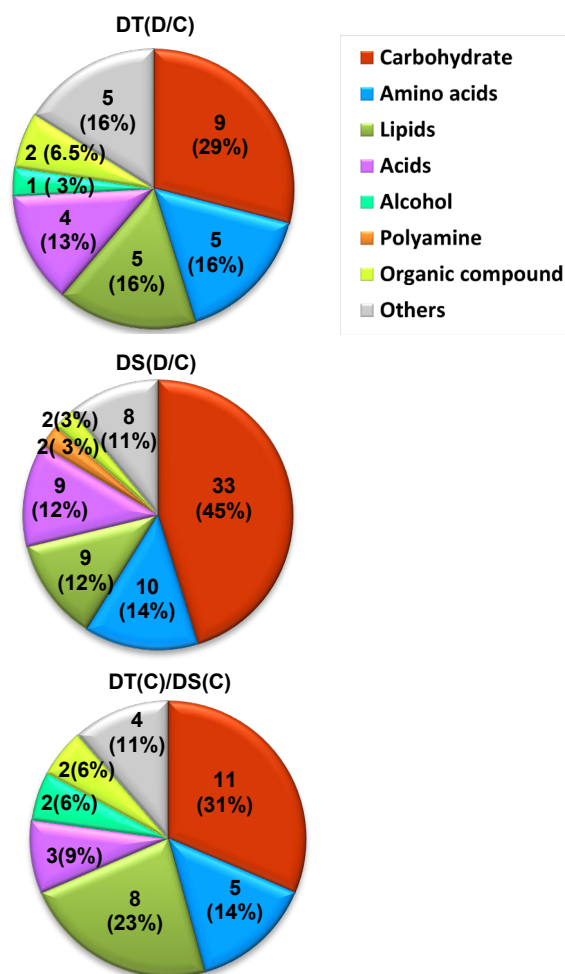

(C)

Log<sub>2</sub> FC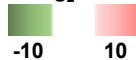

**Figure S3.** Metabolites detected in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under drought (D) and control (C) conditions. **(A)** Bar diagram showing total number of high-confidence metabolites detected in each sample DT(C), DT(D), DS(C) and DS(D) after processing the raw data. **(B, C)** Differentially abundant metabolites (DAMs) were determined for DT and DS genotypes under drought (D) relative to control (C), DT(D/C) and DS(D/C), respectively, and under control condition for DT relative to DS genotype, [DT(C)/DS(C)]. DAMs detected in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons are given. **(B)** Pie charts representing numbers and percentage of metabolites in different classes in DT(D/C), DS(D/C) and DT(C)/DS(C) comparisons. **(C)** Heatmap showing all the DAMs belonging to different metabolic classes with their log<sub>2</sub> fold change (FC) values.

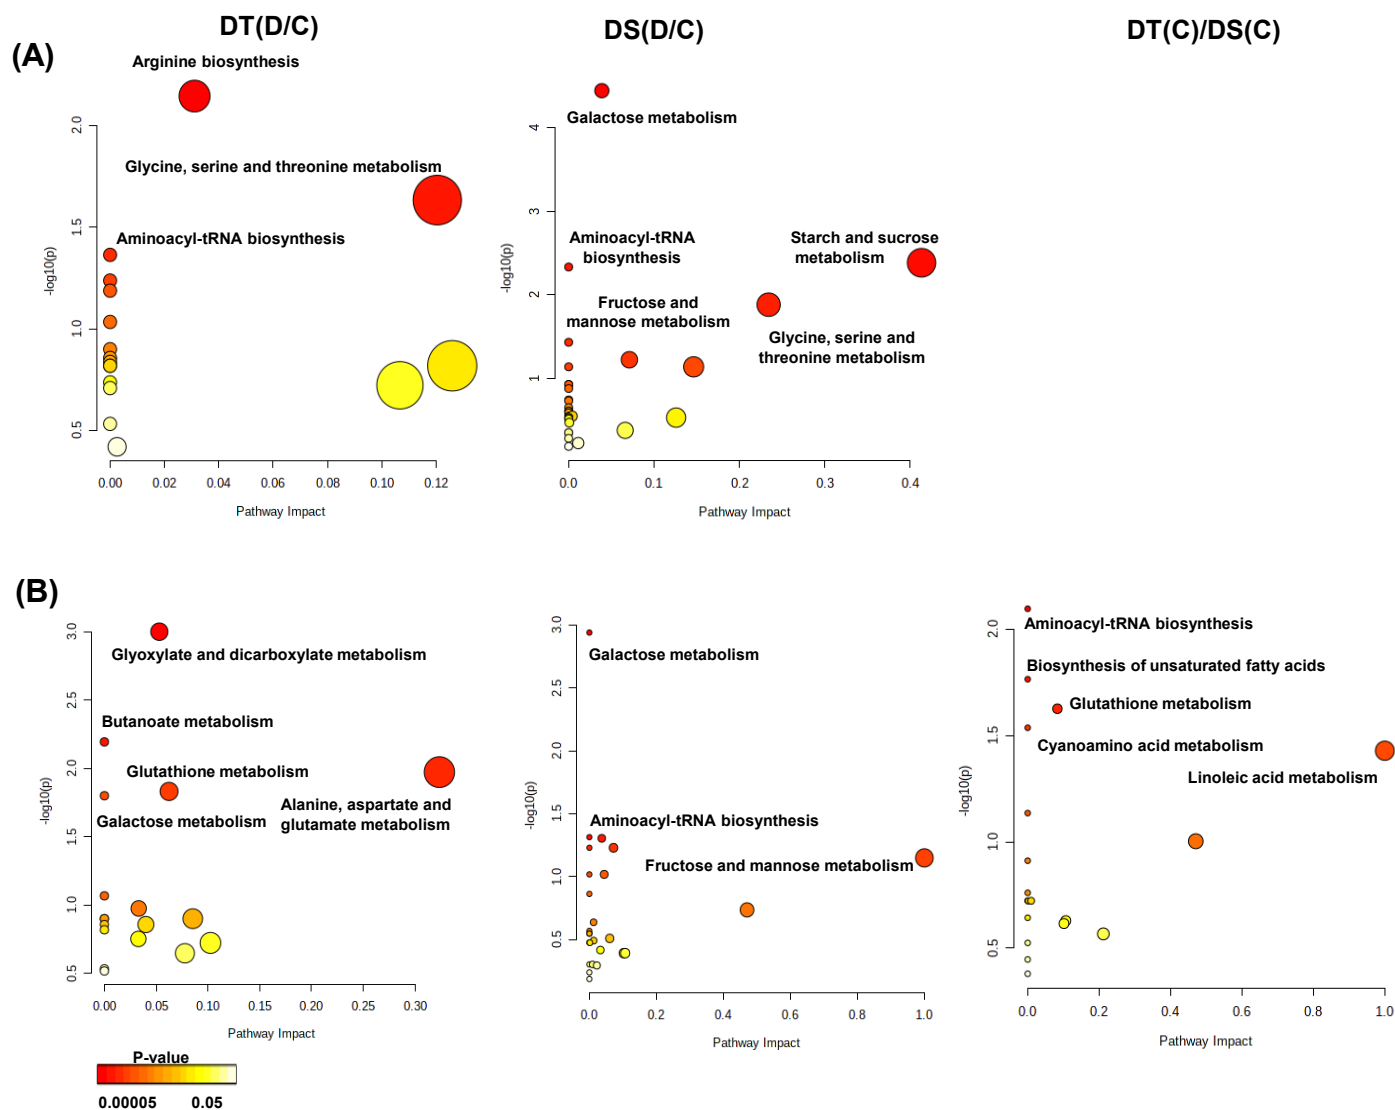

**Figure S4.** Pathway enrichment analysis of differentially abundant metabolites (DAMs) in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under drought (D) and control (C) conditions. DAMs were determined for DT and DS genotypes under drought (D) relative to control (C), DT(D/C) and DS(D/C), respectively, and under control condition for DT relative to DS genotype, [DT(C)/DS(C)]. Pathway enrichment analysis of up- **(A)** and down-regulated **(B)** metabolites for DT(D/C), DS(D/C) and DT(C)/DS(C) are shown. Bubble size represent pathway impact, whereas color represent  $-\log_{10}(p)$  value. High pathway impact and small  $P$ -value indicates higher significance.

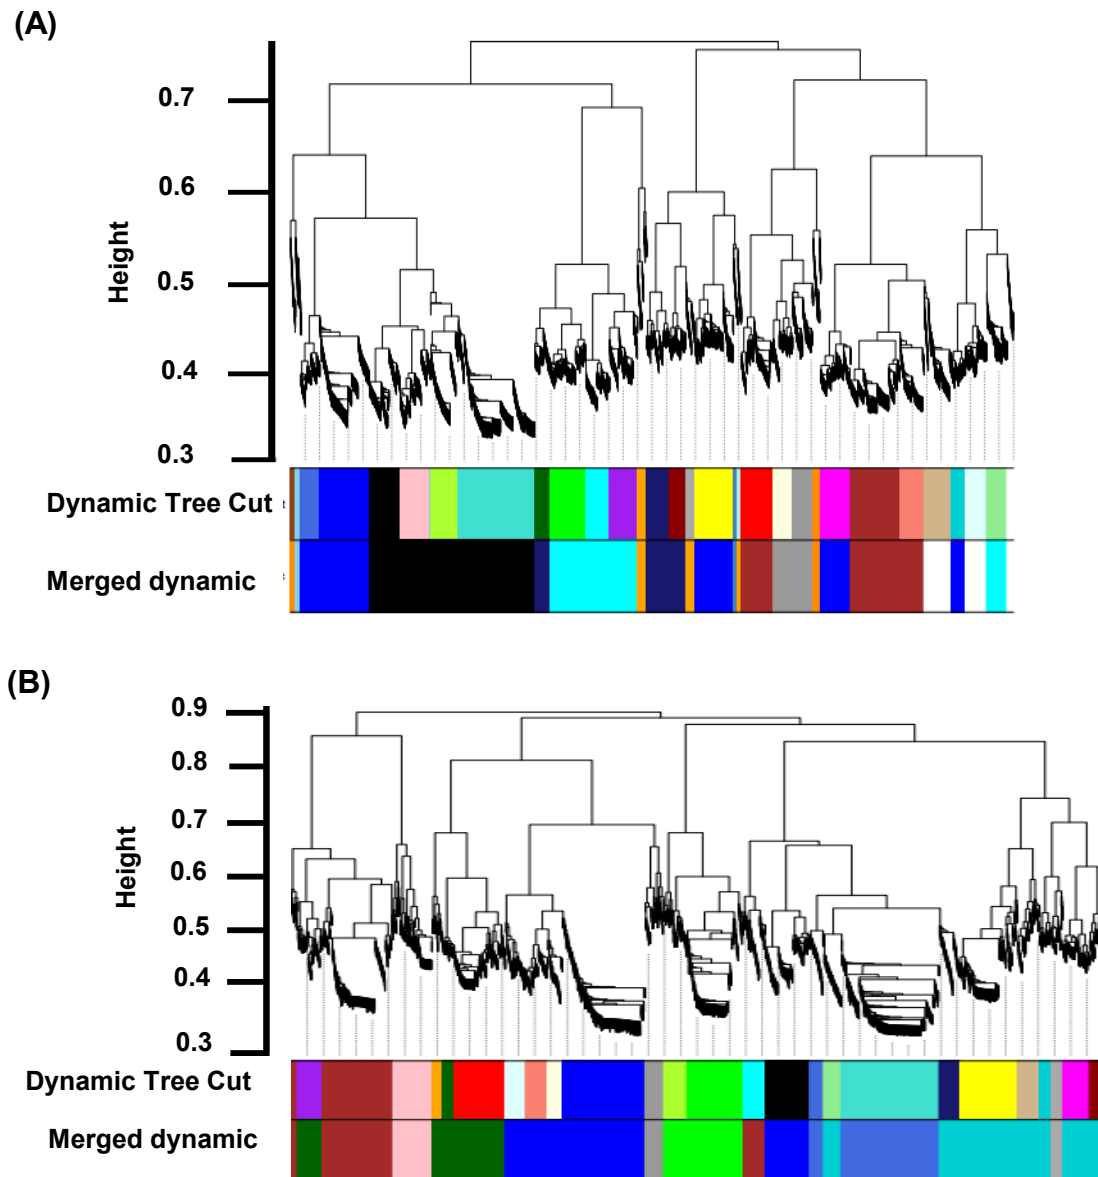

**Figure S5.** Cluster dendrograms showing co-expressed, (A) genes and gene modules of transcriptome, and (B) proteins and protein modules of proteome. Each branch denotes a gene/ protein, which are clustered according to dissimilarity measure (1-TOM) representing module. Original and merged modules are shown with their respective module colors. A total of 30 original modules were merged to obtain highly correlated, 11 and 9 modules for transcriptome and proteome, respectively.

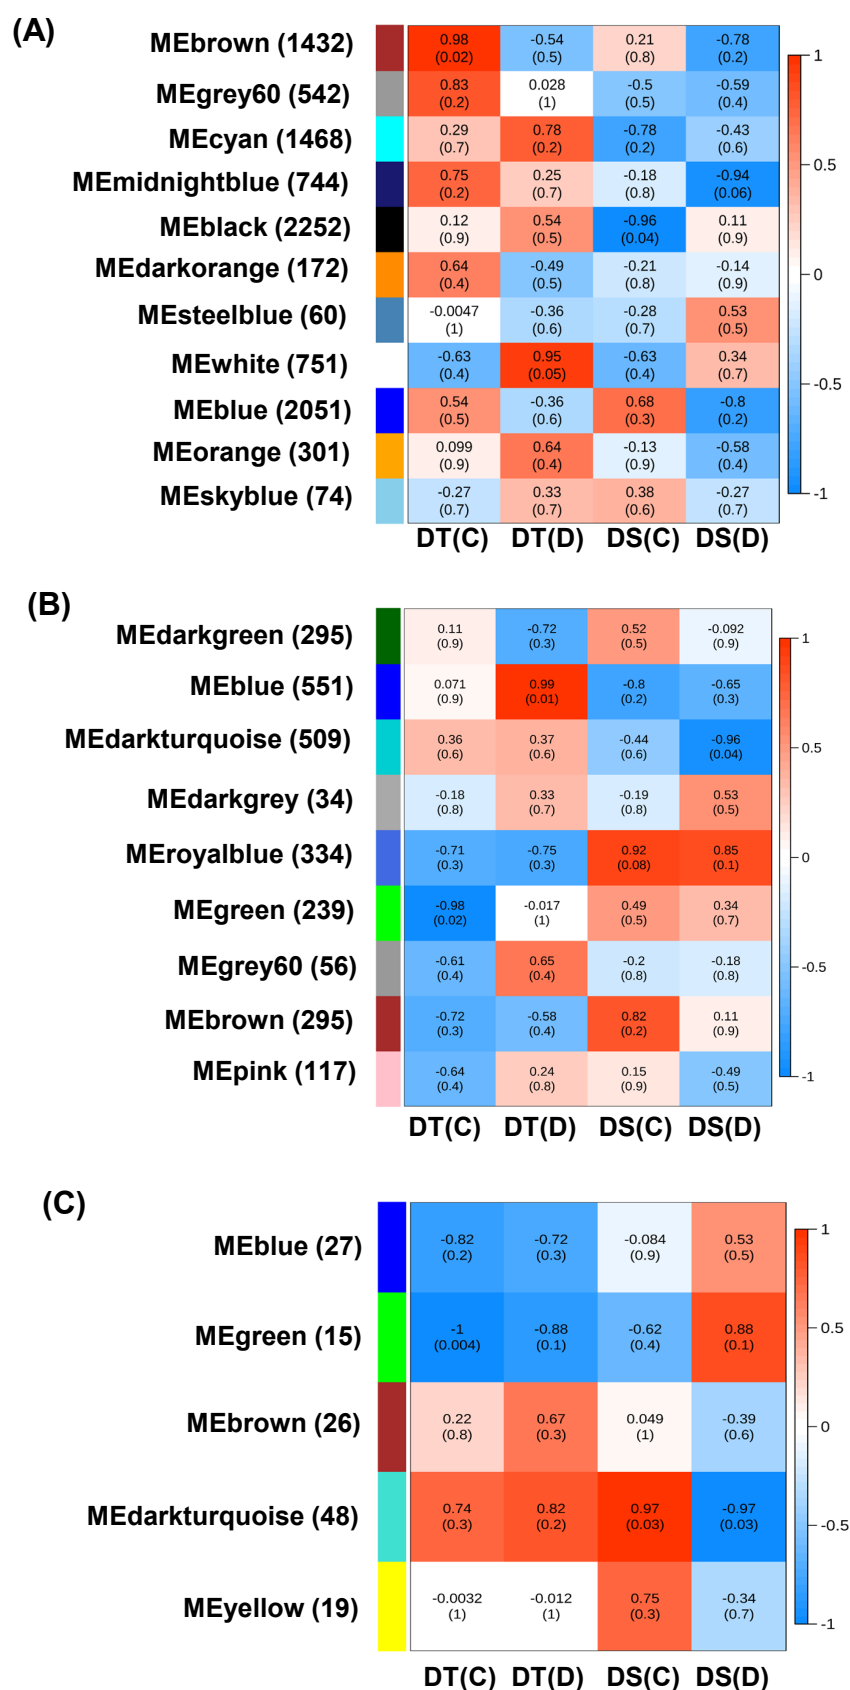

**Figure S6.** Co-expression analysis using weighted gene co-expression network analysis (WGCNA) for drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. Module-sample relationship (MSR) matrix showing correlation between sample with **(A)** genes; **(B)** proteins and **(C)** metabolites. Correlation coefficients ( $r$ ) are shown for each module-sample pair and  $P$ -value is mentioned in parenthesis. Color shows module-sample correlation as per scale indicated on right side. Total number of genes, proteins and metabolites in each module are shown in parenthesis.

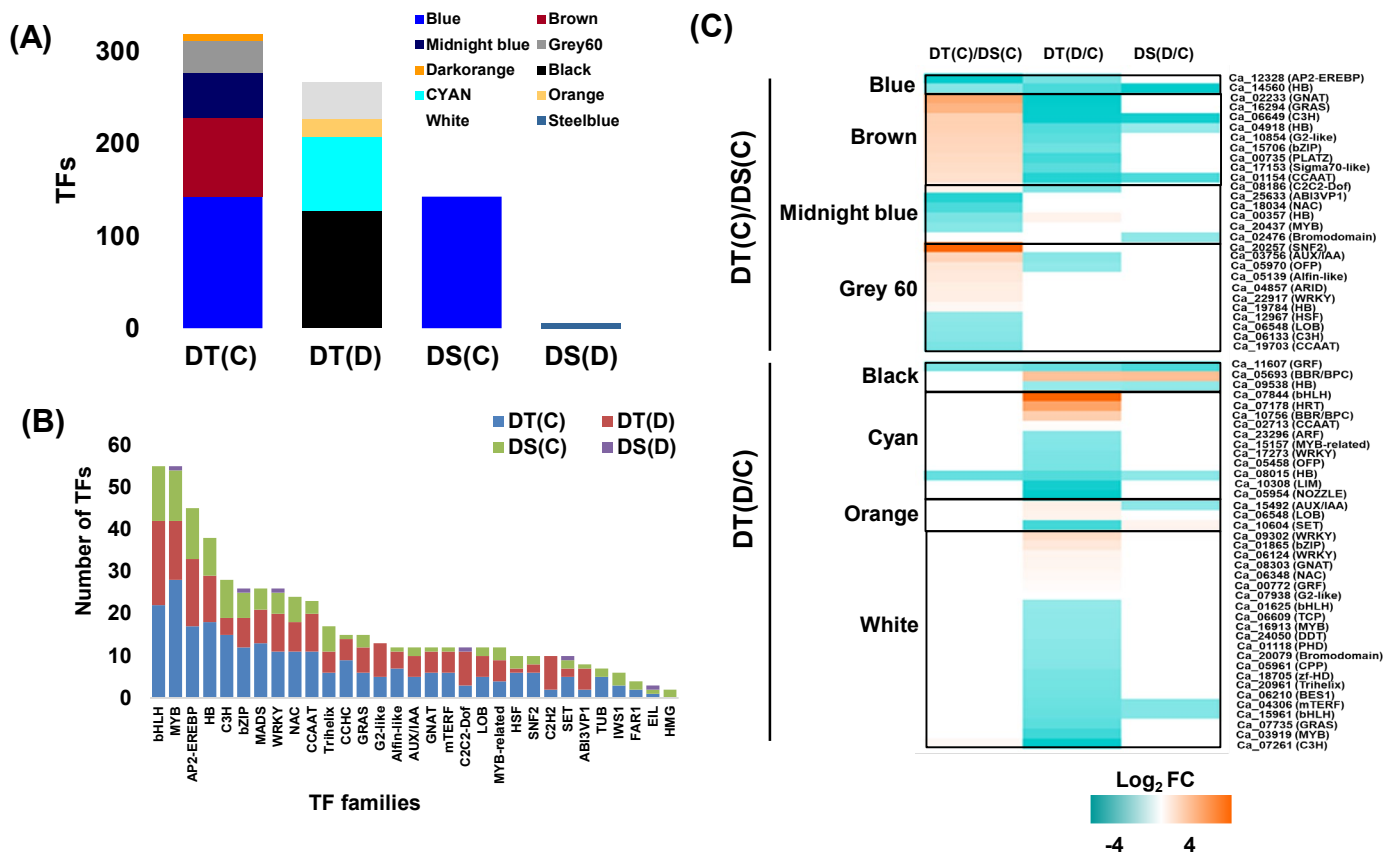

**Figure S7.** Transcription factors (TFs) encoding genes in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D) conditions. **(A)** Bar diagram represents TFs identified in co-expressed modules of DT(C), DT(D), DS(C) and DS(D). **(B)** Top 20 TF families of DT(C), DT(D), DS(C) and DS(D) are shown. **(C)** Heatmap representing differentially abundant (DA) TFs encoding genes identified in DT(C)/DS(C) (blue, brown, midnight blue and grey60 modules) and DT(D/C) (black, cyan, orange and white modules). DA-TFs were identified with the log<sub>2</sub> fold change (FC) value of ≥1 (up-) or ≤ -1 (down-regulated) at *P*-value ≤ 0.05.

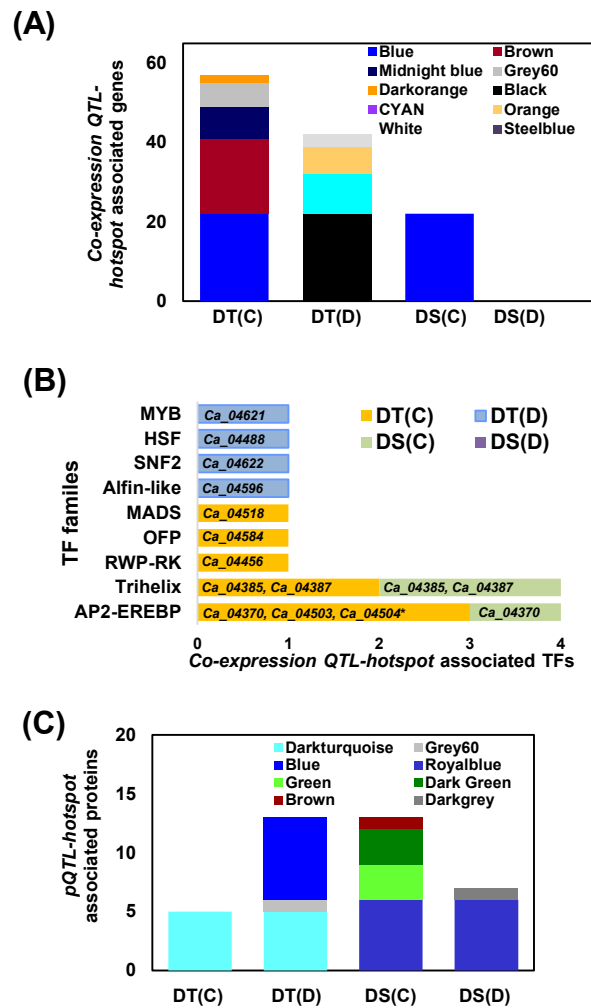

**Figure S8.** Quantitative trait loci-hotspot (*QTL-hotspot*) associated drought responsive genes, proteins and TFs in drought-tolerant (DT) and drought-sensitive (DS) chickpea genotypes under control (C) and drought (D). **(A)** Bar plots showing co-expression *QTL-hotspot* region (11, 284,553 bp to 14,082,277 bp) associated co-expressed genes in different modules of DT(C), DT(D), DS(C) and DS(D). **(B)** co-expression *QTL-hotspot* region associated TF families and related genes in DT(C), DT(D), DS(C) and DS(D). **(C)** Bar plots showing *pQTL-hotspot* region (11,396,081 to 14,093,770 bp) associated co-expressed proteins in different modules of DT(C), DT(D), DS(C) and DS(D).

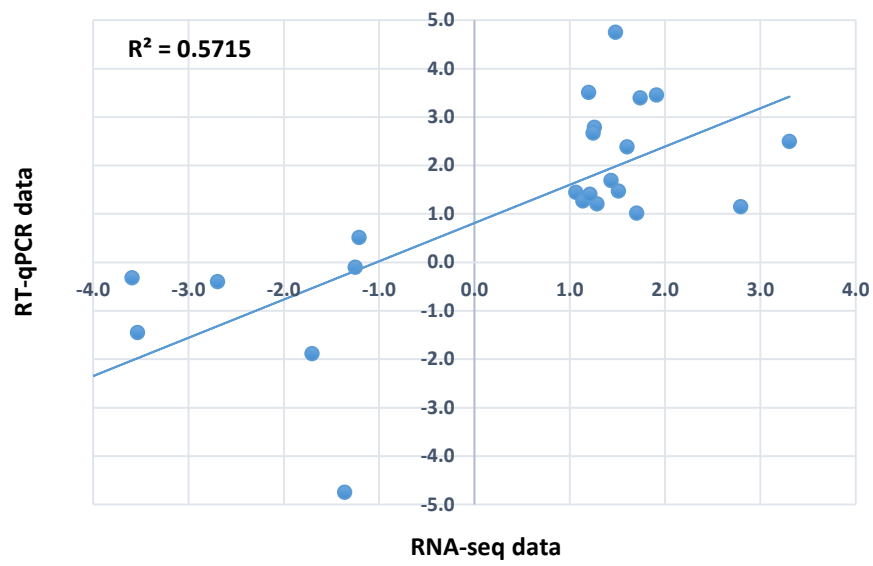

**Figure S9.** Figure showing the correlation between RT-qPCR and RNA-Seq data for selected candidate genes.

How the deposited data were processed for this re-analysis (not part of the article)

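Root RNA of 2 chickpea genotypes, ICC4958 (DT) and ICC1882 (DS), was sequenced under control conditions (C) and drought stress (D). The samples are 8 libraries, 2 for each of the 4 conditions DT(C), DT(D), DS(C) and DS(D), and each library was assigned to its condition by its genotype and treatment labels and by the paper's naming of the genotypes. The labels and the paper give different ages and lengths of the stress, and the paper's values were used beside its statements. No protein, metabolite or RT-qPCR measurement was used here.

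The authors filtered the reads with NGS QC Toolkit, mapped them to the kabuli chickpea genome with TopHat, assembled transcripts with Cufflinks and Cuffmerge, and deposited FPKM values for each merged locus, 1 per condition. FPKM is already normalized by the authors for the length of the transcript and the number of mapped fragments, and the paper's text does not state which library normalization Cuffdiff used. The paper's fold changes and P-values come from Cuffdiff, whose P-values cannot be computed again from pooled FPKM and were not used. The values in the copy of Table S2 at hand were identical to the deposited values. The log2 FPKM values of Tables S8 to S10 equalled log2(FPKM + 1) of the deposited values, with a largest difference of 0.00499 over 208 values.

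Because the 2 libraries of a condition are pooled in 1 value, the moderated linear model planned for values per library was not run, and the values were described without a test, as had been planned for pooled values. The precision of a value cannot be computed from pooled FPKM. The mapped reads of both libraries of a condition, from the paper's Table S1, differed most between DT(D) and DT(C), by a factor of 1.19. Low FPKM values rest on few reads, so a minimum FPKM of 1 in at least one of the 2 conditions compared was required.

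For each of the 3 comparisons of the paper, DT(D/C), DS(D/C) and DT(C)/DS(C), and for DT(D)/DS(D), the log2 ratio of the 2 FPKM values was computed without a pseudocount. Ratios of at least 1 and at most -1 were counted. A locus at 0 in one condition was counted but given no ratio. Profiles and correlations used log2(FPKM + 1), and the variance over the 4 conditions had n - 1 in the denominator, with a minimum of 0.1. To describe overlaps and correlations of comparisons that share a condition, the 4 values of each locus were put in random order 100 times. To describe a pathway list, its median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from the same 10 groups of mean log2(FPKM + 1), and the central 95% of these medians was given. Genes at 0 in a condition stayed out of these medians.

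The genes examined one by one are every gene that the paper names by its identifier as a gene or transcript in sections 3.5 to 3.8, in Figure 8B, in Figure S7C, in the gene parts of Tables S8 to S10 and in Table S11, and in each comparison the 2 known loci with the largest rise and the 2 with the largest fall among those with FPKM of at least 1 in both conditions and at least 10 in the higher one. The identifiers of Figure S7C were read by eye. The passages name some of them and give the others as counts and ranges. One gene that the paper names is not reported here by itself. Gene names are those of the paper. The table of gene symbols at hand does not list identifiers of this form, so no other names were added. Loci with several identifiers were kept, and where a gene named in a passage lies in such a locus this is stated.

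The alternatives were a pseudocount of 1 or 0.1, no expression filter, FPKM of at least 1 in both conditions, log2 ratios centred on their median over expressed loci, FPKM rescaled to the same sum of 1000000 in every column, known loci only, a log2 ratio of 2, Spearman in place of Pearson correlation, and for the variance the natural log and n in the denominator. These, the rule for named genes and the main settings were fixed before the data were examined. Centring the ratios within 10 groups of mean log2(FPKM + 1) was chosen after seeing the data. A count was taken as unchanged within a factor of 1.5 and a value without replicates within 0.1.

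The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with fixed random seeds. They were tested on simulated data made from the deposited values. Of 200 loci with a known change, 100% were recovered, and 4 of 19882 unchanged loci were counted as changed. The known changes were log2 ratios of 2 or -2, well past the threshold. The simulated noise was small and the same at every expression level. This checks the calculation alone and gives no error rate for the counts, since the spread between the real libraries is not known. Comparisons that share a condition had a correlation of -0.49 without any effect over 19675 loci. All 100 loci raised in the test of the centring within groups were recovered. Co-expression modules and pathway enrichment were not computed here.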

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

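The test for failed estimates was chosen only after the values of the locus were seen, and the one for reads of another organism before, but it needs a sequence and was not run. The count of loci with the same pattern was added afterwards.

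The locus XLOC_000008, which carries no gene identifier and which the paper's text does not discuss, had 80.5 FPKM in DT(D) and 213 in DS(D) and was listed at 0 in both control conditions. It stands out as a signal under drought stress in both genotypes, outside the genes that the paper discusses, with no signal in the controls. No fold is given against a value listed at 0. The paper's Table S3 lists the locus with a log2 fold change of 16.3 in DT(D/C) and 17.7 in DS(D/C). A finite fold change against 0 needs some value in place of the 0, so these do not measure the size of the rise. With 1 pooled value per condition, it is not known whether both libraries of a condition carry the signal.

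A value listed at 0 in FPKM can be a failed estimate. If failed estimates listed as 0 were the cause, loci listed at 0 in one condition of each genotype and each treatment, with at least 10 FPKM in the others, would be as frequent as loci listed at 0 in both controls. There were 0 such loci, beside 1 for both controls, which is this locus, and numbers this small decide nothing. Reads of another organism, brought in with stressed roots, would leave several loci with the same pattern, and 7 loci were listed at 0 in both controls with at least 1 FPKM in both drought conditions. At the same minimum, 10 loci were listed at 0 in both drought conditions, and 4 and 6 in the crossed pairs of conditions, which such reads would not leave, so the 7 loci give no support to this explanation. No sequence of the locus was analysed here. Failed estimates, reads of another organism and a response of the plants to drought stress therefore cannot be told apart for this locus, and the response to drought stress stays open as untested.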

How the results depend on the processing

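The alternative that centres the ratios within groups of expression was chosen after seeing the data. Of 129 values of the main results under an alternative, 94 stayed within a factor of 1.5 or within 0.1 of the value reported, and 35 did not. The correlations and list medians among them kept their sign, and the others are counts. The balance of higher and lower loci in DS(D/C) turned, from 48.7% higher to 80.9% with FPKM rescaled to the same sum in every column and 54.4% with no expression filter. The pseudocount of 0.1, centring the ratios on their median over expressed loci, and the centring within groups of expression left every main result they were applied to within these limits. Except where named here, the cause was not tested.

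With a pseudocount of 1, which draws the ratios of low loci towards 0, the higher loci numbered 633 in DT(D/C), 919 in DS(D/C) and 1458 in DT(C)/DS(C), the loci higher in both drought comparisons 87, and the glutathione median in DT(D/C) was 0.53. With FPKM of at least 1 in both conditions, which leaves fewer loci, the same counts were 680, 982, 1444 and 104. With no expression filter, which admits more loci, they were 2019, 2883, 3551 and 540, and 1693 loci were lower in DT(C)/DS(C). With known loci only, which again leaves fewer loci, 1054 were higher in DS(D/C), 678 lower in DT(C)/DS(C) and 143 higher in both drought comparisons.

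With FPKM rescaled to the same sum in every column, 4030 loci were higher and 951 lower in DS(D/C), 3552 higher and 693 lower in DT(C)/DS(C), and 417 higher in both drought comparisons. The medians in DS(D/C) became 0.84 for PI signaling, 0.84 for glutathione and -0.15 for glycolysis. This setting adds the same value to every ratio of a comparison, so the order of the loci within a comparison does not change.

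At a log2 ratio of 2, a stricter threshold, 246 loci were higher and 780 lower in DT(D/C), 432 and 524 in DS(D/C), 634 and 311 in DT(C)/DS(C), and 29 and 245 in both drought comparisons. The Spearman correlation of DT(D/C) and DS(D/C) was 0.20, and on the natural log scale, which shrinks every variance, 5431 loci were above a variance of 0.1.

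For single genes, 1182 values of 394 ratios of 150 genes were computed under a pseudocount of 1 or 0.1 and under centring on the median. Of these, 1147 stayed on the same side of the threshold, 28 fell within it, 21 of them under a pseudocount of 1, and 1 passed it. Under centring, 6 ratios changed sign, all with a size of at most 0.0244 as reported: Ca_00673 DT(C)/DS(C) became -0.0720, Ca_16913 DT(C)/DS(C) -0.0825, Ca_20961 DT(C)/DS(C) -0.0667, Ca_25091 DT(C)/DS(C) -0.0652, Ca_03919 DT(D/C) -0.00890 and Ca_04385 DT(D/C) -0.0136. Here the centring itself, which subtracts the median of the comparison, is the cause.

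No paired analysis was possible because the deposited values hold 1 pooled value per condition. For the same reason a replicate block, leaving out each replicate in turn and an adjustment by Benjamini-Hochberg, all planned for values per library, were not run. Low FPKM values rest on few reads, but an effect of depth on the low loci was not tested. The counts of higher loci in each comparison moved with a pseudocount of 1, with no expression filter and with FPKM of at least 1 in both conditions, and the count of lower loci in DT(C)/DS(C) moved with no expression filter. Whether a locus near an FPKM of 1 differs by more than the spread between libraries cannot be said.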

Differences from the paper's values

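The counts here rest on the ratio of pooled FPKM alone, whereas the paper's counts also require a P-value from Cuffdiff. In DT(D/C), 1023 loci were higher, against the paper's 478. Of the alternatives set before the data were examined, a pseudocount of 1 (633) and FPKM of at least 1 in both conditions (680) came within a factor of 1.5 of the paper's value, and the others did not. In DS(D/C), 1650 were higher, against the paper's 680, with a pseudocount of 1 (919) and FPKM of at least 1 in both conditions (982) within that factor. In DS(D/C), 1741 were lower, against the paper's 1022, and within that factor were a pseudocount of 1 (1408), FPKM of at least 1 in both conditions (1402), FPKM rescaled to the same sum in every column (951) and known loci only (1333). In DT(C)/DS(C), 2244 were higher and 1045 lower, against the paper's 864 and 358, and only a log2 ratio of 2 came within that factor (634 and 311).

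The loci specific to DT(D/C) and higher numbered 772, against the paper's 409, and a pseudocount of 1 (534), FPKM of at least 1 in both conditions (567) and known loci only (580) came within a factor of 1.5. Specific to DS(D/C) were 672 higher and 684 lower loci, against the paper's 406 and 435. The higher ones came within that factor with a pseudocount of 1 (466), FPKM of at least 1 in both conditions (468) and known loci only (453). The lower ones did so with a pseudocount of 1 (563), FPKM of at least 1 in both conditions (627), ratios centred on their median (643) and known loci only (558). Specific to DT(C)/DS(C) were 1432 higher and 657 lower loci, against the paper's 644 and 256, and only a log2 ratio of 2 came within that factor (440 and 218). Higher in both drought comparisons were 224 loci, against the paper's 62, and a pseudocount of 1 (87) alone came within that factor. In all comparisons, 31 loci were higher and 77 lower, against the paper's 1 and 30. None of the alternatives set before the data were examined closed the gap for the higher ones, and FPKM of at least 1 in both conditions (36) did so for the lower ones.

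Of the TF genes read from Figure S7C for DT(D), 3 were higher and 1 lower past the threshold in DT(D/C), against the paper's 14 and 25. Of those for DT(C), 3 were higher and 1 lower in DT(C)/DS(C), against the paper's 18 and 10. None of the alternatives set before the data were examined for the counts of loci, from the pseudocounts and filters to a log2 ratio of 2, closed these gaps, and the largest number, with no expression filter, was 7 higher genes for DT(C). The identifiers were read by eye from the figure, and Table S3 of the paper lists a DAT, in any comparison, for only 6 of the 39 genes read for DT(D) and 6 of the 28 for DT(C). Of the genes read from the figure, 3 for DT(D) and 2 for DT(C) were listed at 0 in all conditions.

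The DATs of Table S3 that were not past the threshold here numbered 5 up-regulated and 3 down-regulated in DT(D/C) and 13 and 1 in DS(D/C), all with an FPKM under 1 in both conditions, which the setting with no expression filter admits. In DT(C)/DS(C), they numbered 2 up-regulated and 14 down-regulated. Both up-regulated ones and 2 of the down-regulated ones were under an FPKM of 1 in both conditions and are called with no expression filter. The other 12 had log2 ratios from -0.998 to -0.957, and ratios centred on their median bring all 12 past the threshold, as does the removal of the trend with expression, an alternative chosen after seeing the data, for 2 DATs. For the 69 fold changes in Table S3 of genes named in the text, the largest difference from the log2 ratio of the deposited values was 0.0549.

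The paper's discussion describes FBPase (Ca_00102) as up-regulated in DT(D/C), whereas its log2 ratio was -1.36, as in the paper's own Table S3. The paper's statements on co-expressed genes rest on modules correlated with a condition, which were not rebuilt here. The condition with the highest FPKM is another measure, so the values below do not test module membership. The paper gives IMPase (Ca_00700) and DGK3 (Ca_03279) as co-expressed specifically in DT(D), whereas their FPKM was highest in DS(C), at 415 and 74.5. IMPase was lowest in DT(D) and DGK3 in DT(C). The paper gives APX6 (Ca_01758) and GSTU20 (Ca_23113) as specific to DT(D). APX6 was highest in DT(C), at 12.9 FPKM, GSTU20 was highest in DS(C), at 4.49, and both were lowest in DT(D). The paper gives the coexpression of GSTU19 (Ca_14389) as specific to the DT genotype, whereas its highest FPKM was 1.31 in DS(D). The paper also gives RWP-RK (Ca_04456) and OFP (Ca_04584) as specific to DT(C). Both were lowest there, at 15.8 and 2.64 FPKM, and RWP-RK was highest in DS(D), at 26.0. GRAS, bZIP, PLATZ, AUX/IAA and C2C2-Dof are among the TF families that the paper gives as up-regulated in DT(C)/DS(C). Table S3 lists no DAT for their members read by eye from Figure S7C. The log2 ratios of these members were -0.22 (Ca_16294), -0.29 (Ca_15706), -0.27 (Ca_00735), -0.09 (Ca_03756) and -0.85 (Ca_08186). With FPKM rescaled to the same sum in every column, GRAS and AUX/IAA came to 0.05 and 0.18. The rescaled ratios of bZIP and PLATZ were just below 0, at -0.02 and -0.004, and that of C2C2-Dof was -0.58.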

Other observations

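The tests of the trend with expression, the comparison with random lists of loci, the rescaled columns for the shared falls and the counts of crossed pairs were chosen only after the result was seen, and the tests of the shared falls and of the DATs with the trend removed, and of sequence differences, were chosen before theirs.

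In the 2 comparisons that involve DS(C), the log2 ratio changed with the expression level of the loci. The Spearman correlation of the ratio and mean log2(FPKM + 1), across loci, which are not independent replicates, was -0.35 in DS(D/C) and -0.28 in DT(C)/DS(C), but 0.0053 in DT(D/C) and 0.0916 in DT(D)/DS(D). In DT(C)/DS(C), the medians of the lowest and the highest of 10 groups differed by 0.810. A few loci that take most of the FPKM of a column would shift all ratios by one factor, which leaves that difference of 0.810 in place, so they do not account for the trend. Library depth does not account for it either, since DT(D/C), with the largest difference in mapped reads, had a correlation of 0.0053. The trend appeared in both comparisons with DS(C), and the largest size in the comparisons without it was 0.0916, so a candidate explanation is a state of the DS(C) plants or of the DS(C) libraries. With 1 pooled value per condition, a difference in the plants and a difference in the preparation of the libraries were not separated. With the trend removed, 54.2% of the loci past the threshold were higher in DT(C)/DS(C), instead of 68.2%, and 61.1% with ratios centred on their median. Centring draws this share towards equal numbers by its construction, so whether the excess of loci higher in DT under control conditions follows the trend is left open.

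The paper compares the genotypes under control conditions, and DT(D)/DS(D) is not among its comparisons. Of the 864 DATs up-regulated in DT(C)/DS(C) in Table S3, 826 were above 0 in both drought conditions. Of these, 137 (16.6%) were also at least 1 higher in DT(D)/DS(D), 32 were at least 1 lower, and the median log2 ratio was 0.10. Random lists of loci matched on mean expression, 1000 in number, had between 42 and 87 such loci, with a mean of 62.4. Of the 358 down-regulated DATs, 328 were above 0 in both drought conditions, 90 (27.4%) were also at least 1 lower under drought stress, against 3 to 25 in random lists, and the median was -0.39. The medians of the random lists lay between 0.00581 and 0.131 for the up-regulated and between 0.00104 and 0.207 for the down-regulated DATs, and 474 of the 826 and 228 of the 328 DATs kept their direction. Chance variation of the control values as the whole cause would leave both numbers in the range of the random lists, which 137 and 90 exceed. The median of the up-regulated DATs, 0.10, lies inside the range of the random lists, so chance variation stays open for many of these. The trend of the DS(C) values is not the whole cause of these DATs, since 84.5% of the up-regulated ones stayed past the threshold with the trend removed. For the other DATs, the difference between the genotypes was smaller than the threshold, or reversed, under drought stress, and whether that reflects the plants or the spread between libraries was not tested.

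Falls shared by both genotypes under drought stress outnumbered shared rises, with 3.44 shared falls per shared rise. With the trend removed, there were 772 shared falls and 187 shared rises, or 4.13 falls per rise, so the trend of the DS(C) values is not the whole cause of the excess. With all columns rescaled to the same sum, there were 562 shared falls and 417 shared rises, or 1.35 falls per rise. With ratios centred on their median, there were 775 shared falls and 216 shared rises. The size of the excess thus depends on the factor applied to each column, and the values do not show which factor is right. At a log2 difference of at least 2 in every pair of a control and a drought condition, 111 loci were lower in both drought conditions than in both controls and 5 were lower in both controls. The scaling of the columns and a common response of both genotypes to drought stress, seen mostly as falls, both stay open for the excess, and no value has replicates.

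Loci listed at 0 in both conditions of one genotype and at 1 FPKM or more in both conditions of the other numbered 76, with 44 at 0 in DS and 32 at 0 in DT. Loci listed at 0 in a crossed pair of conditions, one from each genotype and treatment, numbered 10. Failed estimates listed as 0 would strike crossed pairs as often, which 10 against 76 argues against. Of the 76 loci, 61.8% carry no gene identifier, against 10.0% of all loci. Sequence differences between the genotypes and the reference would leave such loci, but no sequence of either genotype was analysed here, so they cannot be told apart from a difference in expression. Chosen after the values were seen, the locus with the highest FPKM among those at 0 in DS was Ca_23991, with 138 FPKM in DT(C) and 124 in DT(D) and listed at 0 in both DS conditions, and among those at 0 in DT it was a locus without a gene identifier, XLOC_028666, with 46.0 FPKM in DS(C) and 92.3 in DS(D) and listed at 0 in both DT conditions.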
